# Deletion of the N-Terminal Domain of Yeast Eukaryotic Initiation Factor 4B Reprograms Translation and Reduces Growth in Urea

**DOI:** 10.3389/fmolb.2021.787781

**Published:** 2022-01-03

**Authors:** Xiaozhuo Liu, Houtan Moshiri, Qian He, Ansuman Sahoo, Sarah E. Walker

**Keywords:** eukaryotic translation, translation initiation, eIF4B, ribosome, mRNA control

## Abstract

The yeast eukaryotic initiation factor 4B binds the 40S subunit in translation preinitiation complexes (PICs), promoting mRNA recruitment. Recent evidence indicates yeast mRNAs have variable dependence on eIF4B under optimal growth conditions. Given the ability of eIF4B to promote translation as a function of nutrient conditions in mammalian cells, we wondered if eIF4B activities in translation could alter phenotypes in yeast through differential mRNA selection for translation. Here we compared the effects of disrupting yeast eIF4B RNA- and 40S-binding motifs under ∼1400 growth conditions. The RNA-Recognition Motif (RRM) was dispensable for stress responses, but the 40S-binding N-terminal Domain (NTD) promoted growth in response to stressors requiring robust cellular integrity. In particular, the NTD conferred a strong growth advantage in the presence of urea, which may be important for pathogenesis of related fungal species. Ribosome profiling indicated that similar to complete eIF4B deletion, deletion of the NTD dramatically reduced translation, particularly of those mRNAs with long and highly structured 5-prime untranslated regions. This behavior was observed both with and without urea exposure, but the specific mRNA pool associated with ribosomes in response to urea differed. Deletion of the NTD led to relative increases in ribosome association of shorter transcripts with higher dependence on eIF4G, as was noted previously for eIF4B deletion. Gene ontology analysis indicated that proteins encoded by eIF4B NTD-dependent transcripts were associated with the cellular membrane system and the cell wall, while NTD-independent transcripts encoded proteins associated with cytoplasmic proteins and protein synthesis. This analysis highlighted the difference in structure content of mRNAs encoding membrane versus cytoplasmic housekeeping proteins and the variable reliance of specific gene ontology classes on various initiation factors promoting otherwise similar functions. Together our analyses suggest that deletion of the eIF4B NTD prevents cellular stress responses by affecting the capacity to translate a diverse mRNA pool.

## Introduction

Translation initiation begins with the formation of a translation preinitiation complex (PIC) comprised of an initiator Met-tRNA•eIF2•GTP ternary complex bound to the 40S ribosomal subunit along with eIFs 1, 1A, 5 and the multisubunit eIF3. Simultaneously, mRNAs are complexed with the eIF4F complex and Ded1/Ddx3, which are proposed to unwind secondary structure and promote PIC binding to mRNA. The eIF4F complex is comprised of three factors. eIF4E binds the 5′cap structure and eIF4G. eIF4G acts as a scaffold linking the cap to the helicase, and as such binds to mRNAs, eIF4E, eIF4A, and other proteins. eIF4A is a DEAD-box RNA helicase with activity modulated by changes in conformation upon binding to RNA, eIF4G, eIF4B, and in mammalian cells, eIF4H (Mitchell et al., 2011). This complex is thought to serve multiple purposes: *1*) interactions of the 5′cap bound to eIF4E with other components of the PIC bound to eIF4G direct PIC loading to the 5′end of mRNAs, and *2*) helicase activity of eIF4A melts mRNA secondary structure near the cap and throughout the 5-prime untranslated region (5′UTR) to allow effective loading at the cap and scanning through 5′UTRs. The associated protein eIF4B promotes the activity of the eIF4F complex (Rozovsky et al., 2008; Özeş et al., 2011).

A number of observations indicate the importance of eIF4B in translating structured mRNAs and promoting the activity of eIF4A/eIF4F both *in vitro* and *in vivo* (Dmitriev et al., 2003; Mitchell et al., 2010; Sen et al., 2016). In fact, eIF4B in yeast was first discovered by two groups as both a multicopy suppressor of a temperature-sensitive eIF4A mutation, as well as a protein that interacted with antibodies against the 5′-cap complex (Altmann et al., 1993; Coppolecchia et al., 1993). This indicates important functional interaction between eIF4F and eIF4B. One model for eIF4B function suggests that eIF4B enhances eIF4A mRNA helicase activity at the step of mRNA activation or scanning to allow structured mRNA translation (Rogers et al., 2001; Özeş et al., 2011; Andreou and Klostermeier, 2014). However, recent work indicates that some classes of mRNAs have a hyperdependence on eIF4B while showing less relative dependence on eIF4A. This could suggest eIF4B performs both eIF4A-dependent and eIF4A/eIF4F-independent activities during translation, or that functions of eIF4A are universally important for translation (Park et al., 2011; Sen et al., 2015; Sen et al., 2016). These eIF4A-independent functions could stem from the ability of eIF4B to bind to the 40S subunit and promote conformational changes in the mRNA binding channel (Walker et al., 2013; Sen et al., 2016).

Yeast eIF4B can be divided into four functional domains: an N-terminal domain (NTD), an RNA-recognition motif (RRM), a 7-repeats domain, and a C-terminal domain (Figure 1A; (Altmann et al., 1993; Coppolecchia et al., 1993). While the RRM has a defined globular structure with conserved RNA-binding motifs (Fleming et al., 2003), the other three domains are predicted to be disordered (by analysis of the S288C eIF4B sequence in PONDR (Xue et al., 2010)). Our previous work demonstrated that eIF4B binds directly to the 40S subunit using both the NTD and 7-repeats domains of the protein, independently of the RRM (Walker et al., 2013). The 7-repeats domain consists of imperfect repetitions of a ∼26 amino acid motif that can also bind directly to single-stranded RNA (Altmann et al., 1993; Coppolecchia et al., 1993; Niederberger et al., 1998; Walker et al., 2013). Binding the 40S by either the NTD or 7-repeats domain promotes the movement of a ribosomal protein, Rps20/uS10 (Walker et al., 2013). This induces changes in the conformation of multiple rRNA residues on both the solvent and subunit interfaces of the 40S near domains of Rps20/uS10 that reach into the mRNA binding channel. Both the NTD and the 7-repeats domain of eIF4B enhance its affinity to the 40S and are required for robust mRNA recruitment to the PIC, suggesting these ribosome binding activities are critical for translation. Deletion of either domain resulted in decreased rates of mRNA recruitment and translation. However, the defect conferred by deleting the seven repeats was partially rescued by increasing the concentration of the ∆7-repeats variant *in vitro* or overexpressing the ∆7-repeats protein in cells. The heightened concentration of the ∆7-repeats mutant required for maximal rate suggests the repeats must interact with the 40S or another binding partner for maximal affinity and activity. In contrast, increasing concentrations of the ∆ntd protein did not rescue the decreased rate, suggesting the NTD affects the mechanism by which eIF4B accelerates mRNA recruitment (Walker et al., 2013). Deletion of the NTD, but not other eIF4B domains also confers a dominant-negative overexpression phenotype in cells harboring temperature-sensitive mutant eIF4F alleles, repressing growth even under permissive temperature (Zhou et al., 2014). This suggests the NTD is needed to activate eIF4F. Deletion of either the NTD or 7-repeats domain also increases the amount of eIF4A needed to achieve maximal rate of mRNA recruitment to the PIC, suggesting both domains are needed for optimal functional interaction of eIF4A with the preinitiation complex (Walker et al., 2013). Evidence was recently provided for RNA-dependent interaction of the 7-repeats domain with eIF4A *in vitro* (Andreou et al., 2017), and for an RNA-independent interaction of eIF4B with eIF4F *in vitro* and *in vivo* (Park et al., 2013). These observations together suggest a model in which the seven repeats domain of eIF4B binds the preinitiation complex, where the NTD can effectively promote eIF4A activity or a conformation of the PIC that allows effective loading and scanning of mRNAs.

**FIGURE 1:**
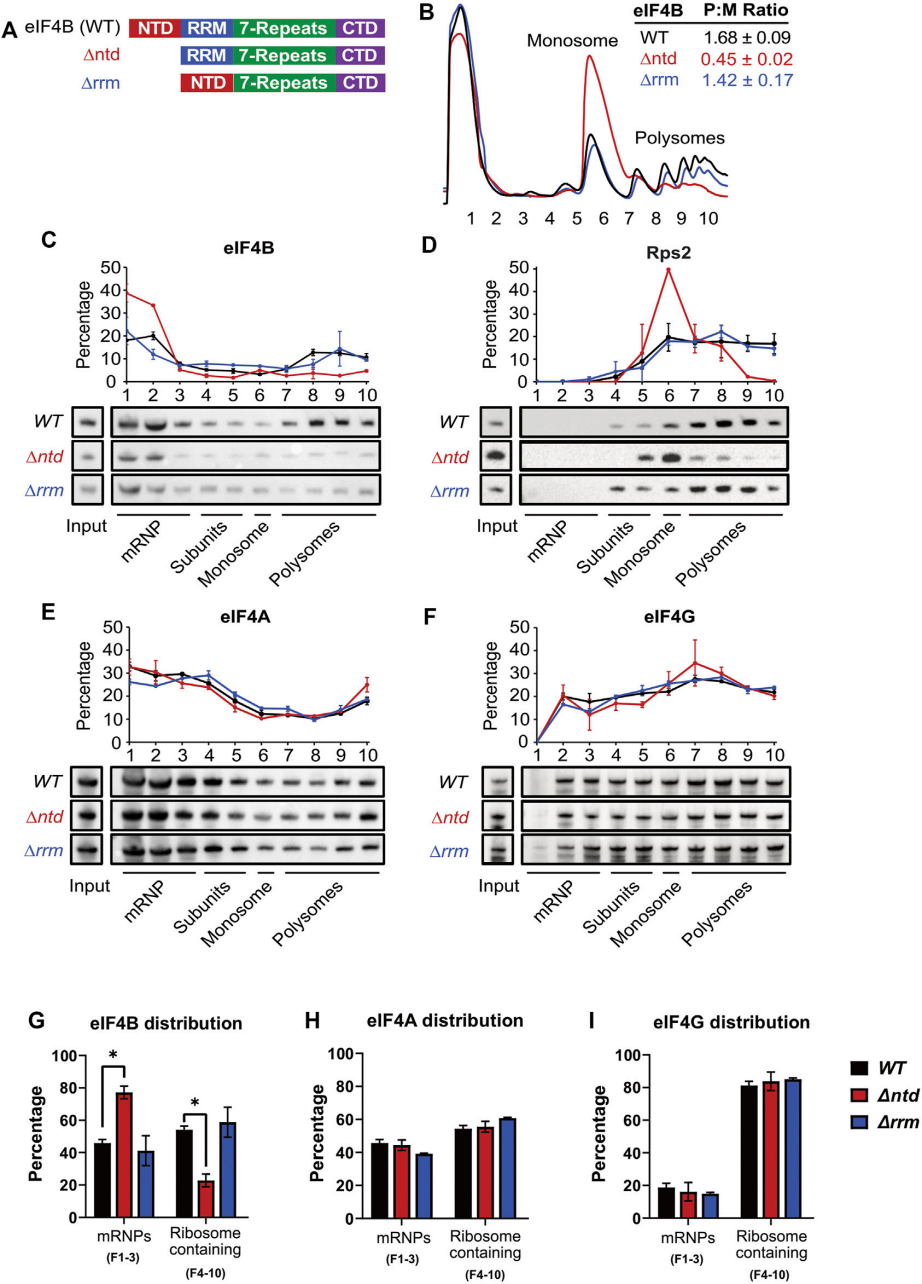
The N-terminal domain of eIF4B binds the ribosome and promotes translation in a prototrophic yeast strain. **(A)** Schematic of eIF4B functional domains in WT, ∆ntd, and ∆rrm constructs. **(B)** Lysates from strains harboring WT (black), ∆ntd (red), or ∆rrm (blue) eIF4B were fractionated on 5–45% sucrose gradients and monitored by absorbance at 254 nm. Polysome to monosome (P:M) ratios were calculated by quantifying the area under the curve for the indicated monosome and polysome peaks. The Mean P:M ratios from three or more biological replicates (representative traces shown) are reported ± standard error of the mean. **(C**–**F)** Lysates were crosslinked with 1% formaldehyde prior to running on 5–45% sucrose gradients. The distributions of eIF4B **(C)**, Rps2 (**D**, an indicator of 40S subunits/monosomes/polysomes), eIF4A **(E)**, and eIF4G **(F)** in mRNP, subunit, monosome, and polysome fractions were determined by western blotting indicated gradient fractions. The line graphs show the mean percentages of total indicated protein (quantified across the gradient) that was present in each fraction. **(G**–**I)** The distributions of eIF4B **(G)**, eIF4A **(H)** and eIF4G **(I)** in mRNP vs. ribosome containing fractions were analyzed by an unpaired students *t* test. The only significant differences observed were for ∆ntd versus WT eIF4B distributions. Asterisk indicates *p* value ≤0.05.

In contrast to the 40S binding activities of the NTD and the seven repeats domains, disrupting the RNA-binding activity of the RRM of yeast eIF4B did not affect growth or translation activity *in vitro* or *in vivo*, unless combined with other mutations that affect function on their own, such as deletion of the NTD or 7-repeats (Walker et al., 2013). This suggests that the RNA-binding RRM can stimulate the required function of the NTD and seven repeats, although to a limited extent which does not accelerate growth rate under standard laboratory conditions. The RRM is the only large functional domain with considerable sequence conservation between yeast and human eIF4B (Altmann et al., 1995) outside of small motifs of homology in the NTD and a segment of homology to the core sequence of a single yeast repeat just downstream of the RRM in human eIF4B. These motifs in the human factor are sufficient to rescue function of yeast eIF4B variants lacking the analogous motifs, suggesting they may provide a conserved function (Zhou et al., 2014).

Here we investigated the ability of the RNA-binding RRM and the 40S-binding NTD of eIF4B to stimulate translation and growth under various stress conditions. We found that the NTD enhanced growth in conditions that require robust cellular integrity, including in the presence of 3% w/v urea. Deletion of the NTD resulted in reduced eIF4B association with ribosome fractions and large decreases in translation as expected based on our previous work. Analysis of the structural content of mRNAs that strongly depended on the NTD for translation supports the model that eIF4B is necessary to enhance translation of mRNAs with long, structured 5′UTRs that showed less enrichment with eIF4G and other closed-loop factors, and further implicates the NTD in promoting this function (Sen et al., 2016). As expected, eIF4B interaction with translating polysomes was disrupted by truncation of the NTD, in agreement with our previous claim that this domain stabilizes binding to free 40S subunits (Walker et al., 2013). The mRNAs that responded to eIF4B NTD-deletion encode cell wall, membrane and ER/Golgi-associated proteins. Further analysis of the full complement of mRNAs in gene ontology classes associated with high NTD-dependence showed that mRNAs encoding membrane and trafficking proteins, irrespective of strong NTD-dependent changes in this study, had more structured 5′UTRs than other yeast mRNAs. The mRNAs that showed relative increases when the NTD was deleted were in contrast associated with cytoplasmic proteins, and especially with cytoplasmic translation. The mRNAs in these NTD-independent gene ontology classes showed significantly less structure. The divergence in mRNA structure propensity and likewise, eIF4B-dependence, of cytoplasmic proteins versus membrane-associated factors may allow the cellular responses to various stressors garnered by the eIF4B NTD. Together these data suggest eIF4B-NTD activity is needed to reprogram translation and allow cells to adapt to diverse cellular environments.

## Materials and Methods

### Construction of Yeast Strain and Plasmids

Yeast strains (Supplementary Table S1) YSW3 and YSW4 were generated by tetrad dissection of strain FJZ001 (*MATa/MATα, his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 met15Δ0/MET15 LYS2/lys2Δ0 ura3Δ0/ura3Δ0 TIF3/ tif3Δ::hisG-URA3-hisG*) (Walker et al., 2013), followed by isolation of LYS+, HIS−, LEU−, and MET− haploid clones, and finally counterselection on 5-FOA for removal of the *URA3-HisG* cassette of the URA+ *tif3∆* strain. *TIF3* alleles with the native promoter and terminator encoding C-terminal hexahistidine tagged-eIF4B or variants were Gibson-assembled (NEB, United States) into the BamHI site of single-copy vector pHLUM (Mülleder et al., 2012). DNA sequences of the entire PCR-amplified regions were verified in the assembled plasmids (Supplementary Table S2). Plasmids were transformed into YSW4 to generate prototrophic strains. Transformed strains were verified by Western blot for correct eIF4B variant expression (Figure 2D and Supplementary Table S1).

**FIGURE 2:**
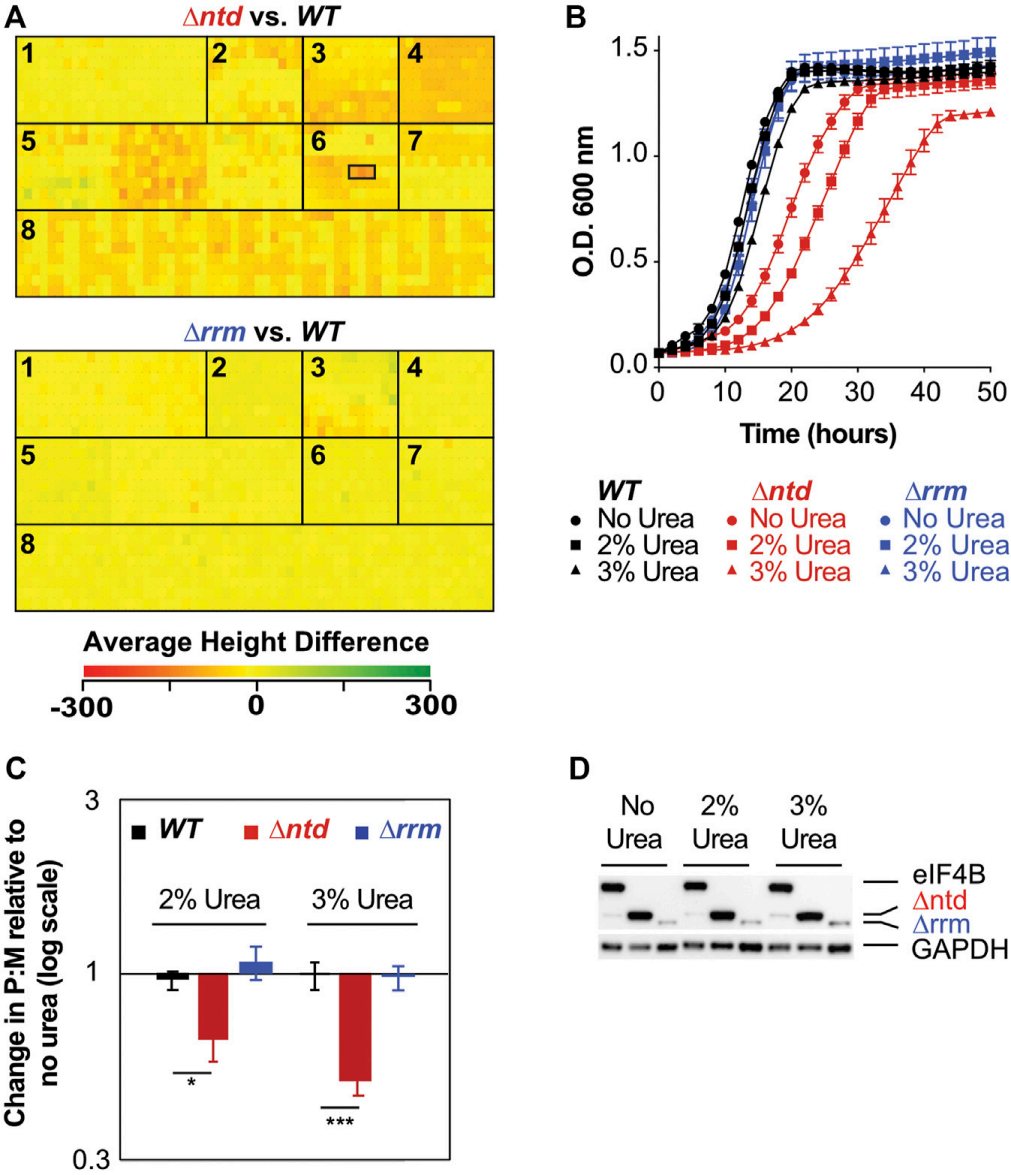
eIF4B binding to the 40S promotes resistance to stressors that challenge cellular integrity through changes in translation. **(A)** Heatmap of average height differences for cellular fitness between the NTD **(top)** or RRM **(bottom)** deletion mutant (green) and WT (red) under 1440 metabolic and chemical conditions as assayed by Phenotype microarray, which includes seven panels in 15 96-well plates: 1. Carbon Sources; 2. Nitrogen Sources; 3. Phosphorus and Sulfur Sources; 4. Nutrient Supplements; 5. Peptide Nitrogen Sources; 6. Osmolytes; 7. pH; and 8. Chemical Sensitivity. Wells containing 2, 3, and 4% urea are outlined by a black box, left to right, for ∆ntd. 3% Urea gave the largest difference in WT and *∆ntd* fitness. There were no conditions that gave a significant change for ∆rrm **(B)**. Growth curves of WT (black), ∆ntd (red), and ∆rrm (blue) grown with 0% (circles), 2% (squares), or 3% urea (triangles). Results from biological triplicates ± SEM are shown. **(C)** Relative change in polysome to monosome (P:M) ratio upon exposure to urea was determined as in 1B with representative traces shown in Supplementary Figure S2 in the presence and absence of 3% urea. Biological triplicates ± SEM are shown with *p* values from Student’s t test indicated (*p < 0.05). **(D)** eIF4B levels in WT, ∆ntd, and ∆rrm strains after growth with 0, 2%, or 3% urea in Synthetic Dextrose media.

Plasmids (Supplementary Table S2) for monitoring translation reporter expression were constructed using the Mo-Clo yeast toolkit Golden Gate cloning system as described (Lee et al., 2015). The promoter, 5′UTR, and first 30 nucleotides of FIG2 and VBA2 genes were amplified from yeast (BY4741) genomic DNA and cloned into parts vector pYTK001 *via* BsaI assembly. An intermediate vector (pAS45) containing an *E. coli* GFP cassette (pYTK047) for screening green/white colonies by replacement of GFP was combined with the FIG2 and VBA2 parts vectors, the C-terminal Venus fusion tag (pYTK045), and a terminator part vector (pYTK053) for BsmBI assembly of the complete reporter vectors. Plasmids were verified by sequencing.

### Phenotype Microarrays

Previous work showed that inclusion on the same plasmid of the four requisite metabolic genes lacking in the parental genome of the barcoded yeast knockout collection (*HIS3*, *LEU2*, *URA3*, and *MET17*) provided a selective growth advantage, regardless of whether the metabolites these genes produce were included in the media. Hence, the plasmid with four metabolic markers is effectively retained even in rich growth media without selection, and synthetic growth effects between metabolic gene deletion and the mutation of interest can be avoided (Mülleder et al., 2012). Prototrophic strains YSW5, 6, and 7 were sent to Biolog for Phenotype Microarray screening at 30°C in duplicate, using plates 1–10 and 20–25 (Biolog Inc, United States) (Bochner et al., 2001). Plates were read every 30 min for 48 h.

### Yeast Growth

Yeast were cultivated in liquid or on solid (2% agar) Synthetic Drop-out (SD) media (20 g/L glucose, 1.71 g/L yeast nitrogen base without amino acids containing 5 g/L ammonium sulfate; Sunrise Scientific Products, United States) at 30°C. For assays with additives, yeast cells from an overnight culture in SD media were diluted to an OD_600_ of 0.05 in SD media or SD media supplemented with additive (e.g. 2% or 3% urea), and allowed to grow to mid-log phase with shaking at 30°C, unless otherwise noted. Automated growth curves were performed in 96-well plates (200 µl SD and additives per well) by taking OD_600_ measurements every 2 h for 48 h while incubating at 30°C with double-orbital shaking in a Spark plate reader (Tecan, Switzerland). The same trends in growth rate were observed on solid media (data not shown).

### Analysis of Polysome:Monosome Ratios

Polysome analysis was performed as described previously (Lee et al., 2007; Walker et al., 2013). For Figure 1B, yeast cells were cultured in SD medium with or without additives as noted at 30°C to an OD_600_ of 1.5. Cycloheximide (Gold biotechnology, United States) was added to a final concentration of 50 µg/ml and incubated for 5 min at 30°C with shaking before collecting cells by pelleting in centrifuge bottles packed with ice. Pellets were resuspended in 1/3 of the pellet weight of breaking buffer (20 mM Tris-HCl at pH 7.5, 50 mM KCl, 10 mM MgCl2, 1 mM DTT, 200 μg/ml heparin, 50 μg/ml cycloheximide, and one Complete EDTA-free Protease Inhibitor Tablet [Roche]/50 ml buffer), dropped into liquid nitrogen, and lysed in a Nitrogen Mill for 10 Cycles following a precool of 15 min with the following parameters: 1 min run, 2 min cool, rate = 15 (Spex Sample Prep, United States). 25 A_260_ units of lysates were resuspended in 1.5 volumes of the pellet weight of ice-cold breaking buffer and clarified by spinning at 14,000 rpm for 15 min at 4°C prior to separation by velocity sedimentation on 5–45% sucrose gradients (20 mM Tris-HCl [pH 7.5], 50 mM KCl, 10 mM MgCl_2_, 1 mM DTT, 5–45% sucrose mixed using the 5–45% SW-41 gradient program on the BioComp gradient station) by centrifugation at 39,000 rpm for 2.5 h at 4°C in a Beckman SW41 rotor. Gradient fractions were separated on a gradient station (BioComp, Canada) while scanning at 254 nm. The areas under the monosome and polysome peaks, determined in GraphPad Prism software, were used to calculate the P/M ratio.

### Analysis of Initiation Factor Association With Subunits and Polysomes by Crosslinking and Gradient Ultracentrifugation

To monitor association of eIF4B and other proteins with 40S subunits, formaldehyde crosslinking analysis was performed as described (Herrmannová et al., 2020) with the following differences: Yeast cells were grown to an OD_600_ of ∼0.8 in SD media at 30°C. Cultures were poured into bottles packed with ice containing formaldehyde for a final concentration of 2% and incubated for 60 min prior to collection and lysis. Cells were lysed in a nitrogen mill as described above and resuspended to 20 A_260_ units per 300 µl. 300 µl of crosslinked lysates were then loaded and separated by spinning at 41,000 rpms for 5 h on 7.5–30% sucrose gradients in an SW-41 rotor, and 0.63 ml fractions were collected upon fractionation on a Biocomp gradient station. Fractions 1–2 were combined prior to loading. Fractions up to the 40S peak were analyzed by western analysis. Three biological replicates were performed.

For observing polysome association, Cycloheximide was added to the culture to a final concentration of 50 µg/ml and incubated for 5 min at 30°C with shaking before harvesting cells on ice. Cells were lysed and resuspended in BBK buffer as above, then formaldehyde was added to the resuspended lysates at a final concentration of 1%. Crosslinking was carried out for 30 min on ice before quenching with glycine at 0.1 M. Crosslinked cell lysates were layered on 5–45% gradients and 10 1 ml fractions were collected for analysis by western blotting (Herrmannová et al., 2020). Two biological replicates were performed.

### Western Analysis

Antibodies and samples were used at concentrations that showed linear increases when samples were titrated. TGS and TGX-Stain-free gels were transferred to PVDF membranes using the Trans-blot Turbo system (Biorad, United States). Visualization of blots was performed using BioRad ECL or ECL Max sensitivity HRP substrate as needed for the secondary antibody. When blotting the same protein on multiple blots for comparison, the acquisition time was kept approximately the same. The stain-free visualization of total protein was carried out using a Biorad touch imager according to the manufacturer’s protocol.

To verify that eIF4B variants were expressed under stress conditions, yeast cells were grown in SD media with or without 2 or 3% urea, and harvested at an OD_600_ of 1.0. Whole cell extracts (WCEs) were prepared by extraction with trichloroacetic acid (TCA) and subjected to Western blot analysis as described previously (Walker et al., 2013) using antibody against the His6 epitope (EMD Millipore/Novagen 70796, 1:2000 dilution) Experiments were repeated three or more times from biological replicates.

For analysis of eIF4B position within gradients, 0.5 ml of each gradient fraction was precipitated by addition of 1 ml 100% Ethanol and spinning for 30 min at 13,000 × g, resuspended in SDS loading buffer, and resolved by SDS-PAGE, followed by Western blotting using anti-His antibody. 40S subunit (and 80S/polysome) containing fractions were verified from the same samples by blotting yeast ribosomal small subunit protein Rps2 (Aviva ARP63572_P050, 1:2000 dilution.) Rabbit antibodies to purified recombinant yeast eIF4A (1:20,000 dilution) and eIF4G1 (1:1000 dilution), generated by Invitrogen/Pierce custom antibody services and verified against the recombinant proteins, were used to determine the position of those proteins within gradients (Liu et al., 2019). Each experiment was repeated three or more times from biological replicates.

To determine changes in *FIG2* and *VBA2* translation reporter fusions, TCA-precipitated lysates were prepared as above from cells grown in media with or without 3% urea to an OD_600_ of 0.5–0.8. Lysates were separated on a stain-free SDS-PAGE gel (Bio-rad), then blotted with mouse anti-GFP antibody (Roche 11814460001, 1:1000 dilution) and anti-mouse-HRP secondary (Cell Signaling 7076, 1:3500). GFP was normalized to total protein bands per lane (visualized by a stain-free scan on a Bio-rad gel doc), which was also normalized prior to loading lysates. Each experiment was repeated at least two times from biological replicates.

### RiboSeq and RNASeq Library Preparation

Ribosome footprint profiling was conducted as described (Ingolia et al., 2009; Guydosh and Green, 2014; McGlincy and Ingolia, 2017) with minor modifications. Yeast cells at an OD_600_ of approximately 0.8 were rapidly harvested by vacuum filtration through a 0.45 µm Whatman cellulose nitrate membrane filter (GE Healthcare Life Sciences, United States) at room temperature by scraping the slurry into liquid nitrogen. Cells were lysed as above in a Nitrogen mill, and thawed and suspended in lysis buffer (20 mM Tris [pH 8], 140 mM KCl, 1.5 mM MgCl_2_, 1% Triton X-100, 100 µg/ml cycloheximide). 25 A_260_ units of extract were treated with 87.5 Units of RNase If (M0243, NEB, United States) for 1 h at 22°C on a rotator, then separated on 10–50% sucrose gradients (20 mM Tris [pH 8], 140 mM KCl, 1.5 mM MgCl_2_, 1 mM DTT, 100 µg/ml cycloheximide, 10–50% sucrose) by centrifugation at 40,000 rpm for 3 h at 4°C in a Beckman SW41 rotor and fractionated as above. Ribosome-protected RNA footprints were purified from the nuclease-treated monosome fraction by addition of SDS to 0.8% at 65°C, followed by extraction with acid phenol [pH 4.5] (Ambion, United States) and then chloroform/isoamyl alcohol extraction. 300 mM NaOAc [pH 5.2] was added to the aqueous phase and RNA was precipitated with one volume of isopropanol before resuspending in 10 mM Tris-HCl [pH 8]. RNA footprints from 25 to 35 nt were size-selected on a 15% denaturing PAGE gel, eluted by crushing and soaking gel fragments in RNA elution buffer (300 mM NaOAc [pH 5.5], 1 mM EDTA, 0.1 U/µl SUPERaseIn (Life Technologies, United States)), and dephosphorylated using T4 Polynucleotide Kinase (M0201, NEB, United States) prior to isopropanol precipitation and resuspension in 10 mM Tris [pH8]). A pre-adenylated universal linker (5′-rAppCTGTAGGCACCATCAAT-NH_2_-3′) was prepared in house or purchased from NEB (S1315S) and ligated to the 3′ ends of the dephosphorylated footprints using T4 RNA Ligase 2, truncated (MO242L, NEB). rRNA was depleted using the Yeast Ribo-Zero Gold rRNA removal kit (Illumina, United States). First strand synthesis was performed with Superscript III (Life Technologies, United States) and reverse transcription primer NINI9 (5’-/5Phos/ AGA TCG GAA GAG CGT CGT GTA G GGA AAG AGT GTA GAT CTC GGT GGT CGC/SpacerC18/ CAC TCA/SpacerC18/ TTC AGA CGT GTG CTC TTC CGA TCT ATT GAT GGT GCC TAC AG), followed by circularization with Circligase (Epicenter, United States). Circularized cDNA was then PCR amplified using primer NINI2 (AAT GAT ACG GCG ACC ACC GAG ATC TAC AC) and a primer with a barcode (CAA GCA GAA GAC GGC ATA CGA GAT XXX XXX GTG ACT GGA GTT CAG ACG TGT GCT CTT CCG), where XXXXXX denotes a six-nucleotide-barcode used to distinguish samples run in the same lane (Supplementary Table S4). For RNA-seq, total RNA was isolated from the same cell extracts using SDS/hot acid phenol/chloroform extraction. The Ribo-Zero Gold Yeast kit was used to remove rRNA, and total RNA was randomly fragmented by incubating for 20 min at 95°C in freshly made fragmentation buffer (100 mM sodium carbonate-bicarbonate [pH 9.2], 2 mM EDTA). RNA was then precipitated and fragments of 40–60 nt were purified from a denaturing PAGE gel, and library generation carried out as above. Ribo-Seq and RNA-Seq were performed for two independent cultures for each condition (WT and ∆ntd cells grown in SD both with and without 3% Urea), and the 16 libraries sequenced in two lanes with 150 bp reads on an Illumina HiSeq 4000 instrument by Genewiz.

### Analysis of Ribosome Profiling Libraries

The Ribogalaxy platform (https://ribogalaxy.ucc.ie, (Michel et al., 2016)) was used for trimming linker sequences (Cutadapt version 1.1.a; (Martin, 2011)), subtractive alignment of *S. cerevisiae* non-coding RNAs (Bowtie version 1.1.a; (Langmead et al., 2009); using the R64.2.1 S288C genome from Saccharomyces Genome Database (SGD, RefSeq ID: 285498), alignment of rRNA subtracted libraries to the transcriptome (Bowtie version 0.1.3 using the SGD transcriptome dataset and counting of uniquely mapped reads (Ingolia et al., 2009) using Ribocount version 0.3.1. Statistical analyses of differences in total RNA counts, ribosome footprints, or TE values between WT, mutant, urea-treated, and untreated samples were conducted using DESeq2 and are presented in Supplementary Table S6 along with the calculated false discovery rates (Love et al., 2014). Gene ontology categorization of library-specific differences was performed at SGD, using all genes within the four classes, NTD dependent increase/decrease in urea, NTD dependent increase/decrease in SD (Thompson et al., 2016). Cumulative PARS scores (Kertesz et al., 2010) and strong-closed loop association (Costello et al., 2015) for yeast mRNAs were obtained from published works and were analyzed for those mRNAs showing reduced or enhanced dependence on the NTD with and without urea, as described previously for cells lacking eIF4B (Sen et al., 2016).

Gene set enrichment analysis (GSEA) was carried out by using the curated gene sets of Gene Ontology for *S. cerevisiae* (http://ge-lab.org/gskb/), (Supplementary Figure S5) The list of the entire detectable genes with log_2_ ratios derived from each comparison was used for the pre-rank GSEA, and we followed the standard procedure described by GSEA user guide (http://www.broadinstitute.org/gsea/doc/GSEAUserGuideFrame.html). The nominal *p*-value is the statistical significance of the enrichment score.

### qRT-PCR

Cell lysates were prepared and 12 fractions were collected from polysomes fractionated using the protocol for Riboseq gradient preparation above (without nuclease treatment.) 0.3 ml of each gradient fraction was spiked with equal amounts of control RNA (Fluc mRNA, Trilink Biotechnologies, United States), then total RNA was extracted using the hot acid phenol-chloroform method (Thompson et al., 2016). First strand synthesis was performed with iScript Advanced Reverse Transcriptase (Biorad, United States) using oligo-dT primers and random hexamer primers. Quantitative PCR was performed with iQ SYBR Supermix reagents (Biorad, United States) using CFX384 Touch Real-Time PCR detection system (Biorad, United States) two times per sample. Gene-specific primer sequences are listed in Supplementary Table S3.

## Results

Previous work demonstrated that the N-terminal domain (NTD) of eIF4B promotes both affinity for the 40S subunit *in vitro* and recruitment of mRNAs to the preinitiation complex *in vitro* and *in vivo*, while the RRM of eIF4B is dispensable in auxotrophic yeast strains (Walker et al., 2013; Zhou et al., 2014). Given the diverse dependencies of cellular mRNAs on eIF4B function (Sen et al., 2016), we thought it likely that differential mRNA selection promoted by eIF4B could confer phenotypic advantages. We wondered if the ability of the NTD to promote translation would afford cells the ability to resist different stressors, and whether the RRM could provide additional function under stress, so we constructed prototrophic strains for phenotype microarray analysis. We previously reported that deletion of the NTD conferred slow growth and cold-sensitivity in a strain auxotrophic for histidine, uracil, and methionine on solid media (Coppolecchia et al., 1993; Walker et al., 2013). For this work, an eIF4B null mutant was transformed with a plasmid that complemented all four existing auxotrophic markers and provided a WT, ∆ntd, or ∆rrm eIF4B gene copy (*TIF3, tif3 ∆ntd,* or *tif3 ∆rrm*) under the native promoter and terminator (Figure 1A). As previously reported, deletion of the NTD, but not the RRM reduced growth rate (Figure 2B, (Walker et al., 2013)).

Polysome profiles from these prototrophic strains expressing WT, ∆ntd, and ∆rrm eIF4B confirmed that NTD deletion led to a gross reduction of polysomes and an increase in monosomes in the mutant (Figure 1B and Supplementary Figure S2), indicating the NTD promotes global translation initiation *in vivo* in a prototrophic background. RRM deletion had only a minor effect on polysome to monosome ratio when expressed from this single copy plasmid (Figure 1B, blue), in agreement with our previous findings (Walker et al., 2013).

### The NTD of Yeast eIF4B Enhances Association With Ribosome Complexes *In Vivo*

We previously reported that deletion of the NTD decreased binding affinity of eIF4B for purified 40S subunits. In addition, deletion of the NTD decreased the rate constants and endpoints of mRNA binding to the PIC *in vitro*, while affecting the conformation of two areas of the rRNA near protein RPS20/uS10 (Walker et al., 2013). To determine whether deletion of the NTD affected association of eIF4B with ribosomes in yeast, we performed velocity gradient fractionation of formaldehyde-crosslinked lysates followed by Western blotting of eIF4B, eIF4A, eIF4G, and Rps2. We performed two types of gradients to observe changes in association of eIF4B with both translating ribosome complexes and 40S subunits and PICs as a function of NTD and RRM deletion (Figures 1C–I and Supplementary Figure S1). Running crosslinked lysates on a 5–45% gradient effectively separates polysome-, monosome-, and mRNP-fractions. We then blotted for eIF4B in each fraction of the gradient and determined distribution of eIF4B within each fraction of the gradient. Importantly, we found that ∼55% of WT eIF4B comigrated with Rps2/40S subunit-containing fractions (Figures 1C,D fractions 4–10, Figure 1H), both as part of the 40S/PIC and moreso with the later fractions containing translating polysome complexes, which make up more of the ribosome pool. Upon deletion of the NTD we saw that Rps2 shifted from later to earlier fractions, confirming the polysome to monosome shift observed by UV spectroscopy in this paper (Compare Figures 1B,D) and in prior work (Walker et al., 2013). This indicates deletion of the NTD led to less ribosomes associated with mRNAs, suggesting reduced translation initiation rate in these cells, as we previously reported. In addition, we found that upon deletion of the NTD, eIF4B position in the gradient was shifted such that ∼80% of the protein moved to the first two fractions that lack 40S subunits and ribosomes (Figure 1C, compare black and red.) This is in contrast to deletion of the RRM, which conferred only a minor decrease in translating ribosome capacity, judged by similar polysome:monosome ratio as WT (Figure 1B, compare black and blue), and also did not grossly affect eIF4B association with translating ribosomes (Figures 1C,D).

Ultracentrifugation of crosslinked lysates on 7.5–30% sucrose gradients optimally separates 40S/PIC fractions (Supplementary Figure S1) We found that WT eIF4B was present in fractions 10–13 that contain RPS2 and indicate 40S, 43S, and 48S complexes. As we saw in Figure 1, eIF4B was also present in early fractions containing mRNPs (Supplementary Figures S1A,C). Deletion of the NTD reduced the amount of eIF4B in these Rps2-containing fractions by 93%, with increased eIF4B in early fractions containing proteins and mRNPs.

We also found that while the RRM did not change the amount of eIF4B comigrating with the overall ribosome pool (Figure 1), deletion of this domain did decrease occupancy of eIF4B on 40S/PICs, although not to the extent observed for NTD deletion, which nearly eliminated eIF4B occupancy in PIC fractions (Supplementary Figure S1). It is notable that deletion of the RRM decreased the concentration of eIF4B in cells (Figure 2D), and was previously shown to have a minor effect on 40S binding affinity and apparent affinity for the PIC in an mRNA recruitment assay (Walker et al., 2013), so this decrease in RRM occupancy of PICs outside of polysomes could be a reflection of that decreased ribosome affinity.

As a control we blotted the same gradient fractions for additional 48S components, eIF4A and/or eIF4G (Figures 1E,F and Supplementary Figure S1B). In contrast to eIF4B, we found that eIF4A and eIF4G remained distributed across gradient fractions when the NTD or RRM of eIF4B were deleted. This suggests the affinity of eIF4A and eIF4G for the PIC are not mediated by eIF4B. Moreover, this suggests that shift of ∆ntd eIF4B from polysome and 40S fractions to ribosome-free fractions is the result of decreased ribosome binding affinity of the mutant, and less likely to be due to eIF4F not associating with mRNPs as a result of eIF4B inactivation, since these other components of 48S PICs did not show a PIC and polysome to mRNP shift.

### Deletion of the NTD of eIF4B Results in Decreased Resistance to Stressors and Associated Decreases in Translation

To determine conditions under which the NTD of eIF4B, which promoted association with ribosomes, plays a specific role in regulating growth and translation, we performed phenotype microarrays of cells expressing WT or ∆ntd eIF4B from a single copy plasmid that also restored nutrient prototrophy. As an additional control, we performed phenotype microarray analysis on cells expressing ∆rrm eIF4B. Phenotype microarray analysis was not performed on cells expressing eIF4B lacking the seven repeats or a strain lacking eIF4B entirely, because the growth rates of these strains are too slow under optimal growth conditions to clearly assess additional effects of stressors in these assays. Phenotype microarray analysis showed a large number of conditions in which the prototrophic ∆ntd eIF4B-expressing strain grew at a reduced rate compared to the wild-type eIF4B expressing cells (Figure 2A). The strongest responses (Supplementary Table S5) include osmolytes, detergents, a number of peptides as nitrogen sources, and antibiotics. Urea, which gave the strongest negative phenotype when present at 3% w/v in the media, acts as a denaturing agent, can cause membrane blebbing at high concentrations (Lambert and Draper, 2012; Necas and Svoboda, 1973), and can readily cross the yeast cell wall and membrane to act as a nitrogen source (Cooper and Sumrada, 1975). Tamoxifen, which targets the estrogen receptor in higher eukaryotes, targets the calmodulin protein in yeast, which regulates stress responses through Hog1 interaction (Dolan et al., 2009; Kim et al., 2016). Poly-L-Lysine can act as a cationic detergent or a charged adherent for various molecules, and likely interacts with the cell wall or membrane. The strain lacking the NTD of eIF4B also showed heightened sensitivity to antibiotics that target the small ribosomal subunit, apramycin sulfate and to a lesser extent tobramycin. WT yeast are not sensitive to these antibiotics, which when combined with the sensitivity to various salts (Potassium chloride, Chromium chloride, and to a lesser extent, sodium chloride) and other phenotypes described above, suggests a defect in membrane and/or cell wall permeability in the mutant. Growth defects were verified for ∆ntd-expressing cells in the presence of urea, which conferred the largest reduction in the mutant (Figure 2B, red). These experiments confirmed that WT growth rate is nearly unaffected by urea (Figure 2B, black) while the mutant shows slow growth. In contrast, deletion of the RNA-binding RRM domain, which diminishes *in vitro* RNA-binding affinity (Walker et al., 2013), conferred no large reproducible advantage or hindrance in the phenotype microarray, and supported levels of growth similar to WT eIF4B, suggesting the RNA-binding activity of eIF4B, at least that provided by the RRM, is dispensable for growth in all conditions tested (Figure 2B, blue). Together these results suggest the eIF4B 40S-binding NTD is required for resistance to a number of growth conditions that challenge cellular integrity, and that the mutant may have a defect in membrane and/or cell wall permeability.

To further investigate the mechanisms by which the NTD promoted growth in the presence of stressors, we compared polysome traces for WT and ∆ntd eIF4B-expressing cells grown in the presence and absence of 2% or 3% urea (Figure 2C, traces shown in Supplementary Figure S2). Whereas WT eIF4B-containing cells showed minor decreases in polysome to monosome (P:M) ratio upon addition of either concentration of urea (7% reduction in 2 and 10% reduction in 3% urea; Figure 2C, black), ∆ntd cells showed further 36 and 50% decreases in P:M ratio due to urea exposure (Figure 2C, red). In contrast, deletion of the RRM resulted in less than 5% change in P:M ratio (Figure 2C, blue).

The reduction in translation conferred by NTD deletion was not due to altered levels of eIF4B, as immunoblotting for a His tag on the eIF4BC-terminus showed similar protein levels when grown in media with varied urea concentrations (Figure 2D). As noted before (Walker et al., 2013), deletion of the RRM resulted in reduced detection of that protein. As previously stated (Walker et al., 2013), the reduction in ∆rrm protein levels without a large decrease in polysome:monosome levels or growth rate suggests eIF4B may normally be present in excess of what is required to stimulate translation and growth. While perplexing that the factor level can be reduced to such a large extent without corresponding functional defects, this is in agreement with the observation that targeted reduction of WT eIF4B levels by ∼55–75% resulted in only a minor reduction in translation rate in yeast (cells retained ∼80–95% of WT translation rate, (Firczuk et al., 2013).) However, the level of detectable ∆rrm protein, while lower than that of WT and ∆ntd eIF4B, was unaffected by urea addition, suggesting urea did not affect the expression or stability of the protein. Together, these data suggest interactions and activities promoted by the NTD within WT eIF4B allow robust translation in the presence of urea.

### Activities Supported by the NTD Promote Translation of mRNAs Encoding Membrane-Associated Proteins

We next performed ribosome profiling on the yeast cells expressing WT or ∆ntd eIF4B, both with and without urea to determine how eIF4B•40S association affects translation of individual mRNAs. 

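Riboseq and RNAseq libraries were made from the same extracts of 8 cultures, 2 each of WT and ∆ntd cells grown in SD without urea or with 3% urea. This gave 16 libraries. The authors trimmed linkers with Cutadapt, removed reads on non-coding RNAs, aligned the rest to the SGD transcriptome with Bowtie and counted uniquely mapped reads per gene with Ribocount. They deposited these counts for 6692 genes without normalization, and every value given here starts from them. In Riboseq, 17380262 and 14248946 footprints were counted on genes in the WT cultures without urea, and 4803862 and 3067506 in the WT cultures with urea. The ∆ntd cultures gave 9359629 and 12545724 footprints without urea, and 10376087 and 7244958 with urea. The RNAseq totals were 3335774 and 3225217 reads in WT without urea and 3401612 and 5169546 in WT with urea. In ∆ntd they were 2463795 and 1892572 reads without urea and 2235178 and 1888481 with urea. Footprints and fragments carry no molecular identifiers that the paper's text names, so precision stated from counts covers counting error only.

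Counts were scaled by edgeR's TMM method within each assay, and low counts were removed with edgeR's filterByExpr. This left 5486 genes for RNAseq, 5286 for Riboseq and 5251 genes that passed both filters for TE. A TE change is the log2 change in Riboseq minus the log2 change in RNAseq, taken from a single fit over all 16 libraries. Changes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an adjusted p-value under 0.05. With 2 cultures per group, an exact permutation test of a single value cannot give a p-value below 0.333, so p-values are given only from models fitted across all genes. The paper lists both strains as lacking TIF3, the gene of eIF4B, on the chromosome. They carry TIF3 or the ∆ntd allele on a plasmid, so reads on TIF3 come from that copy. The ∆ntd allele lacks the codons of the NTD, so comparisons of TIF3 between the strains set unlike coding sequences side by side. TIF3 (YPR163C) has its native place on chromosome XVI of the R64 genome from 868645 to 869955 on the minus strand. Its RNA level was 2254 ± 121 CPM (counts scaled to the size of the library; SD, n = 2 cultures) in WT and 1996 ± 66.5 CPM (SD, n = 2) in ∆ntd without urea. With urea it was 3273 ± 19.2 CPM (SD, n = 2) in WT and 2535 ± 0.87 CPM (SD, n = 2) in ∆ntd. Its footprints stood at 2584 ± 245 CPM and 3032 ± 152 CPM in WT without and with urea, and at 2865 ± 22.9 CPM and 4454 ± 1069 CPM in ∆ntd (SD, n = 2 each). In urea, the TE of TIF3 was higher in ∆ntd than in WT, with a log2 fold change of 0.92 (standard error 0.18, adjusted p = 0.00213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 3 comparisons of TIF3 TE gave adjusted p-values of 0.292 to 0.601. In fits of only the groups compared, the response in WT (adjusted p = 0.0421) and the strain difference without urea (adjusted p = 0.0131) passed the threshold, and the latter also passed in a fit with a variance for each group (adjusted p = 0.0122), a setting added after the data were seen.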

Ribosome profiling maps the positions of translating ribosomes on mRNAs to determine which sequences are translated more and less effectively in response to changes. We prepared illumina-indexed cDNA libraries for RNAseq and Riboseq from WT and ∆ntd eIF4B-expressing cells in the presence or absence of 3% urea. Comparison of replicates indicates sufficient reproducibility for each sample, with slightly higher variability in the Riboseq libraries from ∆ntd eIF4B-expressing cells with 3% urea (Supplementary Figure S3). This sample showed the strongest global repression of translation by polysome:monosome assessment (Supplementary Figure S2) and therefore had the least ribosome footprints, so the increased noise is expected. 

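Over all 6692 genes of the table, the Riboseq counts of the 2 replicates correlated with Pearson's r of 0.9988 in WT without urea, 0.9994 in WT with urea, 0.9989 in ∆ntd without urea and 0.9705 in ∆ntd with urea. In RNAseq, r ran from 0.9966 in ∆ntd with urea to 0.9994 in WT without urea. These are correlations across genes, which are not independent replicates, and the most abundant RNAs weigh most in them. On a scale of log2(CPM + 1), where RNAs weigh more evenly, r was 0.9876 for the Riboseq libraries of ∆ntd with urea and 0.9959 to 0.9985 for the other Riboseq pairs. The log2 difference between replicates had an SD across genes of 0.51 in Riboseq of ∆ntd with urea, against 0.16 to 0.27 in the other Riboseq pairs and 0.21 to 0.27 in the RNAseq pairs.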

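The spread beyond counting error was estimated for each group as edgeR's biological coefficient of variation over the genes tested for TE. It was 0.241 in Riboseq of ∆ntd with urea and 0.0409 to 0.0563 in Riboseq of the other groups. In RNAseq it ran from 0.0325 in WT without urea to 0.0568 in ∆ntd with urea. Fewer footprints were counted on genes in both WT cultures with urea than in either ∆ntd culture with urea. When every Riboseq library was randomly thinned to about the total of the shallowest one, the coefficient was 0.242 for ∆ntd with urea and 0.0384 to 0.0572 for the others.

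**Figure D1:**
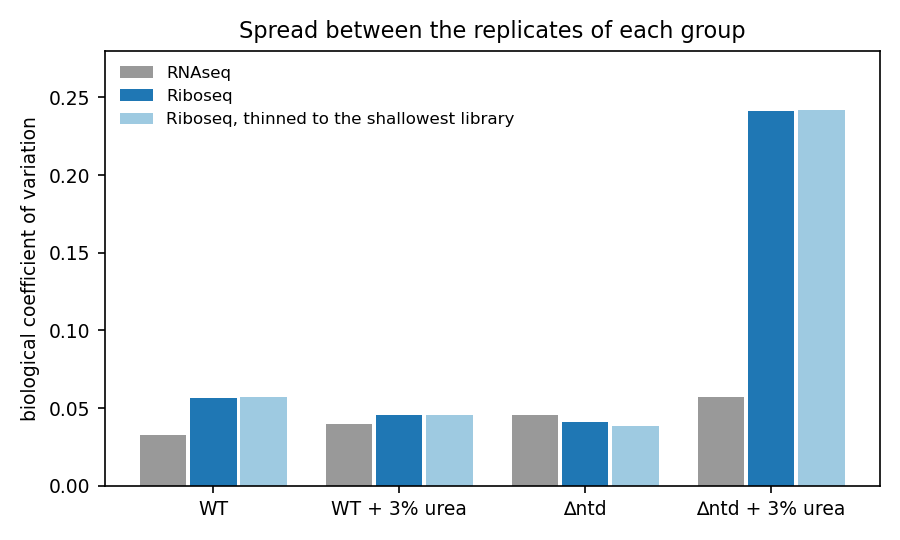
Biological coefficient of variation (vertical axis, no unit) between the 2 replicates of each group, for RNAseq, for Riboseq, and for Riboseq thinned to the total of the shallowest library. Each bar is one estimate over 5251 genes. The Riboseq bars of ∆ntd with urea stand at 0.241 and 0.242, and the others are at or below 0.0572.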

After mapping and quantifying footprints on RNAs in the yeast transcriptome, we compared the log_2_fold-changes in RNAseq, Riboseq, and TE (translation efficiency, the ratio of Riboseq/RNAseq) in response to urea exposure in WT versus the urea-dependent change (log_2_fold change in TE for the same strain with and without urea) in ∆ntd eIF4B-expressing cells (Figure 3 and Supplementary Figure S3 and Supplementary Table S6). Changes in individual RNA levels in response to urea were more similar between the two strains (Figure 3A, *r* = 0.622), while changes in ribosome footprints and TE for individual RNAs in response to urea showed less correlation between the two strains (Figure 3B, Riboseq, *r* = 0.361; 3C, TE, *r* = 0.156). This is further evidenced by evaluation of the RNAs with ≥1.5-fold increase in RNAseq, Riboseq, and TE in response to urea. 

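Across the 5251 genes tested for TE, the fitted log2 changes with urea in WT correlated with those in ∆ntd at a Pearson's r of 0.572 for RNAseq, 0.376 for Riboseq and 0.198 for TE. Spearman's rho was 0.495, 0.248 and 0.154. No p-value is given because genes are not independent replicates. Without a filter on low counts, r for RNAseq was 0.313, the furthest that any alternative setting moved it. When each culture was left out in turn, r stayed between 0.539 and 0.561 for RNAseq and between 0.281 and 0.428 for Riboseq. For TE it ran from 0.123, without replicate 2 of WT in SD, to 0.237, without replicate 1 of WT in SD. Changes computed from separate pairs of cultures show how far the replicates limit these correlations. In TE, the WT changes of such pairs correlated at 0.320 to 0.327 with each other, and the ∆ntd changes at 0.439 to 0.478. In RNAseq, they correlated at 0.760 to 0.771 in WT and at 0.671 to 0.674 in ∆ntd.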

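RNAs were counted as increased when their fitted log2 change with urea was at least 0.585, which is 1.5-fold, with no test beside the fold and among the genes tested for TE. RNA levels of 186 genes rose in WT by this measure, and 171 of them also had an adjusted p-value under 0.05. In ∆ntd, 213 genes rose, 167 of them with an adjusted p-value under 0.05. The counts were 180 to 231 in WT and 213 to 294 in ∆ntd when each culture was left out in turn. Without a filter on low counts they were 376 and 377. Falls of the same size were seen in 333 genes in WT and 351 in ∆ntd. With no minimum fold change, the RNA levels of 1565 genes in WT (885 up, 680 down) and 1439 genes in ∆ntd (737 up, 702 down) had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The balance of directions depends on the scaling, with 509 up and 1191 down in WT and 515 up and 983 down in ∆ntd by library totals alone, a setting added after the data were seen.

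The largest rises among RNAs past that threshold included GNP1, with a log2 fold change of 4.11 in WT (adjusted p = 1.51e-25 from the same test) and 2.45 in ∆ntd (adjusted p = 6.42e-19). GNP1 shares 1.0% of its coding sequence, read as windows of 28 nt, with AGP1. BAP3 RNA rose at least 13.0-fold in WT, where both cultures without urea had no more than 3 counts. YDL241W rose by 2.50 on the log2 scale in ∆ntd (adjusted p = 0.000183). DAL80 had the largest fall in both strains, with log2 fold changes of -5.19 in WT (adjusted p = 4.53e-21) and -4.53 in ∆ntd (adjusted p = 4.07e-15). YLR053C in WT and GAP1 in ∆ntd came next, at -4.20 (adjusted p = 2.13e-14) and -4.24 (adjusted p = 6.42e-30).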

There were fewer RNAs overall showing ≥1.5-fold urea-dependent increases in RNA levels (Figure 3D; WT = 39, ∆ntd = 108). In contrast, there were large numbers of RNAs with ≥1.5-fold changes in Riboseq (Figure 3E, WT = 141 RNAs, *∆*ntd = 543 RNAs) and TE in response to urea (Figure 3F, WT = 210 RNAs, ∆ntd = 163 RNAs), both in the WT and ∆ntd eIF4B-expressing cells. 

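Footprints rose at least 1.5-fold with urea on 221 RNAs in WT, 153 of them with an adjusted p-value under 0.05, and on 807 RNAs in ∆ntd, 654 of them with an adjusted p-value under 0.05. TE rose as much for 134 RNAs in WT and 753 RNAs in ∆ntd. An adjusted p-value under 0.05 accompanied 6 of these TE rises in WT and 319 in ∆ntd. Falls in TE of the same size numbered 252 in WT and 503 in ∆ntd. In counts simulated with no change at all and with each group's own spread between replicates, a median of 47.5 genes in WT and 193.5 genes in ∆ntd reached a 1.5-fold rise in TE. For footprints, the same simulation gave 22 genes in WT and 85 in ∆ntd.

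Single cultures moved several of these counts. The TE rises in WT were 211 without replicate 2 of WT in SD, 216 without replicate 1 of WT in urea and 248 without replicate 2 of WT in urea. Leaving out replicate 2 of ∆ntd in urea gave 490 TE rises and 500 footprint rises in ∆ntd. A stricter filter, of at least 10 counts in every library, gave 73 TE rises in WT, and no filter gave 329.

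Past an adjusted p-value of 0.05 with no minimum fold change, footprints changed on 487 RNAs in WT (250 up, 237 down) and 1499 in ∆ntd (892 up, 607 down). TE changed for 7 RNAs in WT (6 up, 1 down) and 607 in ∆ntd (383 up, 224 down). An unadjusted p-value under 0.05 was reached by 531 RNAs for TE in WT. These numbers come from a fit in which all groups share a dispersion. Fitted with only the compared groups, footprints changed on 1546 RNAs in WT (783 up, 763 down) and 116 in ∆ntd (56 up, 60 down). In such fits TE changed for 292 RNAs in WT (142 up, 150 down). It changed for 1 RNA in ∆ntd, where 1071 had an unadjusted p-value under 0.05. A fit of all libraries with a variance for each group was added after the data were seen. For TE it gave 232 RNAs in WT (119 up, 113 down) and 353 in ∆ntd (293 up, 60 down). The order of the strains and the balance of directions thus depended on the fit. The largest footprint changes in WT were rises of AGP1 and GNP1 and falls of DAL80 and PUT4. Their log2 fold changes were 6.28, 4.76, -6.50 and -6.20, with adjusted p-values from 5.93e-07 to 1.42e-05. With a culture left out, DAL80 ran from -7.21 (without replicate 2 of WT in urea) to -5.82 and PUT4 from -7.13 (without replicate 1 of WT in urea) to -5.81. In ∆ntd, footprints rose most on CAR2, with a log2 fold change of 4.08 (adjusted p = 0.000867, and 3.19 without replicate 2 of ∆ntd in urea), and YNL143C, with 3.98 (adjusted p = 0.00025). Footprints on OPT2 were at least 46.6-fold lower, and those on HOP1 at least 1.51-fold lower, since both ∆ntd cultures with urea had no more than 3 counts on them. The adjusted p-value of the HOP1 fall ran from 0.0245 to 0.131 over the alternative settings.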

The pools of RNAs showing increased TE upon exposure to urea were almost completely distinct in control cells versus those RNAs whose TE increased in the ∆ntd mutant (3.8% of the WT TE change was also observed in ∆ntd, which represented 4.9% of the ∆ntd change; *p* value for overlap = 0.13). This is in contrast to the urea-dependent changes observed for RNA and Riboseq, in which the normal WT response to urea was represented significantly in the pools of RNAs also showing changes in the mutant (RNASeq, 44% of WT RNA change occurred in ∆ntd, *p* = 3.54 × 10^−21^; Riboseq, 38% of the WT Riboseq change occurred in ∆ntd, *p* = 5.55 × 10^–24^.) These overlapping RNAs constituted considerably less of the RNA and riboseq changes in ∆ntd (RNASeq, 16% of ∆ntd change; Riboseq, 9.9% of ∆ntd change overlaps with WT change). It is important to note that while there are more RNAs showing a urea-dependent increase in ribosome footprint density in ∆ntd than WT, the ∆ntd cells show an overall decrease in global translation initiation capacity as evidenced by decreased P:M ratio (Figures 1B, 2C). Together these data suggest that the mutation primarily prevents increased ribosome loading of specific mRNAs in urea, but that there are also dysregulated changes in RNA levels in the mutant.

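The TE rises shared by WT and ∆ntd numbered 50, which is 37.3% of the WT rises and 6.6% of the ∆ntd rises, against 19.2 by chance. The odds ratio was 3.74 (Fisher's exact test, two-sided, p = 1.95e-11, over 5251 genes). A further 84 RNAs rose in WT alone and 703 in ∆ntd alone. The shared RNAs numbered 45 to 76 when each culture was left out in turn, with 76 reached without replicate 2 of WT in urea. They numbered 23 (against 9.8 by chance) with a filter of at least 10 counts in every library and 113 (against 53.3) with no filter. The shared number depended on whether a test stood beside the fold. With an unadjusted p-value under 0.05 required in both strains, 75 RNAs rose in WT, 596 in ∆ntd and 18 in both. With an adjusted p-value under 0.05 required, none rose in both.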

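For RNA levels, 66 of the genes that rose at least 1.5-fold in WT also rose in ∆ntd, which is 35.5% of the WT rises and 31.0% of the ∆ntd rises. Chance would give 7.5 genes, and the odds ratio was 18.4 (Fisher's exact test, two-sided, p = 1.73e-47). For footprints, 94 RNAs rose in both strains, 42.5% of the WT rises and 11.6% of the ∆ntd rises, against 34 by chance. The odds ratio was 4.48 (Fisher's exact test, two-sided, p = 2.73e-23). With each culture left out in turn, 58 to 72 RNAs were shared in RNAseq and 84 to 107 in Riboseq. With no filter on low counts, 124 were shared in RNAseq (against 23.8 by chance) and 135 in Riboseq (against 58.5). Fisher's exact test treats genes as independent, which co-regulated genes are not.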

**FIGURE 3:**
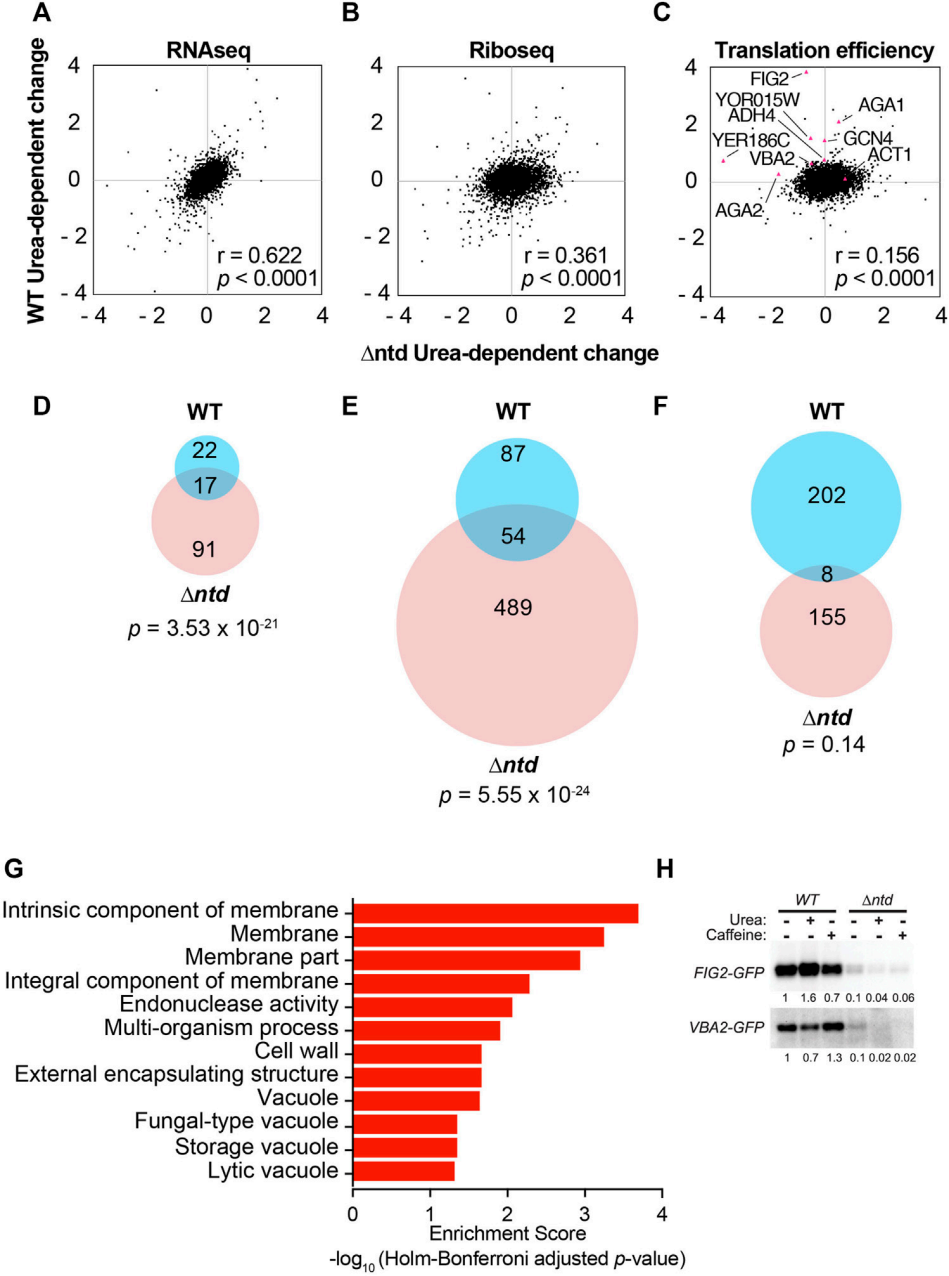
The NTD of eIF4B promotes translation of mRNAs encoding proteins associated with the membrane and cell wall. **(A**–**C)** Comparison of Log_2_ values for changes in RNAseq **(A)**, Riboseq **(B)**, or TE **(C**, Translation efficiency) in response to 3% urea for WT are plotted vs. the Log_2_ values for changes observed in the NTD deletion mutant for each of the 4070 genes with measurable expression in each group. Nine mRNAs are indicated in **(C)**, which were analyzed by qRT-PCR of polysome gradient fractions in Supplementary Figure S3 Pearson correlation coefficients are shown. **(D**–**F)** Overlap of urea-dependent genes exhibiting 1.5-fold or greater increase in RNAseq **(D)**, Riboseq **(E)**, or TE **(F)** for WT and *∆ntd*. The Fisher’s exact *p*-values were shown to indicate the statistical significance of overlap between two datasets. **(G)** Gene ontology analysis for urea-dependent RNAs (e.g. increased TE in WT in response to urea.) **(H)**. Western analysis of GFP translation reporters. The 5′UTR and first 30 nucleotides of the FIG2 and VBA2 genes were fused to GFP in a plasmid under the native promoters for each. Indicated transformants of WT and ∆ntd eIF4B-expressing yeast were subjected to anti-GFP western analysis following growth in the absence or presence of 3% urea or 1.5 mg/ml caffeine. The fractions of reporter band intensity per total protein bands for each lane on the gel were normalized to WT eIF4B without additive for each reporter.

Changes in ribosome occupancy of nine selected RNAs were verified by performing qRT-PCR on RNA from polysome gradient fractions (Figure 1B and Supplementary Figure S4) of cells expressing WT and ∆ntd eIF4B in the presence and absence of 3% urea in the growth media. 

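The 9 RNAs compared with polysome fractions were FIG2, AGA1, AGA2, YOR015W, VBA2, GCN4, ACT1, YER186C and ADH4. Of these, 7 had enough counts to be tested for TE, and in urea the TE of 6 of them was lower in ∆ntd than in WT while that of ACT1 was higher. All 7 had an adjusted p-value under 0.05 for this comparison, both over all genes tested and adjusted over the list alone. The study chose these RNAs on the same libraries, so the second count is not independent evidence. ACT1 did not pass in a fit of only the compared groups (adjusted p = 0.12), nor did VBA2 with the libraries thinned (adjusted p = 0.053). In a fit with a variance for each group, added after the data were seen, neither VBA2 (adjusted p = 0.301) nor ADH4 (adjusted p = 0.161) passed. GCN4 (YEL009C; chromosome V of R64, 138918 to 139763, minus strand) had a TE of 0.115 ± 0.013 in WT without urea, 0.297 ± 0.009 in WT with urea, 0.052 ± 0.004 in ∆ntd without urea and 0.052 ± 0.011 in ∆ntd with urea (ratio of CPM; SD, n = 2 each). Its TE rose with urea in WT with a log2 fold change of 1.37 (standard error 0.15, adjusted p = 0.000883 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in ∆ntd than in WT by log2 fold changes of -1.14 without urea (standard error 0.16, adjusted p = 0.00115) and -2.53 with urea (standard error 0.16, adjusted p = 1.01e-06). Leaving out each culture in turn kept the last value between -2.77 and -2.32. With urea in ∆ntd its log2 fold change was -0.01, and 0.20 without replicate 1 of ∆ntd in urea.

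ADH4 TE was lower in ∆ntd than in WT in urea by a log2 fold change of -1.56 (standard error 0.35, adjusted p = 0.00515). With each culture left out in turn this ran from -2.25 to -0.81, the smallest without replicate 1 of ∆ntd in urea. Its change with urea in ∆ntd was -0.07, and 0.71 without replicate 1 of ∆ntd in urea. ACT1 TE was higher in ∆ntd than in WT in urea by 0.68 (standard error 0.20, adjusted p = 0.0239), and rose with urea in ∆ntd by 0.66 (standard error 0.20, adjusted p = 0.0489) but not detectably in WT (0.04, or -0.03 without replicate 2 of WT in SD, standard error 0.20, adjusted p = 0.974). The ACT1 call in ∆ntd is marginal, with adjusted p-values of 0.0205 to 0.206 over 9 alternative settings, 5 of them above 0.05. The difference between the ACT1 responses gave an adjusted p of 0.267. YER186C and YOR015W were near the limit of detection in Riboseq. YER186C had 4 and 2 footprints in the WT cultures with urea and 0 and 0 in the ∆ntd cultures with urea, so its TE was at least 2.52-fold lower in ∆ntd. YOR015W had 1 footprint in each WT culture with urea and 0 in each ∆ntd culture with urea, which gives no fold.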

The trends observed by ribosome profiling were confirmed by this independent method for mRNAs and 18S rRNA (Supplementary Figure S4 and Supplementary Table S10). Moreover, to determine whether changes in ribosome footprint density correlated with changes in protein production, we designed two translation reporters in which the 5′ UTR and first 30 nucleotides of two RNAs that showed NTD-dependent reductions (*FIG2* and *VBA2*) were cloned in frame in front of a GFP gene (Supplementary Table S2). 

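FIG2 (YCR089W) lies on chromosome III of R64 from 267434 to 272263 on the plus strand. The 2 cultures of each group had 23 and 21 footprints on FIG2 in WT without urea, 104 and 41 in WT with urea, 23 and 25 in ∆ntd without urea, and 6 and 4 in ∆ntd with urea. FIG2 TE rose with urea in WT with a log2 fold change of 3.87 (standard error 0.41, adjusted p = 0.000759 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ∆ntd it changed by -0.65 (standard error 0.58, adjusted p = 0.478). The difference between these responses was -4.52 on the log2 scale (standard error 0.69, adjusted p = 0.0285 from the same test). Over 6 alternative settings, the adjusted p-value of this difference ran from 0.0237 to 0.126, and it was above 0.05 with the libraries thinned, with a term for each culture and with a variance for each group (0.0719). The WT response ran from 3.36 to 4.28 when each culture was left out in turn. Without urea, FIG2 TE in ∆ntd and WT did not differ detectably (-0.34, standard error 0.45, adjusted p = 0.732), and the difference was 0.15 without replicate 2 of ∆ntd in SD.

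VBA2 (YBR293W) lies on chromosome II from 787006 to 788430 on the plus strand. In urea, its TE was lower in ∆ntd than in WT by a log2 fold change of -1.81 (standard error 0.48, adjusted p = 0.0138), and by -2.39 to -1.22 with each culture left out in turn, the smallest without replicate 2 of WT in urea. Over 9 alternative settings its adjusted p-value ran from 0.00285 to 0.301, the highest with a variance for each group. Its TE was 0.164 ± 0.091 in WT with urea and 0.044 ± 0.005 in ∆ntd with urea (ratio of CPM; SD, n = 2 each). The responses to urea were 0.57 in WT (standard error 0.42, adjusted p = 0.721) and -0.52 in ∆ntd (standard error 0.46, adjusted p = 0.482), and their difference gave an adjusted p of 0.368. Without replicate 2 of WT in urea, the WT response was -0.03. These VBA2 values rest on 15 and 22 footprints in WT with urea and 17 and 11 in ∆ntd with urea.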

Western blotting for GFP in extracts of cells harboring both a *FIG2-GFP* reporter and WT or ∆ntd eIF4B showed that addition of urea to WT cultures increased the level of FIG2-GFP protein by 1.6-fold (relative to total protein quantified per lane on gel after loading a normalized amount of lysate in each lane; Figure 3H). In contrast, addition of urea to WT cells did not increase steady state levels of VBA2-GFP, and instead resulted in a minor decrease (Figure 3H). This result is consistent with the increased polysome association observed for *FIG2* upon urea addition, but little to no change in polysome association observed for *VBA2* in WT cells upon urea addition (Supplementary Figure S4). In addition to monitoring the effects of urea, we determined the effect of caffeine on production of these reporters. Caffeine severely impaired growth of the ∆ntd mutant in the phenotype microarray assay (Figure 2A and Supplementary Table S5), so we reasoned that it may also affect reporter protein production if both conditions require function of eIF4B’s NTD. We found that caffeine incurred a modest decrease in *FIG2-GFP* production and a minor increase in *VBA2-GFP* production in the *WT* strain. In contrast, large decreases in translation were observed upon addition of caffeine in the *∆ntd* mutant, leading to little production of either reporter, even though *WT* and *∆ntd* cells were grown to the same degree prior to the western. Importantly, deletion of the NTD reduced the steady state levels of both reporter proteins by 90% or more, supporting a claim that reduced translation initiation upon deletion of the NTD may lead to reduced levels of some proteins that are highly reliant on eIF4B in order to be synthesized. GFP production in both strains was also verified by following fluorescence, and accumulated at a reduced rate in ∆ntd cells in the presence of urea (data not shown). Together these data suggest that the eIF4B•40S binding NTD may confer changes in growth by differentially affecting translation of specific mRNAs in response to stressors, although further analyses of proteome changes are needed to support that claim.

To understand how eIF4B NTD-dependent TE changes relate to enhanced growth in urea, we first performed gene ontology (GO) analysis of the mRNAs showing ≥1.5-fold increased TE in response to urea in WT or mutant cells (Figure 3G and Supplementary Figure S5). 

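Gene Ontology terms were taken from the R64 reference annotation, which carries only terms with experimental or direct evidence, so the numbers of RNAs per term are smaller than those from the full SGD set. Terms were gathered into 14 groups, and this grouping was made after it was seen which terms the annotation holds. Genes were placed by the names of their annotated terms, which were not carried up to parent terms. Each group was tested in 8 lists of RNAs with Fisher's exact test, one-sided, against the 5098 tested genes with at least 1 such term. The p-values were adjusted over all 112 tests by the Benjamini-Hochberg method. Among the RNAs whose TE rose at least 1.5-fold with urea in WT, 119 had a term, and 36 of them (30.3%) had a term that names a membrane, against 24.7% of the background (odds ratio 1.33, adjusted p = 0.32). Among those that rose in WT and not in ∆ntd, 23 of 76 RNAs (30.3%) did (adjusted p = 0.42). The plasma membrane group held 14 of the 119 RNAs (11.8%, against 6.7% of the background, adjusted p = 0.138).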

Of the 202 mRNAs with ≥1.5-fold increased translation in WT cells upon exposure to urea, 102 mRNAs were associated with the parental membrane (GO) term. Significant numbers of mRNAs were also associated with the cell wall, cellular periphery, and other related terms, suggesting the eIF4B NTD enhanced translation of mRNAs encoding proteins that remodel or otherwise localize to the cellular membrane. In contrast, of 155 mRNAs showing ≥1.5-fold increased translation in ∆ntd-expressing cells in response to urea, 151 of those mRNAs were associated with the cytoplasm GO term (Supplementary Table S7). Likewise, analysis of the mRNAs showing increased TE in ∆ntd cells showed strong association with GO terms for ribosomes and cytosolic components, even without urea (Supplementary Table S8). Furthermore, mRNAs that showed decreased TE in *∆ntd* cells in the absence of urea were associated with membrane-bound organelles (Supplementary Table S9). This suggests the NTD promotes translation of mRNAs encoding membrane-associated proteins, and the loss of this ability results in the mutant translating mRNAs that encode cytoplasmic proteins, leading to urea and other stress sensitivities.

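In the list of TE rises in WT, the cell periphery group held 16 RNAs (13.4%, against 4.6% of the background, odds ratio 3.43, adjusted p = 0.00105 from Fisher's exact test, one-sided). The cell wall group held 10 RNAs (8.4%, against 3.2%, odds ratio 2.89, adjusted p = 0.0279). Among the RNAs that rose in WT and not in ∆ntd, these groups held 12 RNAs (15.8%, adjusted p = 0.0014) and 8 RNAs (10.5%, adjusted p = 0.0204). RNAs whose TE rose in WT were longer than most, with a median coding length of 1528 nt against 1263 nt for all genes. In random lists matched on coding length, 4.1 cell wall RNAs were found on average, and a list with at least 10 turned up with a permutation p of 0.0075, one-sided, over 2000 lists. Cytoplasm terms were depleted among these rises, at 15.1% against 29.5% of the background (adjusted p = 0.00318 for fewer RNAs).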

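Among the RNAs whose TE rose at least 1.5-fold with urea in ∆ntd, 721 had a term, and 244 of them (33.8%) had a cytoplasm term, against 29.5% of the background (odds ratio 1.26, adjusted p = 0.0261 from Fisher's exact test, one-sided). Among those that rose in ∆ntd and not in WT, 235 of 678 RNAs (34.7%) had one (odds ratio 1.32, adjusted p = 0.00921). Mitochondrion terms had the lowest p-value of the groups in both lists. They covered 184 RNAs (25.5%, against 20.1%, odds ratio 1.44, adjusted p = 0.00105) in the former list and 180 RNAs (26.5%, odds ratio 1.53, adjusted p = 0.000154) in the latter. Membrane terms covered 26.9% of the RNAs that rose in ∆ntd (adjusted p = 0.286).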

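Without urea, 51 of the 279 annotated RNAs whose TE was at least 1.5-fold higher in ∆ntd than in WT had a cytosolic ribosome term (18.3%, against 2.7% of the background, odds ratio 12.3, adjusted p = 6.43e-29 from Fisher's exact test, one-sided). Cytoplasmic translation terms covered 43 of them (15.4%, against 2.1%, odds ratio 13.8, adjusted p = 4.03e-26). In urea, the cytosolic ribosome group held 87 of the 961 annotated RNAs with higher TE in ∆ntd (9.1%, odds ratio 8.14, adjusted p = 2.21e-29), and the cytoplasm group held 318 (33.1%, odds ratio 1.23, adjusted p = 0.0277). Cytosol terms were not enriched without urea (9.7%, against 9.8%). Plasma membrane terms covered 30 of the RNAs with higher TE in ∆ntd without urea (10.8%, against 6.7%, odds ratio 1.73, adjusted p = 0.0395).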

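Among the RNAs whose TE was at least 1.5-fold lower in ∆ntd than in WT without urea, 380 had a term. Membrane terms covered 86 of them (22.6%, odds ratio 0.89), mitochondrion terms 76 (20.0%, odds ratio 0.99), endomembrane system terms 94 (24.7%, odds ratio 0.99) and endoplasmic reticulum terms 45 (11.8%, odds ratio 1.08). Neither these nor the other 10 groups were enriched (Fisher's exact test, one-sided), and the lowest unadjusted p-value was 0.061. That p-value belonged to the cell periphery group, with 24 RNAs (6.3%, odds ratio 1.46, adjusted p = 0.263). No group covers membrane-bound organelles as a whole, so the term that the paper names was not itself tested. Nucleus terms, also of an organelle with a membrane, covered 113 RNAs (29.7%, against 26.7% of the background, odds ratio 1.18, adjusted p = 0.32). Cytosolic ribosome terms were depleted, with 1 RNA (0.3%, adjusted p = 0.00318 for fewer RNAs).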

Finally, we analysed the 281 mRNAs showing more than 1.5-fold decreased translation efficiency in response to urea in the mutant cells relative to WT. In this case we saw decreased translation for 84 mRNAs associated with the endomembrane system (*p*-value = 0.000026), including association with the ER, Golgi, transferase activities, glycosylation, and mannosylation (Table 1). This suggests effective translation of mRNAs for proteins trafficked through the ER/Golgi network to the membrane and cell wall may be dependent on eIF4B NTD activities. Together these results suggest that the eIF4B 40S-binding NTD may affect critical changes in translation of RNAs that remodel the cellular periphery in response to urea exposure. This function is necessary for translation of the optimal pool of mRNAs to promote rapid growth in standard media as well.

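In urea, TE was at least 1.5-fold lower in ∆ntd than in WT for 710 RNAs, and 428 of these had an adjusted p-value under 0.05. The count ran from 703 to 1164 when each culture was left out in turn, and was 1164 without replicate 1 of ∆ntd in urea. With no minimum fold change, TE differed between the strains in urea for 1333 RNAs, of which 805 were higher and 528 lower in ∆ntd (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In counts simulated with no change, at most 13 did so in 20 draws of the same fit. In that fit 12.37% of the simulated genes had an unadjusted p-value under 0.05. Fitted with only these groups, 575 RNAs differed, against at most 0 in the simulated counts, where 6.34% of genes had an unadjusted p-value under 0.05. A fit of all libraries with a variance for each group, added after the data were seen, gave 800 (608 higher and 192 lower), of which 766 were among the 1333.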

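Of the RNAs with lower TE in ∆ntd in urea, 675 had a term. The endomembrane system group, gathered from terms for the endoplasmic reticulum, Golgi, endosome, vacuole and vesicles, held 191 of them (28.3%, against 24.9% of the background, odds ratio 1.23, adjusted p = 0.0832 from Fisher's exact test, one-sided). Endoplasmic reticulum terms covered 92 (13.6%, odds ratio 1.31, adjusted p = 0.0832). Glycosylation or mannosylation terms covered 26 (3.9%, against 1.7%, odds ratio 2.77, adjusted p = 0.000818). The cell periphery group held 56 (8.3%, odds ratio 2.18, adjusted p = 6.47e-05), the cell wall group 39 (5.8%, odds ratio 2.13, adjusted p = 0.00132) and the plasma membrane group 64 (9.5%, odds ratio 1.55, adjusted p = 0.0179). RNAs in this list had a median coding length of 1572 nt. Lists matched on coding length held 171.2 endomembrane RNAs on average (permutation p = 0.031, one-sided, over 2000 lists), and lists matched on coding GC content held 176.7 (permutation p = 0.083). A set of 64 glycosylation and mannosylation genes had a median TE change of -0.38 on the log2 scale in ∆ntd relative to WT in urea, with 51 genes lower (limma's camera, adjusted p = 1.41e-05, and 0.109 with an estimated correlation). The set was drawn from terms that the paper found for this comparison on these same libraries, so it is not independent evidence for them. The paper reasons from the terms shared by the RNAs that lost TE in ∆ntd in urea, and proposes that RNAs for proteins routed through the ER and Golgi depend on the NTD for their translation.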

**TABLE 1:** Gene Ontology analysis for genes with decreased translational efficiency in ∆*ntd* compared to WT in the presence of urea.

GO term	*p*-Value
Transferase activity, transferring hexosyl groups [GO:0016758]	1.62E−06
Endomembrane system [GO:0012505]	1.44E−05
Transferase activity, transferring glycosyl groups [GO:0016757]	2.22E−04
Protein glycosylation [GO:0006486]	3.76E−04
Macromolecule glycosylation [GO:0043413]	3.76E−04
Mannosylation [GO:0097502]	5.19E−04
Glycoprotein biosynthetic process [GO:0009101]	8.19E−04
Cellular bud [GO:0005933]	1.55E−03
Protein N-linked glycosylation [GO:0006487]	1.91E−03
Glycosylation [GO:0070085]	2.40E−03
Glycoprotein metabolic process [GO:0009100]	2.85E−03
Cell periphery [GO:0071944]	4.09E−03
Golgi cisterna [GO:0031985]	4.70E−03
Cell part [GO:0044464]	8.14E−03
Cell [GO:0005623]	8.81E−03
Protein O-linked glycosylation [GO:0006493]	1.98E−02
Golgi stack [GO:0005795]	2.26E−02
Mannosyltransferase activity [GO:0000030]	3.04E−02
Organelle subcompartment [GO:0031984]	3.65E−02
Membrane part [GO:0044425]	4.69E−02

### Deletion of the NTD of eIF4B Reduces Translation Efficiency of mRNAs With Long and Structured 5′UTRs

Previous studies have shown that mammalian eIF4B is necessary for PIC assembly at the start codon of mRNAs with 5′UTR secondary structure *in vitro* (Dmitriev et al., 2003). Likewise, yeast eIF4B is associated with robust loading and scanning of PICs and translation of mRNAs and synthetic reporters containing higher than average secondary structure *in vitro* and *in vivo* (Mitchell et al., 2010; Sen et al., 2016). We speculated that the effect of the NTD on translation of mRNAs needed to combat extracellular urea is related to the ability of eIF4B to promote translation of structured mRNAs. To test this hypothesis, we analysed existing parallel analysis of RNA structure (PARS) scores (Kertesz et al., 2010) for the RNAs exhibiting changes in TE as a result of eIF4B NTD deletion, in the presence or absence of urea. PARS scores provide the relative propensity of each nucleotide to a single- or double-strand specific nuclease, with a higher PARS score indicating a higher propensity for secondary structure. Cumulative PARS scores can be compared for specific regions of mRNAs to determine the likelihood that the e.g. first 30 nucleotides, total 5′ UTR, or regions in the ORF have more structure (Figure 4A), which would present an impediment for PIC loading, PIC scanning, or translation elongation, respectively (Sen et al., 2016). A previous analysis reported that deletion of eIF4B in yeast led to reduced translation of mRNAs with long, structured 5′UTRs (Sen et al., 2016). We found that, likewise, deletion of the NTD led to lower translation efficiency (≥1.5-fold decrease) of mRNAs with significantly higher PARS scores for the first 30 nucleotides of the 5′UTR (Figure 4B, First30), (comparison of *∆tif3* and *∆ntd* in Supplementary Figure S10). 

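Without urea, TE was at least 1.5-fold lower in ∆ntd than in WT for 411 RNAs, 143 of them with an adjusted p-value under 0.05. The count was 405 to 539 when each culture was left out in turn, and 716 without a filter on low counts. With no minimum fold change, the TE of 341 RNAs differed (168 up, 173 down, or 176 up and 146 down with DESeq2's size factors), 1209 differed when only the 2 groups without urea were fitted, and 1181 in a fit with a variance for each group, added after the data were seen. The largest falls past an adjusted p-value of 0.05 were those of ATP6 (Q0085), COB (Q0105) and YIR016W, with log2 fold changes of -3.68 (standard error 0.39, adjusted p = 0.000141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -3.56 (standard error 0.31, adjusted p = 2.22e-05) and -3.28 (standard error 0.48, adjusted p = 0.00151). With a culture left out, COB reached -4.25 (without replicate 2 of ∆ntd in SD), and YIR016W ran from -4.03 (without replicate 1 of ∆ntd in SD) to -2.63 (without replicate 2). ATP6 and COB are encoded by mitochondrial DNA, and 64.6% of the 28-nt windows of COB also occur in genes annotated within its introns, so its count is uncertain. YIR016W had 4 and 2 footprints in the ∆ntd cultures, and its adjusted p-value over 8 alternative settings ran from 4.14e-06 to 0.0502, the highest with the libraries thinned. The PARS scores were published elsewhere, and the deposited counts hold no structure data.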

An even larger difference was observed for the total 5′UTR, suggesting interactions of the eIF4B NTD promote effective mRNA loading and possibly scanning through structured mRNA 5′UTRs (Figure 4B, 5′UTR). The average individual nucleotide PARS score averaged for the full 5′UTRs was likewise significantly higher for these groups of mRNAs that showed reduced TE in the *∆ntd* strain, e.g. presumably higher dependence on the NTD for translation (Figure 4C). In contrast, there was not a significant change in the PARS scores for the 30 nucleotides surrounding the start codon (Figure 4B, Start30), or the first 30 nucleotides of the ORF, suggesting structure around the start site and in the ORF does not strongly require eIF4B activity. In fact, the PARS scores for the Plus45, Plus60 and Plus75 regions were significantly lower for the group of mRNAs that showed higher dependence on the NTD of eIF4B (in the absence of urea). This suggests that the eIF4B NTD is not required for translation of mRNAs with structured ORFs or structured RNAs in general, but instead is important for PIC loading and movement through structured 5′UTRs (Figures 4A,B). The mean length of 5′UTR was also significantly higher for the group of mRNAs that were less efficiently translated (≥1.5-fold) when the NTD of eIF4B was deleted, similar to what was reported for complete eIF4B deletion (Sen et al., 2016). This further suggests the NTD plays a role in effective scanning of PICs through long structured 5′UTRs (Figure 4D). This effect was more pronounced when cells were grown in the presence of 3% urea prior to ribosome profiling, suggesting the effect of the NTD on urea resistance may stem from the ability of eIF4B to promote effective scanning.

**FIGURE 4:**
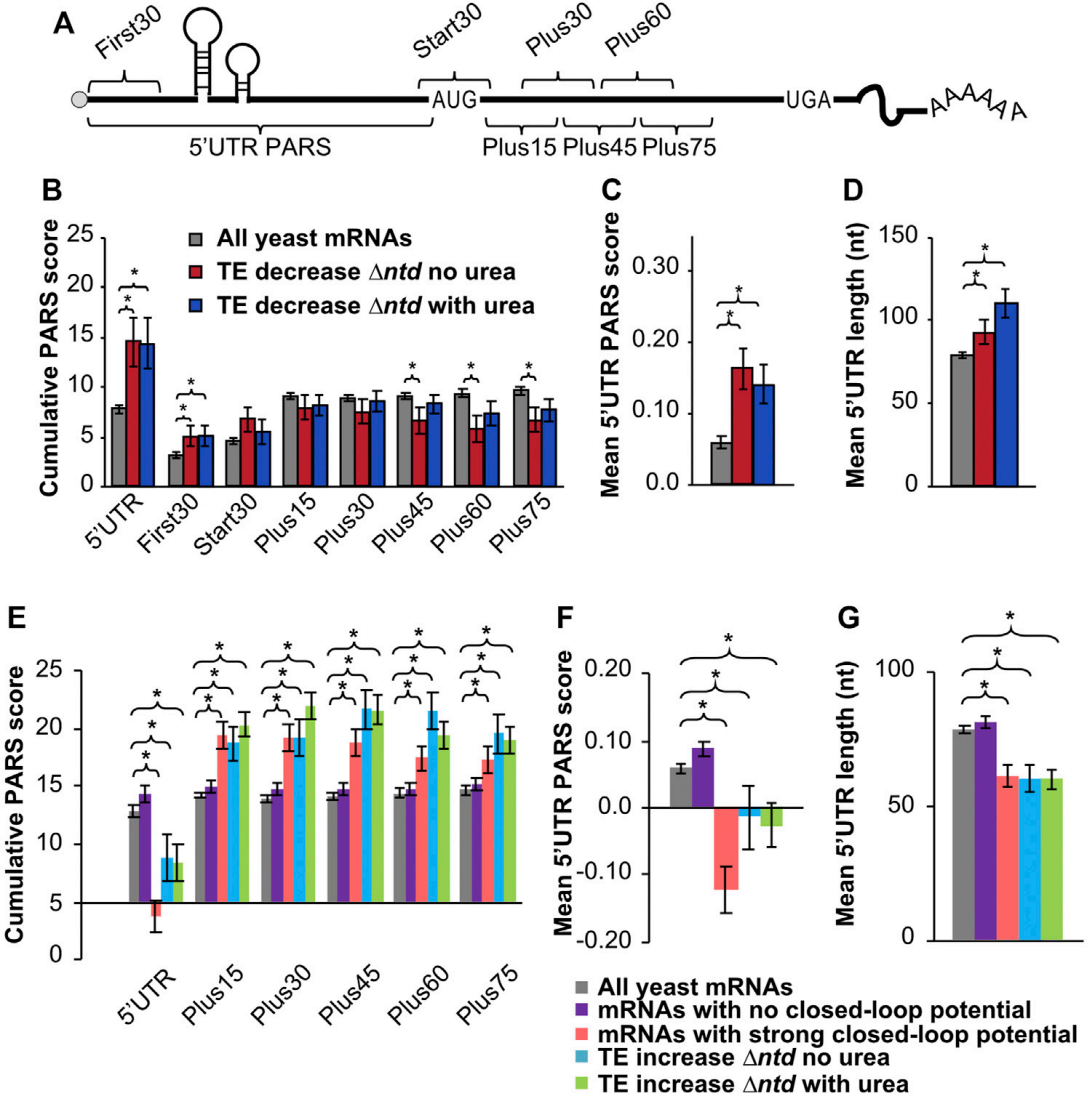
Comparison of PARS (Parallel analysis of RNA structure) scores indicates a higher propensity for secondary structure in the 5′UTRs of mRNAs that are dependent on the NTD for translation, and less associated with closed-loop factors. **(A)** Schematic showing 5′-UTR and CDS intervals for cumulative PARS scores. The sum of scores for all 5′-UTR nucleotides (5′UTR PARS); for the first 30 nucleotides (First 30 PARS); for 30 nucleotides surrounding the start codon (Start 30 PARS); and for nucleotides within the ORF, from +1 to +30 (Plus15), +16 to +45 (Plus30), +31 to +60 (Plus45), +46 to +75 (Plus60), and +61 to +90 (Plus75). **(B**,**C)** The mean PARS scores (calculated from data reported in reference (Kertesz et al., 2010)) for indicated cumulative regions **(B)**, or for individual nucleotides in the 5′UTR **(C)** are indicated for all yeast mRNAs with available PARS scores (gray, *n* = 2679); mRNAs with decreased TE (≥1.5-fold) in *∆ntd* relative to WT in media lacking urea (red, *n* = 138); and for mRNAs with decreased TE in *∆ntd* relative to WT in 3% urea (navy, *n* = 156). **(D)** Average length of 5′-UTR for the indicated sets of mRNAs. **(E**–**G)** PARS and 5′UTR length analysis calculated for the indicated gene sets, with *p* values from Student’s t test indicated (*p < 0.05): grey bar, all yeast mRNAs with available PARS scores (*n* = 2679); purple bar, mRNAs with no closed-loop potential, characterized for de-enrichment in immunoprecipitation of eIF4F and Pab1, and enrichment in immunoprecipitation of eIF4E-binding proteins as shown in (Costello et al., 2015); red bar, mRNAs with strong closed-loop potential, characterized for de-enrichment in immunoprecipitation of eIF4E-binding proteins and enrichment in immunoprecipitation of eIF4F and Pab1, as shown in (Costello et al., 2015); blue bar, mRNAs with increased TE in NTD deletion mutant as compared to WT without urea; green bar, mRNAs with increased TE in NTD deletion mutant as compared to WT in 3% urea. **(E)** Average PARS scores calculated for the indicated sets of mRNAs for each 5′-UTR or CDS interval described in Figure 4A. **(F)** Average PARS score calculated for entire 5′-UTR for the indicated sets of mRNAs. **(G)** Average length of 5′-UTR for the indicated sets of mRNAs.

We also found that 155 mRNAs showed a relative increase in TE in ∆ntd cells (Figure 3F), indicating ribosomes were able to be loaded on these mRNAs without eIF4B NTD activities. 

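The RNAs whose TE rose at least 1.5-fold with urea in ∆ntd and not in WT had a median coding length of 933 nt and a median coding GC content of 42.1%, against 39.8% for all genes. The 3 largest TE rises in ∆ntd past an adjusted p-value of 0.05 were those of YNL143C, with a log2 fold change of 3.49 (standard error 0.46, adjusted p = 0.00114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), YGL088W, with 3.21 (standard error 0.74, adjusted p = 0.0159), and YPL114W, with 3.13 (standard error 0.82, adjusted p = 0.0262). YNL143C had 4 and 8 footprints without urea and 68 and 47 with urea in ∆ntd. YGL088W overlaps SNR10 on the same strand, and YPL114W is not in the reference annotation, so the assignment of reads to both is uncertain. In a fit of only the ∆ntd groups, these 3 rises had adjusted p-values of 0.0515, 0.122 and 0.121. With a culture left out, YGL088W ran from 1.66 to 4.04 and YPL114W from 1.99 to 4.75, both lowest without replicate 2 of ∆ntd in urea and highest without replicate 1. The largest falls were bounds, since both ∆ntd cultures with urea had no more than 3 footprints. PUG1 TE was at least 4.66-fold lower, REV7 TE at least 5.71-fold lower and DIN7 TE at least 4.61-fold lower. Each of these falls was above an adjusted p-value of 0.05 in at least 3 alternative settings. YNL143C also rose with urea in WT, at least 5.72-fold, from no more than 3 footprints in each culture.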

We assessed the degree of secondary structure in the 5′UTRs and coding sequences of these mRNAs (Figures 4E–G, cyan and green) as well as the closed-loop potential. Previous analysis of the tif3∆ mutant demonstrated that mRNAs showing less reliance on eIF4B had shown increased enrichment with components of the closed-loop complex (Sen et al., 2016): eIF4E, eIF4G and PABP (Costello et al., 2015). We likewise compared mRNAs classified as strong-closed loop potential (higher crosslinking immunoprecipitation association with closed-loop components) and no closed-loop potential (enriched in inhibitors of the closed-loop complex(36)) to mRNAs that were translated ≥1.5-fold more efficiently in the *∆ntd* mutant. We found that mRNAs that showed increased TE in *∆ntd* (with or without urea, cyan and green) showed similar trends with respect to PARS scores as those mRNAs defined as having strong closed-loop potential, and the opposite behavior as those mRNAs defined as having no closed-loop potential. Both the Total 5′UTR region and the average per nucleotide PARS scores for the 5′UTRs of these mRNAs showing eIF4B NTD-independence were significantly lower than the average yeast mRNA. In contrast, the mRNAs that showed increased translation efficiency in the ∆ntd mutant and strong-closed-loop associated mRNAs were more structured than the average yeast mRNA in the ORF. This suggests that mRNAs that rely on closed-loop components for mRNA loading do not require the eIF4B NTD or its interaction with the ribosome (Walker et al., 2013), and reinforces the conclusions of the previous manuscript that mRNAs requiring eIF4B activity are less associated with closed-loop components (Sen et al., 2016).

### RNAs Encoding Proteins Trafficked Through the ER and Golgi Have Long and Structured 5′UTRs, Imposing a Heightened Requirement for eIF4B

Phenotype microarray analysis suggested the NTD of eIF4B stimulated growth in a number of diverse conditions that challenge cellular integrity (Figure 2A and Supplementary Table S5). The findings that mRNAs translated more effectively by full-length eIF4B had longer and more structured 5′-untranslated regions than those translated when the NTD was deleted led us to question whether proteins for different functions in cells may rely on distinct translational mechanisms. For instance, mRNAs for proteins that promote rapid growth may have less structure and rely less on eIF4B, whereas proteins that allow adaption to stressors, such as the membrane and cell wall proteins, may have more structure and require eIF4B function for translation. If true, the degree of structure would be expected to impose regulatory capacity as cells encounter stresses that require membrane changes, and may explain how the NTD of eIF4B affords resistance to diverse stressors that may require different membrane composition. To investigate this further, we compared the PARS scores for all yeast mRNAs versus the PARS scores for all yeast mRNAs associated with GO terms for mRNAs that required eIF4B for translation in response to urea (Figures 5A–C.) This group includes: intrinsic component of the membrane (the GO term with the lowest *p* value for RNAs showing increased translation in response to urea in WT cells); as well as transferase activity, endomembrane system, glycosylation, and mannosylation (parent GO terms for mRNAs with decreased translation in response to urea in *∆ntd* cells.) Interestingly, we found that the 5′UTRs of mRNAs associated with each of these GO terms had higher average Total PARS scores than the average yeast mRNA (Figure 5A, 5′UTR). However, only those mRNAs encoding intrinsic components of the membrane had significantly longer 5′UTRs (Figure 5B). The mean 5′UTR PARS scores for individual nucleotides was also significantly higher than the average yeast mRNA for all classes (Figure 5C), indicating these classes of mRNAs associated with dependence on the ribosome binding NTD of eIF4B have inherently more structure in the 5′UTRs. This suggests functional importance of structural elements in regulating translation of membrane-associated and trafficked proteins. We then compared the structural composition of mRNAs from two gene ontology categories that were enriched under eIF4B NTD independent translation (Figures 5D–F). We found that as expected, given the observed NTD-independent translation associated with these classes of mRNAs, cytoplasmic translation and structural constituent of the ribosome mRNA categories as whole showed a dearth of structure in their 5′UTRs, with overall negative cumulative PARS scores and mean 5′UTR scores per nucleotide, indicating the 5′UTR regions of these mRNAs are likely to be single stranded. Interestingly, the cytoplasmic translation mRNAs had no significant difference in lengths of their 5′UTRs from the pool of all yeast mRNAs. In contrast to the 5′UTR however, the regions just downstream of the start codon showed higher than average PARS scores for these translation-associated gene ontology classes (Figure 5D, blue and red).

**FIGURE 5:**
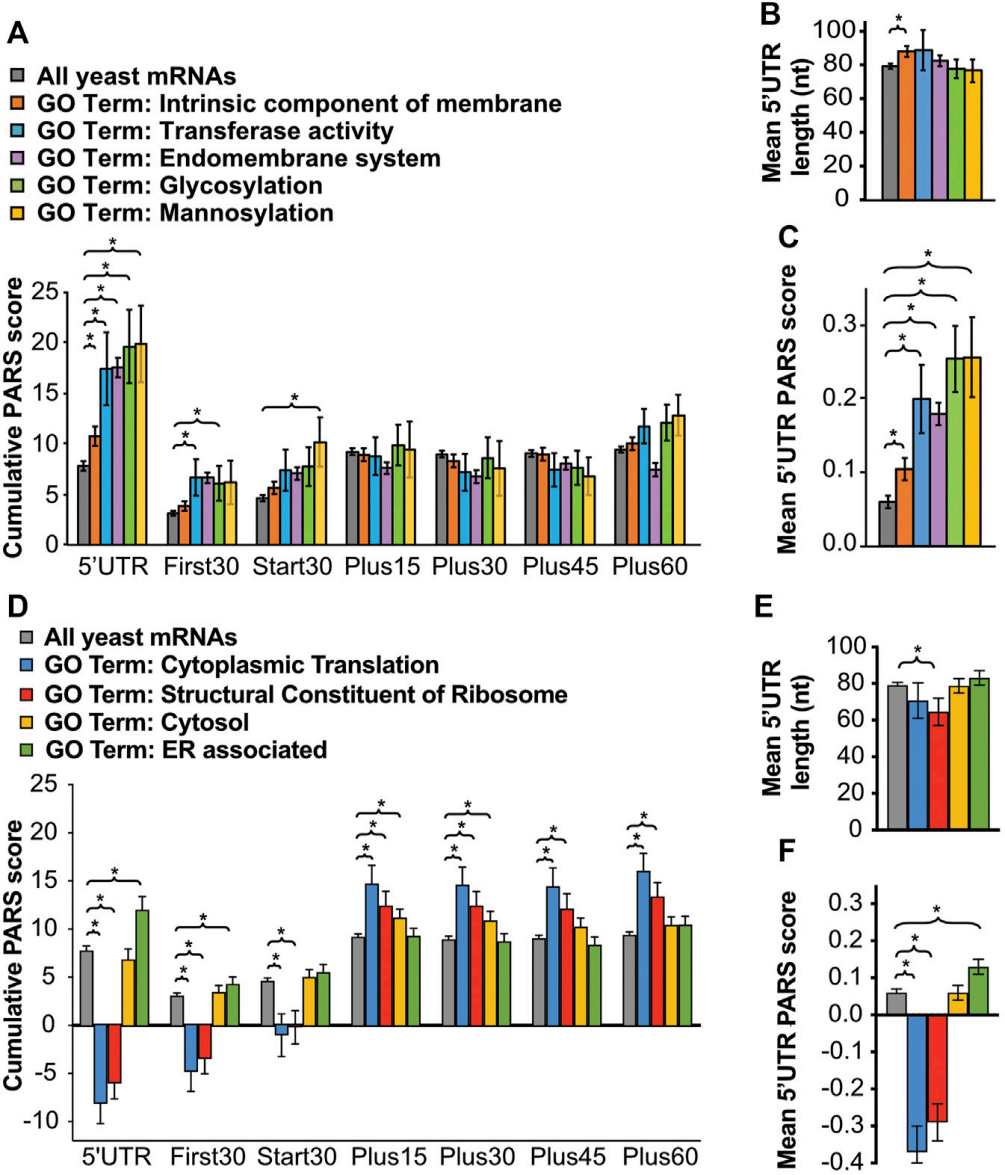
RNAs encoding proteins trafficked through the ER and Golgi have long and structured 5′UTRs, imposing a heightened requirement for eIF4B. Averaged cumulative **(A**,**D)** and single nucleotide **(C**,**F)** PARS scores and 5′UTR lengths **(B**,**E)** for all genes associated with indicated gene ontology categories: intrinsic component of membrane (orange, *n* = 1360), transferase **(A**–**C**, blue, *n* = 86**)**, endomembrane system (purple, *n* = 1098), glycosylation **(A**–**C**, green, *n* = 87**)**, mannosylation **(A**–**C**, yellow, *n* = 46**)**, cytoplasmic translation **(D**–**F**, blue, *n* = 161**)**, structural constituent of ribosome (red, *n* = 190), cytosol **(D**–**F**, yellow *n* = 426**)**, or ER associated **(D**–**F**, green, *n* = 405**)** for each 5′-UTR or CDS interval described as in Figure 4A, with *p* values from Student’s t test indicated (*p < 0.05).

We finally compared the structural content of the two broad gene ontology classes: cytosol and ER. Whereas the cytosol class showed no significant difference in 5′UTR PARs scores from average yeast mRNA, the ER-associated gene ontology class showed significantly higher Total 5′UTR and mean 5′UTR PARS scores than all yeast mRNAs. Moreover, the open reading frames of the ER- associated mRNA pool showed the opposite trend. The cytosol class showed slightly elevated PARS scores for the region immediately downstream of the start site than observed for all yeast mRNAs. Together this suggests higher structure in the 5′UTRs of ER-associated mRNAs than cytosolic mRNAs.

We also took an unbiased approach to exploring the relationship between gene ontology classes, 5′UTR features, and eIF4B NTD-dependence. We ranked all yeast mRNAs based on their cumulative 5′UTR PARS scores (Supplementary Figures S6A–C) or 5′UTR lengths (Supplementary Figures S6D–F) and performed gene ontology analysis to determine enrichment of specific biological processes for the top (B, E) and bottom (C, F) 30% of mRNAs from each group. We compared the degree of overlap between the resulting GO term lists, and found that eIF4B NTD-independence, low 5′UTR structure propensity, and short 5′UTR gene ontology terms showed striking overlap, particularly for the highest enriched GO terms. These mRNAs encode proteins associated with cytoplasmic translation, ribosome biogenesis, and other processes related to ramping up protein synthesis. In contrast, those GO terms enriched for transcripts exhibiting higher NTD-dependence showed some overlap with those enriched in mRNAs with high 5′UTR structure, but considerably less overlap with those enriched for mRNAs with long 5′UTRs. We investigated this relationship further by plotting the log_2_ fold-change in TE as a result of urea and/or NTD-deletion (Supplementary Figure S7). We found that while there was a significant effect correlation of change in TE in urea (for WT or ∆ntd) with 5′UTR lencth, and correlations of 5′UTR PARS with change in TE upon NTD deletion, there may be a threshold level of structure or length at which the NTD becomes necessary to effect change in TE. Overall, these data suggest a complex relationship between the ability of eIF4B to promote translation of mRNAs with structured 5′UTRs and regulation of translation that promotes growth versus regulatory changes.

Finally, we further analyzed the overlap in TE effects for *∆tif3* (Lambert and Draper, 2012) and *∆ntd* strains (Supplementary Figure S8). We found that while there was a correlation between the changes imparted by both mutations, there were also changes in TE that were unrelated between the two mutants. These anticorrelated changes in TE (Supplementary Figure S8D) could be an effect of the seven repeats, or simply an effect of the differences in experimental setup of the previously-published work on the *∆tif3* strain grown at 37°C versus the 30° growth in this work. Interestingly the RNAs showing correlated TEs for the full deletion and ∆ntd have different GO terms than those that are anticorrelated for TE change in the two strains.

## Discussion

In this study, we characterized the contribution of eIF4B RNA- and 40S subunit-binding domains to translational control as well as the ability to promote adaptation of yeast to diverse stressors. We found that the NTD of eIF4B promoted association of eIF4B with PICs and polysomes in yeast while allowing higher TE for RNAs with longer than average and highly structured 5′UTRs, and repression of shorter highly translated mRNAs. These effects were similar to what was observed for deletion of eIF4B. The NTD also afforded higher TE for RNAs encoding proteins trafficked through and modified in the ER and Golgi to reside in cellular membranes. These proteins are expected to remodel the cellular periphery and allow yeast to cope with external stressors.

The RRM of eIF4B was thought to promote mRNA recruitment to ribosomes by providing an RNA anchoring point on a ribosome or eIF3-bound molecule (namely for mammalian eIF4B, (Méthot et al., 1996; Methot et al., 1996; Naranda et al., 1994; Méthot et al., 1994)) or by promoting RNA strand-exchange activities of eIF4B (Niederberger et al., 1998). Our previous work suggested that instead, the RNA-binding activities of the RRM are dispensable for eIF4B function in yeast (Walker et al., 2013). However, because the experiments in our previous work analysed the function of ∆rrm-expressing eIF4B under optimal growth conditions, it remained plausible that the RRM provides additional functions to cells under stress, when additional interactions may be needed to direct ribosomes to specific mRNAs. Our phenotype microarray analysis of the *∆rrm* mutant provides strong evidence that the RRM domain is in fact dispensable for function of this protein in yeast, at least in liquid media. The only plate in which we saw mild phenotypes for the *∆rrm* mutant was in the presence of certain alternative sulfur sources (Figure 2A), but the changes observed were well below the cutoff for significance and were not reproducible. It remains possible that survival in non-vegetative differentiated states could depend on the RRM, and this may explain why the RRM is more important in multicellular organisms (Méthot et al., 1994; Naranda et al., 1994). Alternatively, the contribution of the RRM to cellular processes may not be sufficient to detect a change in growth rate or cellular fitness, but could allow RRM-containing yeast to outcompete mutants defective in RNA-binding. This could have led to retention of the RRM over the course of evolution (Altmann et al., 1993).

In contrast to yeast lacking the eIF4B RRM, we found that yeast lacking the NTD were highly sensitive to a number of conditions that WT cells are able to tolerate, and that at least two of these conditions (urea and caffeine) conferred additional changes in translation in the NTD-less mutant (Figure 2 and Supplementary Figure S2, data not shown for caffeine). The mRNAs that showed decreased TE when the NTD was lacking had a number of features similar to those observed for an eIF4B null strain. The 5′UTRs of NTD-dependent mRNAs were longer and more structured than the average yeast mRNA (Figure 4), reinforcing many observations that eIF4B promotes translation of structured mRNAs (Özeş et al., 2011; Dmitriev et al., 2003; Sen et al., 2016; Rogers et al., 2001). The mechanism by which eIF4B is proposed to promote translation of these mRNAs resides in its ability to interact with eIF4A and stimulate helicase activity. However, a report for direct interaction of these factors suggests that the 7-repeats domain of eIF4B binds eIF4A (Andreou et al., 2017). In our study, we observed decreased translation of structured mRNAs when interaction of eIF4B with ribosome complexes was reduced by 80% upon NTD deletion (Figures 1, 4 and Supplementary Figure S1). Related components of the PIC, eIF4A and eIF4G, remained associated with ribosome fractions (Figure 1 and Supplementary Figure S1). This suggests that the mechanism for eIF4B stimulation of structured mRNA translation resides at least to some extent in its ability to bind the ribosome (Figure 6). We have also previously reported defects in functional interaction of eIF4A with eIF4B when either the seven repeats or the NTD is deleted, and observed that overexpression of *∆ntd* has a dominant negative effect on an eIF4A mutant (Walker et al., 2013; Zhou et al., 2014). Together these observations could indicate that deletion of the eIF4B NTD sequesters eIF4A in an inactive state off of the ribosome. However, we did not observe changes in the amount of eIF4A associated with small subunits and translating polysomes when eIF4B occupancy was decreased, arguing against this possibility and suggesting any interactions of the NTD with eIF4A do not drive affinity for ribosome complexes. An alternative possibility is that deletion of the NTD prevents a PIC conformation required for optimal eIF4F activity. In either case, our data suggest the NTD of eIF4B contributes to effective scanning through structured 5′UTRs while bound to the ribosome.

**FIGURE 6:**
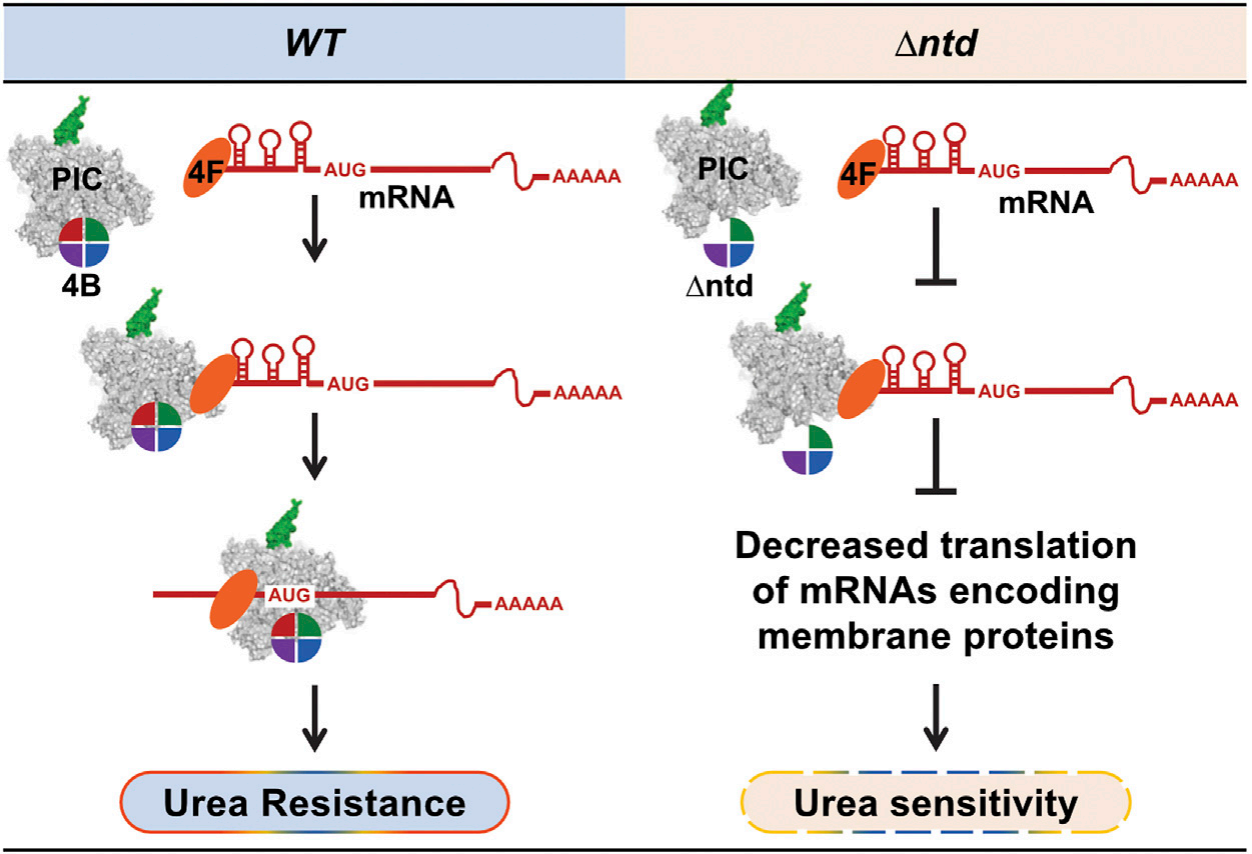
The NTD of eIF4B enhances translation efficiency of mRNAs with structured 5′-UTRs and allows a robust cellular response to urea. WT eIF4B promotes PIC loading and scanning of all mRNAs. Deletion of the NTD of eIF4B reduces translation efficiency of mRNAs with long structured 5′UTRs to a greater extent, indicating eIF4B promotes ribosome loading and scanning while bound to the PIC. Translation of these highly structured mRNAs may be required to reconfigure the membrane proteome and balance translation of cytoplasmic proteins, providing urea resistance.

The effect of the eIF4B NTD on recruitment of highly structured mRNAs to the ribosome is in keeping with long-standing models for translational control suggesting that factors which increase the rate of initiation would preferentially benefit mRNAs that are poorly translated (Lodish, 1974). Ribosome profiling data have shown that translation initiation helicases Ded1, Dbp1, and the related human protein DDX3, similarly stimulate translation of specific highly structured mRNAs to a higher degree than unstructured mRNAs that are typically highly translated. Interestingly, despite sharing an ability to promote translation of mRNAs with structured 5′UTRs, analysis of the specific mRNAs that were hyperdependent on the helicases Ded1 (Sen et al., 2015), Dbp1 (Sen et al., 2019), and eIF4A (Sen et al., 2015) showed little overlap with one another or eIF4B, and there was no overlap in the gene ontology enrichment observed for mRNAs hyperdependent on each of these factors. In contrast there was partial overlap between the gene ontology enrichment for mRNAs showing hyperdependence in an eIF4B null strain (Sen et al., 2016) versus the NTD domain deletion that retains some eIF4B activity. This suggests that each of these helicase factors and eIF4B contribute distinct functions to selection of varying classes of mRNAs, perhaps due to varied types and locations of secondary structures.

The strongest NTD-specific growth defect was observed in the presence of urea, which had very little effect on WT or ∆rrm growth rate or translation (P:M ratio) at concentrations that strongly repressed growth and translation of the mutant (Figures 2A–C). Urea affects several processes in *S. cerevisiae*, where it can serve as a nitrogen source, lead to membrane blebbing, and can denature structured nucleic acids. At the concentrations used in this work, it was reported that urea can readily cross the cellular membrane (Cooper and Sumrada, 1975), presumably *via* the Dur3 transporter (Navarathna et al., 2011), and be used as a nitrogen source. Membrane blebbing and denaturation of nucleic acids are unlikely to occur at the ∼0.5 M urea used here (Necas and Svoboda, 1973; Lambert and Draper, 2012). We conclude that translation reprogramming observed in WT cells grown in urea are responsible for growth of those cells at this level of urea. Upon deletion of the eIF4B NTD, the normal translation program is disrupted leading to urea sensitivity.

It is possible that NTD-dependent TE enhancements are needed to produce more of some proteins, or to prevent unregulated derepression of eIF4B-independent mRNAs. Gene ontology enrichment analysis of ≥1.5-fold translation efficiency changes indicated mRNAs encoding proteins associated with the membrane, and to a lesser extent cell wall, showed higher TE in WT cells in response to urea (Figure 3). Likewise, mRNAs encoding proteins associated with endomembrane system and modifications that arise within the ER and Golgi showed decreased TE in response to urea in the mutant cells (Figure 3; Table 1). The resulting membrane proteins are involved in a number of cellular processes. For instance, several paralogous proteins associated with adhesion during a-cell mating (Fig2, Aga1, and Aga2; Supplementary Table S6 and Supplementary Figure S4) showed TE decreases in cells lacking the eIF4B NTD (TE decrease in WT vs ∆ntd in urea of 30-, 5- and 4-fold, respectively, FDR<0.0003). 

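In urea, FIG2 TE was lower in ∆ntd than in WT by a log2 fold change of -4.86 (standard error 0.51, adjusted p = 3.61e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 29.0-fold. This stayed between -5.26 and -4.35 when each culture was left out in turn. FIG2 TE was 1.633 and 0.868 in the WT cultures with urea and 0.049 and 0.037 in the ∆ntd cultures with urea (ratio of CPM). AGA1 (YNR044W; chromosome XIV of R64, 703699 to 705876, plus strand) was lower by -2.33 (standard error 0.43, adjusted p = 0.00143), or 5.03-fold, with a range of -2.82 to -1.81. AGA2 (YGL032C; chromosome VII, 436570 to 436833, minus strand) was lower by -1.88 (standard error 0.43, adjusted p = 0.00587), or 3.68-fold, with a range of -3.00 (without replicate 1 of ∆ntd in urea) to -1.47. No 28-nt window of the 3 coding sequences occurs in another gene, so unique mapping could keep their reads apart.

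The 3 RNAs differed in how they responded to urea. AGA1 TE rose in WT by 2.03 (standard error 0.42, adjusted p = 0.0941) and changed in ∆ntd by 0.49 (standard error 0.41, adjusted p = 0.449), or by -0.25 without replicate 2 of ∆ntd in SD. Of 8 alternative settings, 3 brought the AGA1 rise in WT under 0.05, and its adjusted p-value ran from 2.61e-06 to 0.262. AGA2 TE changed in WT by 0.20 (standard error 0.41, adjusted p = 0.929), or by -0.04 without replicate 1 of WT in SD, and fell in ∆ntd by 1.58 on the log2 scale (standard error 0.44, adjusted p = 0.0339). The AGA2 fall had adjusted p-values of 0.00572 to 0.165 over 9 alternative settings, 4 of them above 0.05, and the fall was 2.68 without replicate 1 of ∆ntd in urea. The difference between the responses gave an adjusted p of 0.189 for AGA1 and 0.162 for AGA2. Without urea, neither AGA1 (-0.79, standard error 0.40, adjusted p = 0.278, and -0.06 without replicate 2 of ∆ntd in SD) nor AGA2 (-0.11, standard error 0.42, adjusted p = 0.925, and 0.15 without replicate 2 of either strain in SD) differed detectably in TE between the strains.

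**Figure D2:**
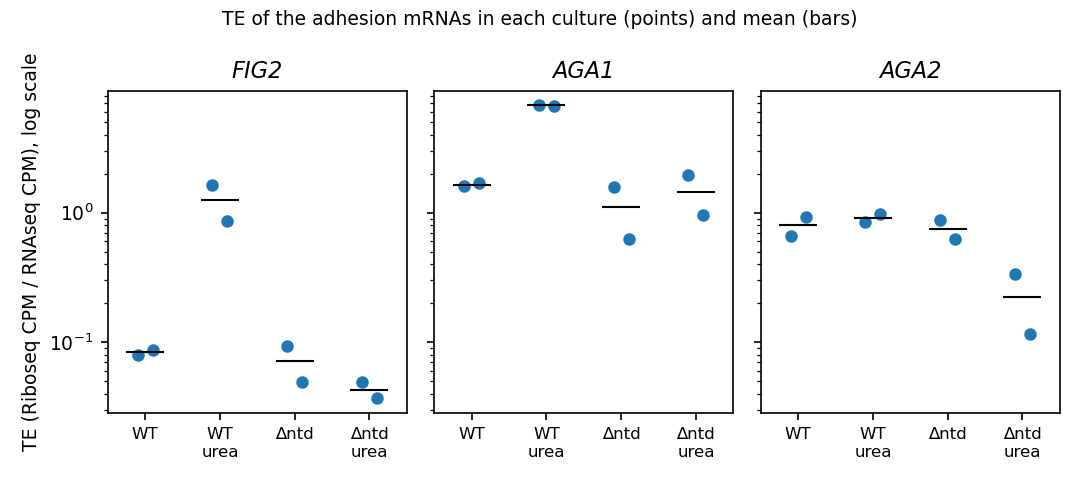
TE (Riboseq CPM over RNAseq CPM, log scale) of FIG2, AGA1 and AGA2 in each culture (points) and the mean of the 2 cultures (bars), in WT and ∆ntd without and with urea. With urea, both ∆ntd cultures lie below both WT cultures for each RNA.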

We confirmed an NTD-dependent change in protein level for a *FIG2* 5′UTR driven translation reporter. Recent analyses of uORF usage of yeast cells exposed to temperature shifts indicated that *AGA1* and *AGA2* showed changes in uORF usage in response to temperature shifts (Kulkarni et al., 2019). In the presence of urea, or in response to NTD deletion we did not observe changes in uORF usage of the *AGA2* mRNA. We did not observe ribosome occupancy consistent with translation of the *AGA1* uORF in any of our experiments, and did not observe substantial changes in uORF occupancy overall genome-wide (analysis using uORF seqR not shown, (Spealman et al., 2018)). This suggests the uORF occupancy changes observed in the former study were specific to changes in start codon fidelity in the high temperature response that do not apply in the conditions tested here.

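The set of cytosolic ribosomal protein genes, defined by gene symbol and tested because the paper names these genes from the same libraries, held 137 tested genes. Without urea their median TE change in ∆ntd relative to WT was 0.51 on the log2 scale, with 132 of 137 genes higher (limma's camera with a preset correlation of 0.01, adjusted p = 2.98e-25 over 9 sets and 4 comparisons). In urea it was 0.91, with 123 of 137 genes higher (adjusted p = 8.34e-19). Both calls held under fry (adjusted p of 0.0102 and 0.0055) and neither held under camera with an estimated correlation (0.109 and 0.12). Of the 16 calls made over the 9 sets and 4 comparisons, the estimated correlation kept none. Many of these genes have a paralog with nearly the same sequence, and the 19 without one had median changes of 0.50 without urea and 1.00 with urea. Among the single genes, RPS8A rose by 1.68 without urea (standard error 0.36, adjusted p = 0.0135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but 79.3% of its 28-nt windows also occur in RPS8B, so its own count is uncertain.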

While we found that eIF4B promoted TE of RNAs associated with specific gene ontology classes in response to urea, deletion of the NTD also led to relative increases in TE of RNAs encoding proteins associated with cytoplasmic translation and ribosome biogenesis, which lack structure in their 5′UTRs. In fact, we found substantial overlap in our analysis of gene ontology enrichment for the most unstructured yeast mRNAs (Supplementary Figure S5) and eIF4B NTD-independent gene ontology (Supplementary Tables S7, S8). In some conditions it is likely that derepression of strong closed-loop mRNAs that promote growth could be equally or more detrimental to cells as not producing membrane associated proteins needed for a particular stress response. An analogous scenario has been described for eIF4G-phosphorylation-mediated control of mRNAs in response to glucose starvation in yeast (Chang and Huh, 2018). Reprogramming upon NTD deletion that increases translation of unstructured mRNAs could occur as a result of competition between structured and unstructured mRNA pools for degradation and/or translation machinery. In one scenario, eIF4B may be unable to engage 40S subunits using the NTD to enhance recruitment to structured mRNAs. Ribosomes not being loaded onto eIF4B NTD-dependent mRNAs may be more available to translate mRNAs that do not require eIF4B for ribosome transit through the 5′ UTR. In an alternative scenario, which is not mutually exclusive, increased structured mRNA lacking ribosomes may quench the degradation machinery in RNA granules to prevent proper turnover of housekeeping mRNAs. These additional questions will be of great interest in future work.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE139097.

# Supplementary material for: Deletion of the N-Terminal Domain of Yeast Eukaryotic Initiation Factor 4B Reprograms Translation and Reduces Growth in Urea
**Source:** Front Mol Biosci. 2022 Jan 3;8:787781. doi: 10.3389/fmolb.2021.787781
**Supplement:** Supplementary file 1

# Deletion of the N-terminal Domain of Yeast Eukaryotic Initiation Factor 4B Reprograms Translation and Reduces Growth in Urea

Xiaozhuo Liu<sup>1</sup>, Houtan Moshiri<sup>1</sup>, Qian He<sup>1</sup>, Ansuman Sahoo<sup>1</sup>, and Sarah E. Walker<sup>1,\*</sup>

## SUPPLEMENTARY MATERIALS

**Supplementary Table 1: Yeast strains used in this study**

| Strain Name | Genotype                                                                                                                                |
|-------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| YSW4        | <i>Mata, his3Δ1, leu2Δ0, ura3Δ0, met15Δ0, tif3Δ0</i>                                                                                    |
| YSW5        | <i>Mata, his3Δ1, leu2Δ0, ura3Δ0, met15Δ0, tif3Δ0 [pSW150:HIS3, LEU2, URA3, MET15, TIF3]</i>                                             |
| YSW6        | <i>Mata, his3Δ1, leu2Δ0, ura3Δ0, met15Δ0, tif3Δ0 [pSW151:HIS3, LEU2, URA3, MET15, tif3Δntd]</i>                                         |
| YSW7        | <i>Mata, his3Δ1, leu2Δ0, ura3Δ0, met15Δ0, tif3Δ0 [pSW152:HIS3, LEU2, URA3, MET15, tif3Δrrm]</i>                                         |
| YSW273      | <i>Mata, his3Δ1, leu2Δ0, ura3Δ0, met15Δ0, tif3Δ0 [pSW150:HIS3, LEU2, URA3, MET15, TIF3] [pAS48: KanR FIG2 5'UTR+1st 30-Venus]</i>       |
| YSW274      | <i>Mata, his3Δ1, leu2Δ0, ura3Δ0, met15Δ0, tif3Δ0 [pSW150:HIS3, LEU2, URA3, MET15, TIF3] [pAS49:KanR, VBA2 P+5'UTR+1st 30-Venus]</i>     |
| YSW277      | <i>Mata, his3Δ1, leu2Δ0, ura3Δ0, met15Δ0, tif3Δ0 [pSW151:HIS3, LEU2, URA3, MET15, tif3Δntd] [pAS48:KanR, FIG2 P+5'UTR+1st 30-Venus]</i> |
| YSW278      | <i>Mata, his3Δ1, leu2Δ0, ura3Δ0, met15Δ0, tif3Δ0 [pSW151:HIS3, LEU2, URA3, MET15, tif3Δntd] [pAS49:KanR, VBA2 P+5'UTR+1st 30-Venus]</i> |

**Supplementary Table 2: Plasmids used in this study**

| <b>Addgene ID</b> | <b>Plasmid Name</b> | <b>Relevant Gene(s)</b>                            | <b>Markers</b>             | <b>Parental Vector</b> | <b>Template or Parts Vectors</b>                                                                   | <b>Primers</b> |
|-------------------|---------------------|----------------------------------------------------|----------------------------|------------------------|----------------------------------------------------------------------------------------------------|----------------|
| 168033            | pSW150              | <i>TIF3-His6</i>                                   | His, Leu, Ura, Met         | pHLUM                  | pFJZ056                                                                                            | SW223/224      |
| 168034            | pSW151              | <i>tif3Δntd-His6</i>                               | His, Leu, Ura, Met         | pHLUM                  | pFJZ141                                                                                            | SW223/224      |
| 168035            | pSW152              | <i>tif3Δrrm-His6</i>                               | His, Leu, Ura, Met         | pHLUM                  | pFJZ140                                                                                            | SW223/224      |
| N/A               | pAS39               | <i>FIG2-P-5'UTR-First 30-Venus</i>                 | E. coli CamR               | pYTK001                | BY4741 DNA                                                                                         | AS160/171      |
| N/A               | pAS40               | <i>VBA2-P-5'UTR-First 30-Venus</i>                 | E. coli CamR               | pYTK001                | BY4741 DNA                                                                                         | AS164/170      |
| N/A               | pAS45               | <i>Intermediate vector for golden gate cloning</i> | Yeast KanR<br>E. coli AmpR | pYTK003                | (pYTK047)<br>(pYTK068)<br>(pYTK077)<br>(pYTK081)<br>(pYTK083)<br>(pAS39)<br>(pYTK045)<br>(pYTK053) | N/A            |
| 168036            | pAS48               | <i>FIG2-P-5'UTR-First 30-Venus</i>                 | Yeast KanR<br>E. coli AmpR | pAS45                  | (pYTK045)<br>(pYTK053)                                                                             | N/A            |
| 168037            | pAS49               | <i>VBA2-P-5'UTR-First 30-Venus</i>                 | Yeast KanR<br>E. coli AmpR | pAS45                  | (pAS40)<br>(pYTK045)<br>(pYTK053)                                                                  | N/A            |

(Parts Vectors for Golden Gate Assembly are indicated in Parentheses)

**Supplementary Table 3: Primers used in this study**

| <b>Primer (cloning)</b> | <b>Sequence</b>                                      |
|-------------------------|------------------------------------------------------|
| SW223                   | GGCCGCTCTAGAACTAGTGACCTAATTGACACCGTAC                |
| SW224                   | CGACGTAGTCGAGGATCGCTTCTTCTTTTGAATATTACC              |
| AS160                   | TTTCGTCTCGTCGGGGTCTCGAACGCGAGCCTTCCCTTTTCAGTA        |
| AS171                   | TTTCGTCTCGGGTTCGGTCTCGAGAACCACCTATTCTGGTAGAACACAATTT |
| AS164                   | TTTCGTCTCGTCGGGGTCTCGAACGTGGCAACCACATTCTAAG          |
| AS170                   | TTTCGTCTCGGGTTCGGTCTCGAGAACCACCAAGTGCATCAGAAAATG     |
| <b>Primer (RT)</b>      | <b>Sequence</b>                                      |
| ACT1/YFL039C            | CGTCTGGATTGGTGGTTCTATC, GGACCACTTTCGTCGTATTCTT       |
| ADH4/YGL256W            | TGCTGTCAACGATCCATCTAC, AGAGGCGGTGGAAACATAAG          |
| AGA1/YNR044W            | GTAAGTGAAGCCACGAGTACAT CAGACAAGGAGGAGGATGAAAG        |
| AGA2/YGL032C            | GAATCGACGCCGTACTCTTT, GGGTGAGAACCGCAATTACT           |
| FIG2/YCR089W            | GCAGTGTTGACAGGTTTGT, CTTATGGTGGTGGTAGCAGTAG          |
| FLUC                    | TCATCATGGACAGCAAGACC, CACGAAGTCGTACTCGTTGAA          |
| GCN4/YEL009C            | CCAGTTACCACTGACGATGTT, AGTTGTCGAGACTTCCAGATTG        |
| VBA2/YBR293W            | CCGAAGTGGTTGATTGGTCTAT, GCAGTAGCTTGGTCACTCTTAG       |
| YER186C                 | GTTTACCAGAGGTGGGTGATAG, CCTCCTTAGTTCTGCACATACA       |
| YOR015W                 | GCATACTTCAATCGATGTGTCTTC, AAATAGAGGAAAGGCAGAAGGAA    |

**Supplementary Table 4:**  
**Barcode information for RiboSeq and RNASeq library preparation**  
**(attached in a separate file)**

**Supplementary Table 5:****Stress conditions that significantly affected growth of the eIF4B NTD-deletion strain**

| <b>Chemical</b>         | <b>Panel</b>                  | <b>Average Height Difference (<math>\Delta ntd</math> vs WT)</b> |
|-------------------------|-------------------------------|------------------------------------------------------------------|
| 3% Urea                 | Osmolytes                     | -129                                                             |
| Trp-Ser                 | Peptide Nitrogen sources      | -113                                                             |
| Trp-Asp                 | Peptide Nitrogen sources      | -112                                                             |
| 4% Urea                 | Osmolytes                     | -109                                                             |
| Trp-Gly                 | Peptide Nitrogen sources      | -105                                                             |
| Trp-Ala                 | Peptide Nitrogen sources      | -103                                                             |
| Tyr-Ala                 | Peptide Nitrogen sources      | -101                                                             |
| Pro-Gln                 | Peptide Nitrogen sources      | -100                                                             |
| Tyr-Leu                 | Peptide Nitrogen sources      | -97                                                              |
| Lys-Ala                 | Peptide Nitrogen sources      | -97                                                              |
| Thiourea                | Phosphorus and Sulfur Sources | -94                                                              |
| 2% Urea                 | Osmolytes                     | -93                                                              |
| Apramycin sulfate       | Chemical Sensitivity          | -93                                                              |
| Tamoxifen               | Chemical Sensitivity          | -93                                                              |
| Phe-Ala                 | Peptide Nitrogen sources      | -92                                                              |
| Chromium (III) chloride | Chemical Sensitivity          | -89                                                              |
| L-Citrulline            | Nitrogen Sources              | -89                                                              |
| Tyr-Gln                 | Peptide Nitrogen sources      | -89                                                              |
| 6% Potassium chloride   | Osmolytes                     | -88                                                              |
| Met-Arg                 | Peptide Nitrogen sources      | -87                                                              |
| Ser-Met                 | Peptide Nitrogen sources      | -85                                                              |
| Cystathionine           | Phosphorus and Sulfur Sources | -83                                                              |
| Trp-Leu                 | Peptide Nitrogen sources      | -83                                                              |
| L-Cysteine              | Phosphorus and Sulfur Sources | -82                                                              |
| Met-Leu                 | Peptide Nitrogen sources      | -82                                                              |
| 5% Potassium Chloride   | Osmolytes                     | -82                                                              |
| Cobalt (II) chloride    | Chemical Sensitivity          | -82                                                              |
| m-Inositol              | Nutrient Supplements          | -82                                                              |
| Met-Gln                 | Peptide Nitrogen sources      | -81                                                              |
| Poly-L-lysine           | Chemical Sensitivity          | -81                                                              |
| Thr-Arg                 | Peptide Nitrogen sources      | -80                                                              |
| Caffeine                | Chemical Sensitivity          | -80                                                              |
| Cysteamine              | Phosphorus and Sulfur Sources | -80                                                              |

**Supplementary Table 6:**

**Comparison of RNAseq, Riboseq and Translation efficiency  
(attached in a separate file)**

**Supplementary Table 7: Gene ontology enrichment for mRNAs with  $\geq 1.5$ -fold increased translational efficiency in  $\Delta ntd$  in response to urea**

| GO term                                              | p-Value  |
|------------------------------------------------------|----------|
| Cytoplasm                                            | 5.39E-07 |
| Oxidation-reduction process                          | 4.13E-05 |
| Energy reserve metabolic process associated          | 1.54E-03 |
| Mitochondrion                                        | 5.83E-03 |
| Protein refolding                                    | 1.24E-02 |
| Mitochondrial envelope                               | 1.94E-02 |
| Response to temperature stimulus associated          | 2.05E-02 |
| Cellular response to chemical stimulus               | 2.32E-02 |
| Cellular response to oxidative stress                | 2.62E-02 |
| Carbohydrate metabolic process associated            | 3.18E-02 |
| Purine ribonucleoside triphosphate metabolic process | 4.45E-02 |
| Oxidoreductase activity associated                   | 4.89E-02 |

**Supplementary Table 8: Gene ontology enrichment for mRNAs with  $\geq 1.5$ -fold increased translational efficiency in  $\Delta ntd$  without urea**

| GO term                                      | p-Value  |
|----------------------------------------------|----------|
| Cytosolic ribosome                           | 1.26E-35 |
| Cytoplasmic translation                      | 2.66E-30 |
| Ribonucleoprotein complex                    | 8.17E-11 |
| Translational elongation                     | 4.44E-10 |
| Organonitrogen compound biosynthetic process | 2.99E-08 |
| Cytosol                                      | 5.81E-08 |
| Cellular amide biosynthetic process          | 2.57E-07 |
| Translation                                  | 4.16E-07 |
| Peptide biosynthetic process                 | 5.44E-07 |
| Organonitrogen compound metabolic process    | 2.08E-06 |
| Peptide metabolic process                    | 3.99E-06 |
| Translational frameshifting                  | 2.76E-03 |
| Non-membrane-bounded organelle               | 3.63E-03 |
| Carboxylic acid metabolic process            | 7.57E-03 |

**Supplementary Table 9: Gene ontology enrichment for mRNAs with  $\geq 1.5$ -fold decreased translational efficiency in  $\Delta ntd$  without urea**

| GO term                                  | p-Value  |
|------------------------------------------|----------|
| Intracellular membrane-bounded organelle | 5.95E-03 |
| Membrane-bounded organelle               | 8.32E-03 |

### Supplementary Table 10

Summary of P/M ratio from qRT-PCR for Polysome Gradient Fractions shown in Figure S4 and TE change from Ribosome profiling for selected genes

|                |             | qRT-PCR for Polysome Gradient Fractions |                  |                                    | Ribosome Profiling                |          |
|----------------|-------------|-----------------------------------------|------------------|------------------------------------|-----------------------------------|----------|
|                |             | P/M<br>(SD Media)                       | P/M<br>(3% Urea) | Fold change of P/M<br>(3% Urea/SD) | Fold change of TE<br>(3% Urea/SD) | FDR      |
| <b>AGA1</b>    | WT          | 1.4                                     | 7.25             | 5.18                               | 4.21                              | 4.10E-04 |
|                | <i>Δntd</i> | 0.54                                    | 0.46             | -1.17                              | -0.71                             | 4.80E-01 |
| <b>AGA2</b>    | WT          | 5.39                                    | 7.49             | 1.39                               | 1.17                              | NA       |
|                | <i>Δntd</i> | 3.43                                    | 1.8              | -1.91                              | -3.11                             | 7.63E-03 |
| <b>FIG2</b>    | WT          | 0.52                                    | 1.18             | 2.27                               | 15.19                             | NA       |
|                | <i>Δntd</i> | 0.28                                    | 0.23             | -1.22                              | -1.60                             | 5.60E-01 |
| <b>YOR015W</b> | WT          | 2.08                                    | 3.75             | 1.80                               | 2.82                              | NA       |
|                | <i>Δntd</i> | 1.18                                    | 0.89             | -1.33                              | -1.44                             | 9.10E-01 |
| <b>VBA2</b>    | WT          | 0.97                                    | 2.03             | 2.09                               | 1.56                              | NA       |
|                | <i>Δntd</i> | 0.5                                     | 0.53             | -0.94                              | -1.45                             | 5.40E-01 |
| <b>GCN4</b>    | WT          | 1.12                                    | 1.9              | 1.70                               | 2.66                              | 1.30E-12 |
|                | <i>Δntd</i> | 1                                       | 1.12             | 1.12                               | 0.99                              | 9.80E-01 |
| <b>ACT1</b>    | WT          | 3.51                                    | 5.17             | 1.47                               | 1.06                              | 9.80E-01 |
|                | <i>Δntd</i> | 3.2                                     | 3.83             | 1.20                               | 1.58                              | 3.80E-02 |
| <b>YER186C</b> | WT          | 1.17                                    | 1.87             | 1.60                               | 1.64                              | NA       |
|                | <i>Δntd</i> | 0.66                                    | 0.53             | -1.25                              | -11.71                            | 1.30E-01 |
| <b>ADH4</b>    | WT          | 1.61                                    | 2.6              | 1.61                               | 1.67                              | NA       |
|                | <i>Δntd</i> | 0.67                                    | 0.49             | -1.37                              | -1.04                             | 9.50E-01 |

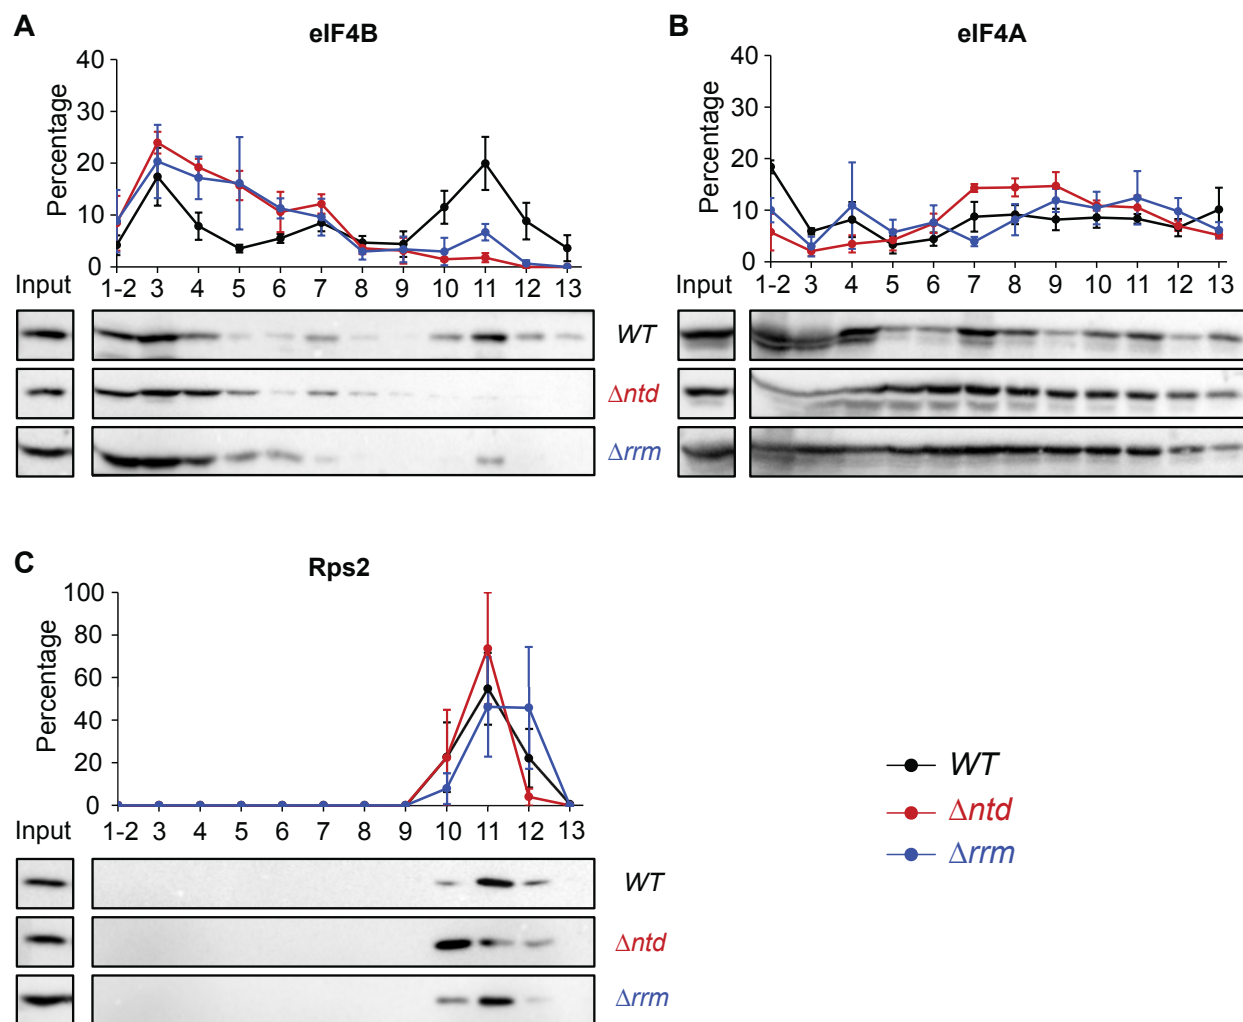

**Supplementary Figure 1: eIF4B comigrates with both small subunits and mRNPs in gradients following formaldehyde crosslinking.**

Strains harboring WT (black),  $\Delta ntd$  (red), and  $\Delta rrm$  (blue) eIF4B were grown in SD media prior to formaldehyde crosslinking. Protein precipitates from lysates were separated on 7.5-30% sucrose gradients and blotted for eIF4B-His6 (A), yeast eIF4A (B), or small subunit protein Rps2 (C).

## Supplementary Figure 2

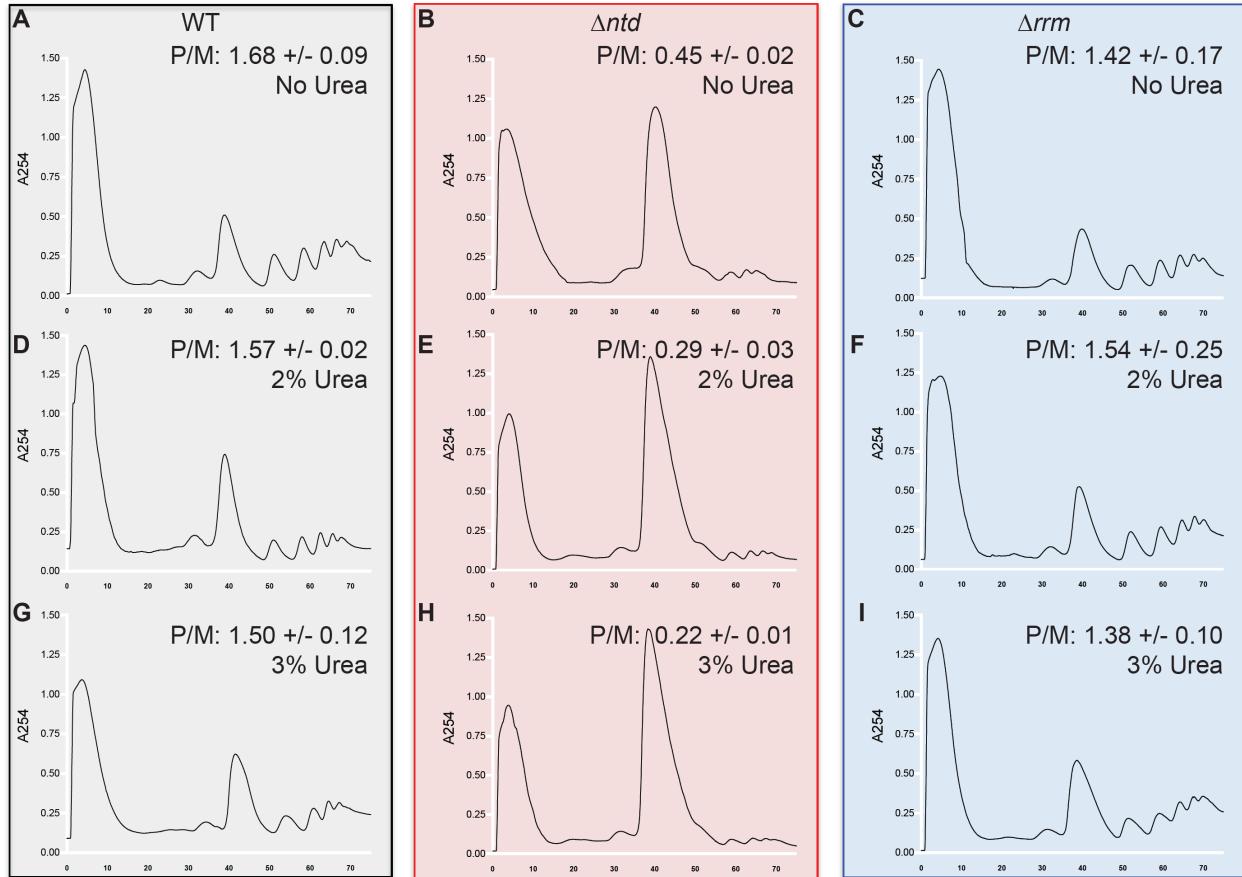

**Supplementary Figure 2: Polysome to monosome ratios show both the NTD of eIF4B and Urea conferred changes in the number of ribosomes loaded per mRNA.**

Representative sucrose gradient analysis for calculating polysome to monosome changes for no urea (A-C) 2% urea (D-F) and 3% Urea (G-I) in cells harboring WT eIF4B (A, D, G),  $\Delta ntd$  (B, E, H), or  $\Delta rrm$  (C, F, I). Deletion of the NTD globally repressed translation, while addition of urea conferred further decreases. The low level of translating ribosomes in the  $\Delta ntd$  mutant makes the increase in monosomes upon urea addition more apparent by eye than the reduction in polysomes.

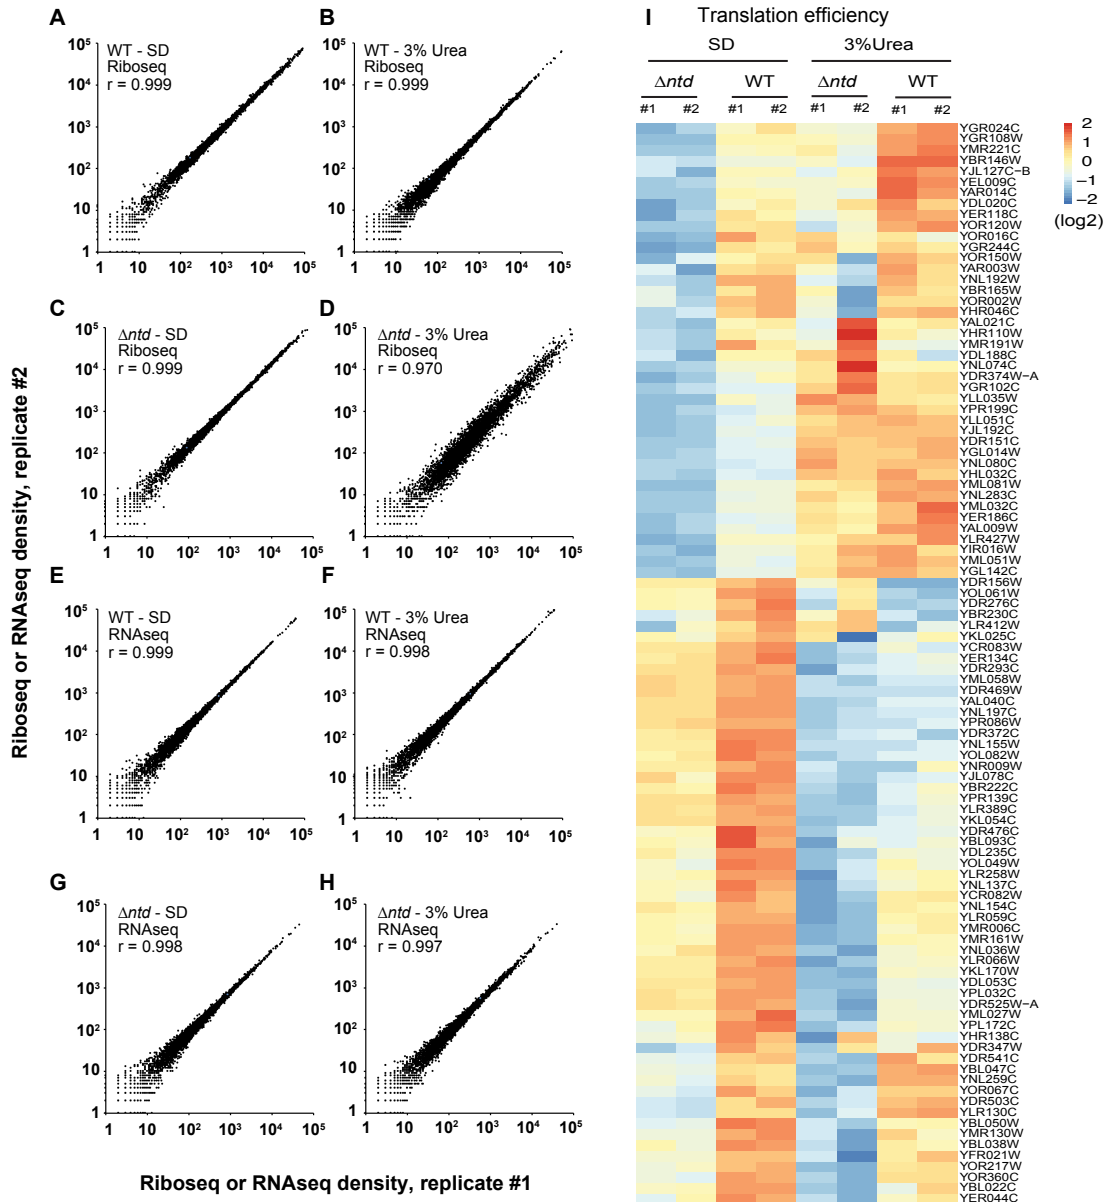

**Supplementary Figure 3: Riboseq and RNaseq reads are reproducible for independent replicates and show clustered changes in TE in response to urea and NTD mutation.**

Riboseq (A-D) and RNaseq (E-H) densities on individual mRNAs were compared for two biological replicates of WT and NTD deletion mutants with and without urea to determine reproducibility of samples. Pearson correlation coefficients ( $r$ ) were calculated from each comparison plot. (I) Heatmap of differential translation efficiencies (TE) for mRNAs with largest TE change in NTD deletion mutant as compared to WT.

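The heatmap ranks RNAs by how far their TE in ∆ntd departs from WT. In the deposited counts, the largest rises in ∆ntd without urea past an adjusted p-value of 0.05 were those of YHR033W, with a log2 fold change of 3.16 (standard error 0.46, adjusted p = 0.00147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), RPS8A and ENO2. ENO2 rose by 1.63 (standard error 0.14, adjusted p = 2.22e-05), and 42.4% of its 28-nt windows also occur in ENO1. YHR033W had only 2 and 4 footprints in the WT cultures without urea, and its rise ran from 2.56 to 3.86 without replicate 1 or 2 of WT in SD. In urea, the largest rises were those of YGL088W, at 4.36 (standard error 1.07, adjusted p = 0.00892), COS5, at 3.18 (standard error 1.01, adjusted p = 0.0323), and MBR1, at least 4.96-fold. YGL088W overlaps SNR10, and COS5 shares 92.4% of its windows with other genes of its family, so both are uncertain. With a culture left out, YGL088W ran from 2.79 to 5.63 and COS5 from 2.52 to 4.06, both lowest without replicate 2 of ∆ntd in urea and highest without replicate 1 of WT in urea, so the order of these rises is not settled. COS5 had an adjusted p of 0.0718 in a fit of only the compared groups. After FIG2, the largest falls in urea were those of YBR012W-B, at least 1.12-fold, and CSS2, at least 4.73-fold. YBR012W-B belongs to a Ty element and shares 96.1% of its windows with other genes, so its count is uncertain, and its adjusted p-value was above 0.05 in 4 of 8 alternative settings.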

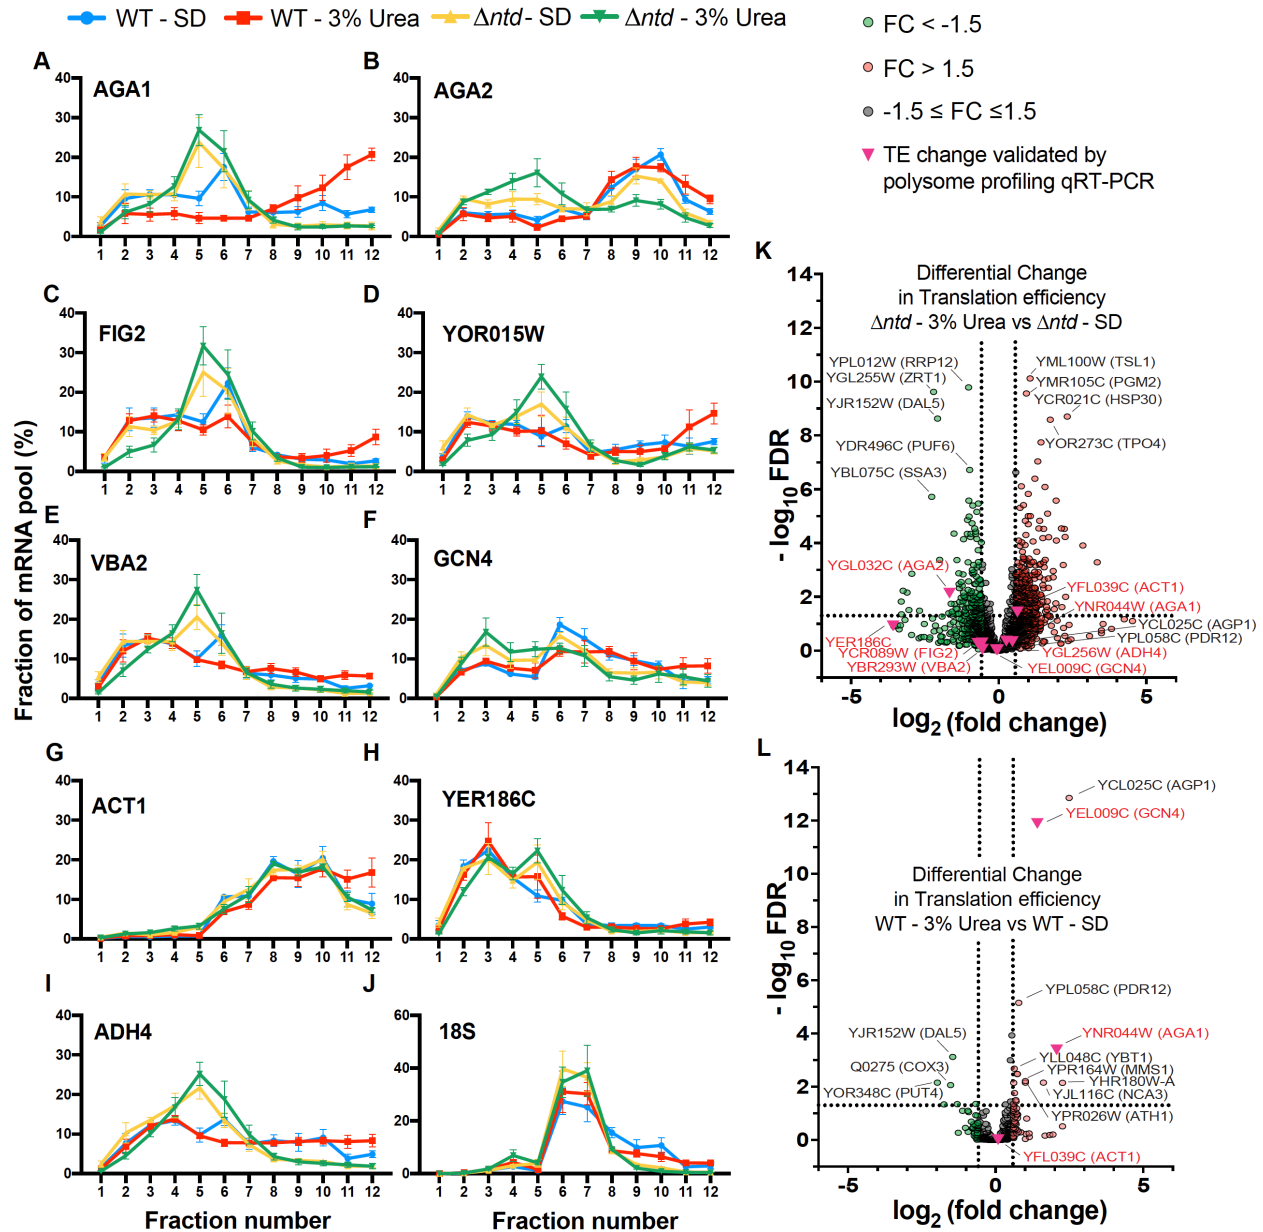

Supplementary Figure 4

**Supplementary Figure 4: Deletion of the NTD of eIF4B and exposure to urea promote TE changes. A-J** qRT-PCR of gradient fractions for: WT without urea (blue), WT with 3% urea (red),  $\Delta ntd$  without urea (yellow), and  $\Delta ntd$  with 3% urea (green). Values were normalized to RNA spike-in control in each fraction and plotted as percentage of RNA in all fractions. Results from three biological replicates  $\pm$  SEM are shown. The mRNAs showing increased association with polysome-containing fractions (Fractions 8-12) in WT in response to 3% urea (red) are: *AGAI*, *FIG2*, and *YOR015W* (note: *FIG2* and *AGAI* are paralogs); while genes showing decreased association with polysome-containing fractions as a result of NTD-deletion (green and yellow) are *AGAI*, *FIG2*, *YOR015W*, *VBA2*, and *ADH4*. *AGA2* shows decreased polysome association upon NTD deletion and further modest decreases in urea. 18S rRNA shows decreased levels in polysomes as a function of urea and the NTD, and verifies 40S and ribosome location. (K-L) Volcano plots showing urea-dependent differential changes of translation efficiency in NTD deletion mutant (K) and in WT (L).

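A volcano plot sets the size of each TE change against the FDR of its test. The 11 RNAs labelled for ∆ntd (panel K) had log2 TE changes with urea in ∆ntd between -2.25 and 2.31, and 9 of them had an adjusted p-value under 0.05 over all genes, the same number as when adjusted over the list alone. SSA3 fell by 2.25 on the log2 scale (standard error 0.27, adjusted p = 0.00065 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and HSP30 rose by 2.31 (standard error 0.30, adjusted p = 0.000956). In a fit of only the ∆ntd groups, 1 of the 11 RNAs, ZRT1, passed the threshold. A fit with a variance for each group, added after the data were seen, called 8 of the 11 and left out SSA3 (adjusted p = 0.0921). AGP1 and PDR12 did not pass over all genes, with changes of 0.29 (adjusted p = 0.404) and -0.02 (adjusted p = 0.946, and 0.06 without replicate 2 of ∆ntd in urea). The 10 RNAs labelled for WT (panel L) had log2 TE changes with urea in WT between -2.0 and 2.44. Of these, 3 had an adjusted p-value under 0.05 over all genes and 10 when adjusted over the list alone, which is not independent evidence because the study chose the labels on these libraries. DESeq2's Wald test called 8 of them, the fit with a variance for each group 9, and a fit of only the WT groups all 10. AGP1 rose by 2.44 (standard error 0.29, adjusted p = 0.00103, and by 1.77 without replicate 1 of WT in SD) and PDR12 by 0.74 (standard error 0.12, adjusted p = 0.0265, and 2.61e-06 to 0.173 over 9 alternative settings), and COX3 fell by 1.56 on the log2 scale (standard error 0.23, adjusted p = 0.0103). FIT3, which carries no label, rose by 2.04 (standard error 0.30, adjusted p = 0.00918). AGP1 shares 1.1% of its 28-nt windows with GNP1, and COX3 had 11 and 8 footprints in the WT cultures with urea. COX3 is encoded by mitochondrial DNA. The adjusted p-value of the COX3 fall ran from 0.000638 to 0.422 over 8 alternative settings, the highest with the libraries thinned.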

A

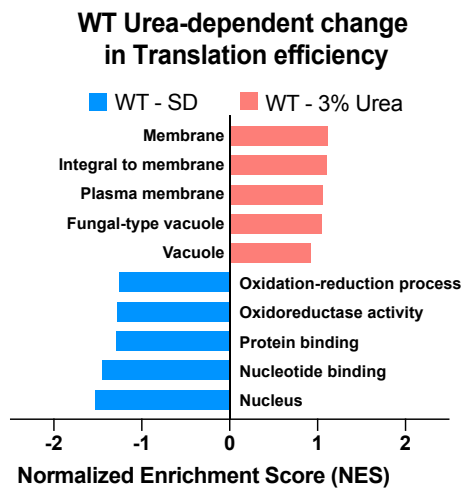

B

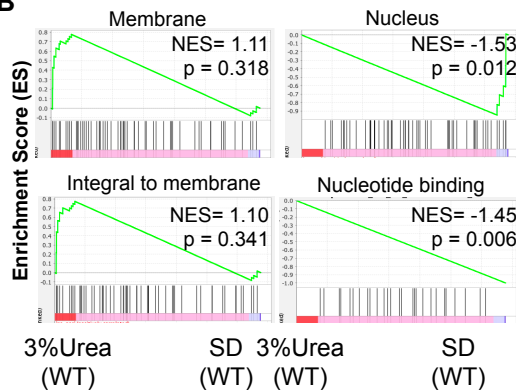

C

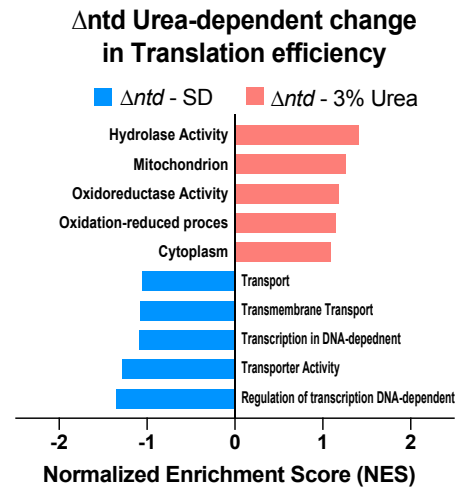

D

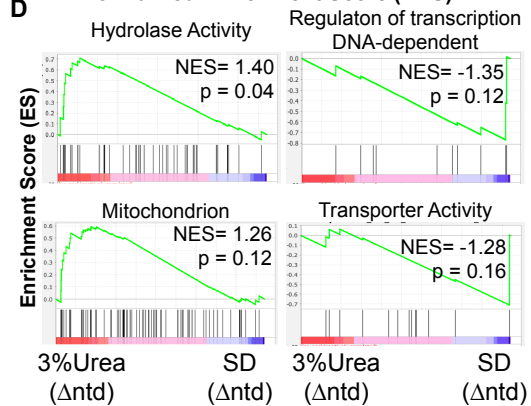

**Supplementary Figure 5: Gene set enrichment analysis (GSEA) on ranked lists of mRNAs based on their TE change in response to 3% urea in WT (A, B) and NTD-deletion mutant (C, D).** (A, B) GSEA showing enrichment of membrane, integral to membrane, plasma membrane gene signature in WT in response to 3% Urea, and enrichment of nucleus, nucleotide binding in WT in SD condition. (C, D) GSEA showing enrichment of hydrolase activity, mitochondrion gene signature in NTD-deletion mutant in response to 3% Urea, and enrichment of regulation of transcription DNA-dependent, transporter activity in NTD-deletion mutant in SD condition.

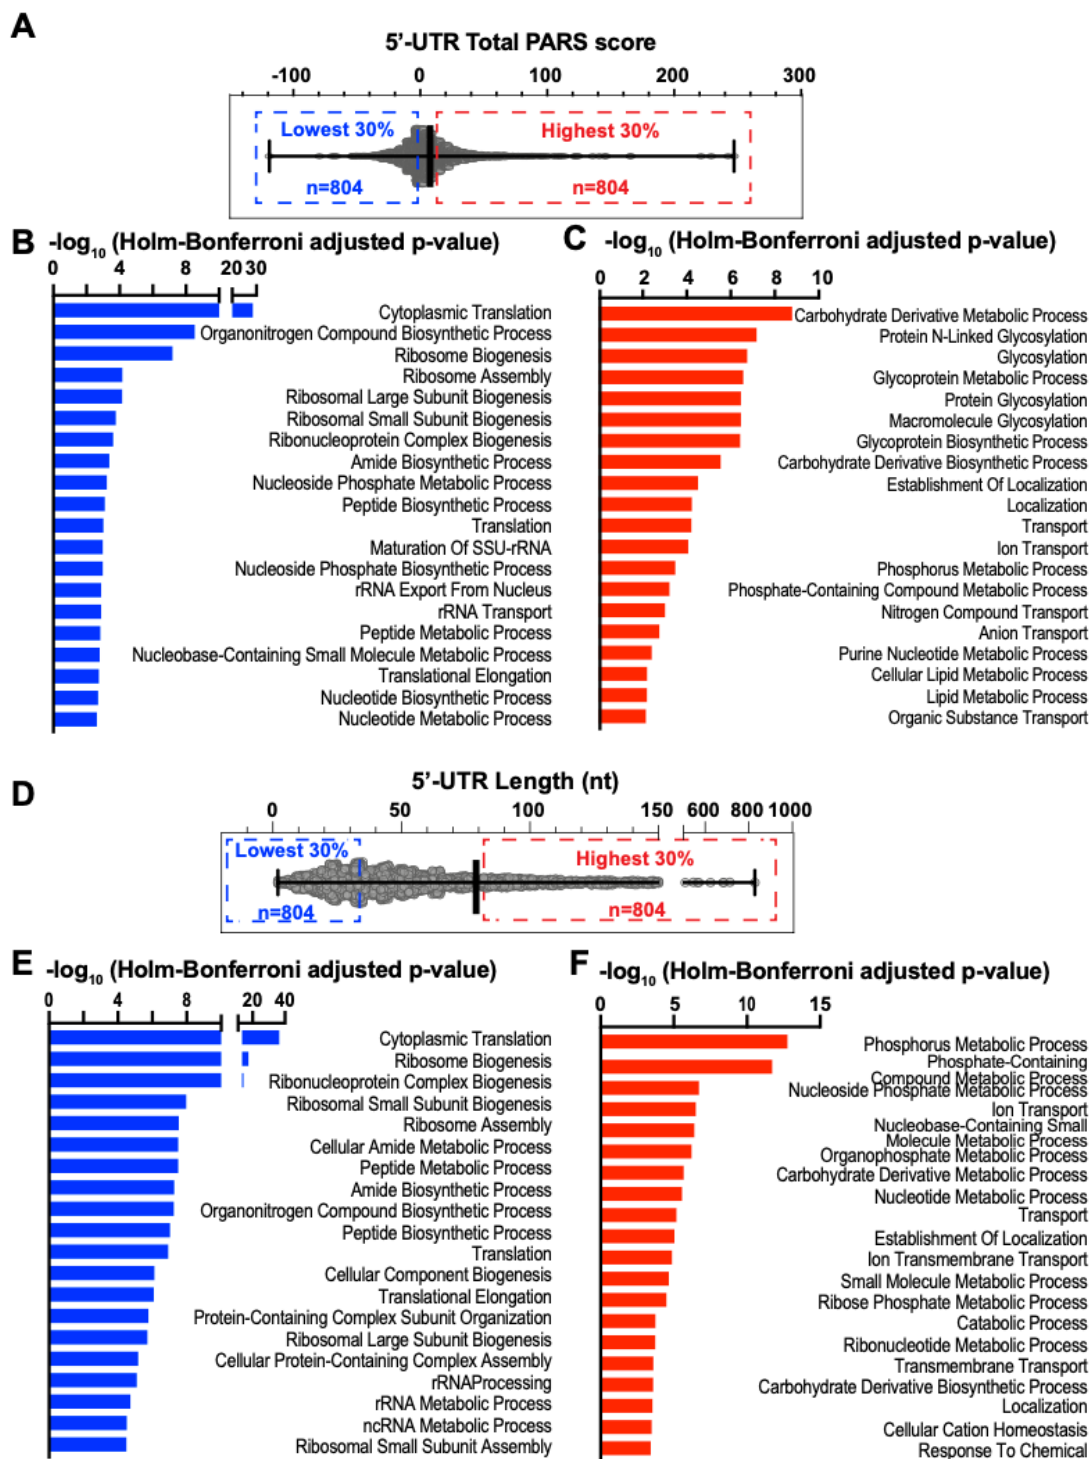

**Supplementary Figure 6: Gene ontology analysis for yeast mRNAs grouped based on 5'UTR length (D-F) and propensity for involvement in secondary structure (A-C.)** Total 5'UTR PARS scores (A) and Lengths of 5'UTRs (D) for all yeast mRNAs were ranked, and the 30% highest (C, F) and lowest (B, E) for each ranking were analyzed for gene ontology enrichment at Yeastmine.

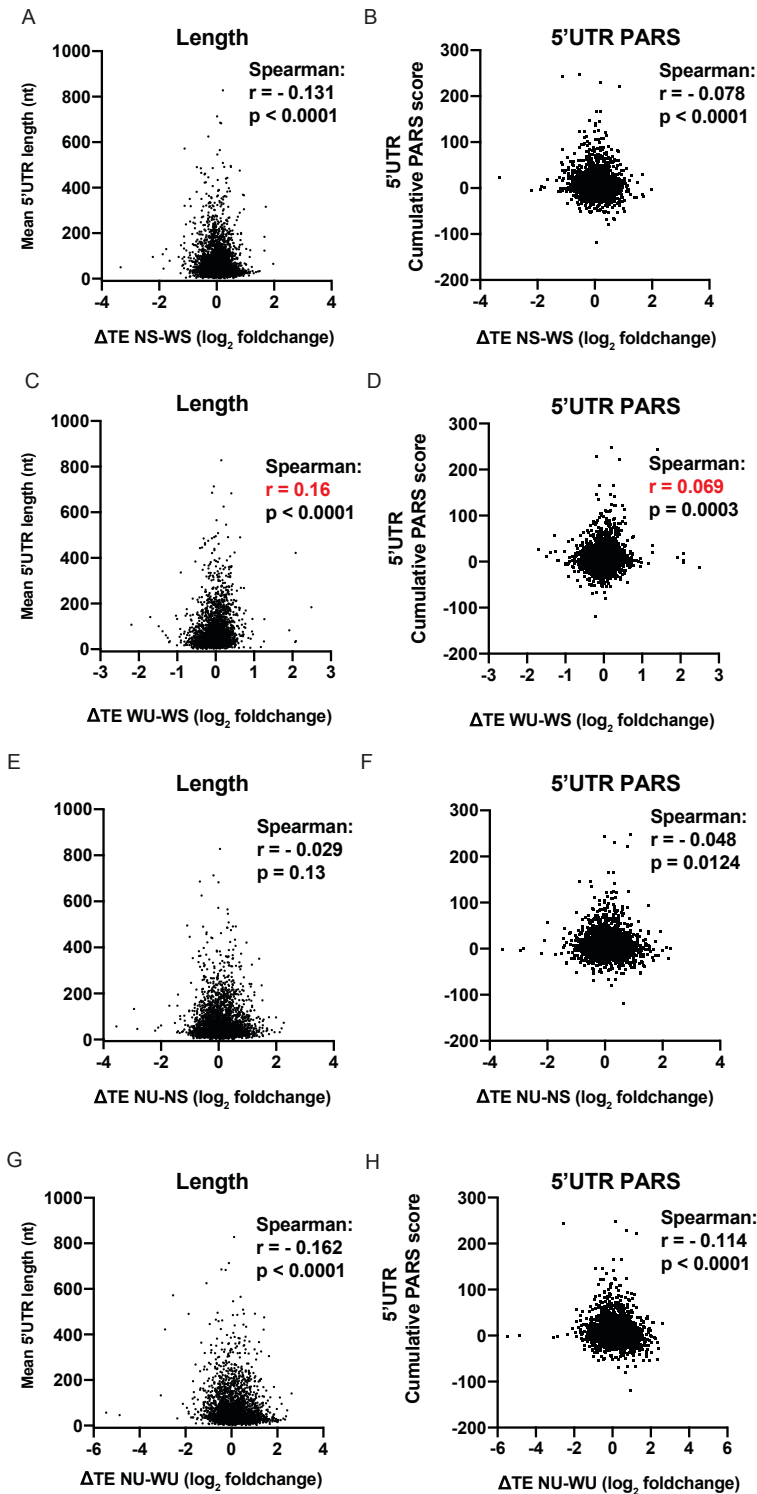

**Supplementary Figure 7:** Correlation of 5'-UTR length and TE change in *Δntd* vs. *WT* in SD media (NS-WS) (A), or in *WT* 3% Urea vs. *WT* SD condition (WU-WS) (C), or in in *Δntd* 3% urea vs. *Δntd* SD condition (NU-NS) (E), or in *Δntd* vs. *WT* in 3% urea. (G). Correlation of 5'-UTR PARS score and TE change in *Δntd* vs. *WT* in SD media (NU-WU) (B), or in *WT* 3% Urea vs. *WT* SD condition (D), or in in *Δntd* 3% Urea vs. *Δntd* SD condition (F), or in *Δntd* vs. *WT* in 3% urea. (H).

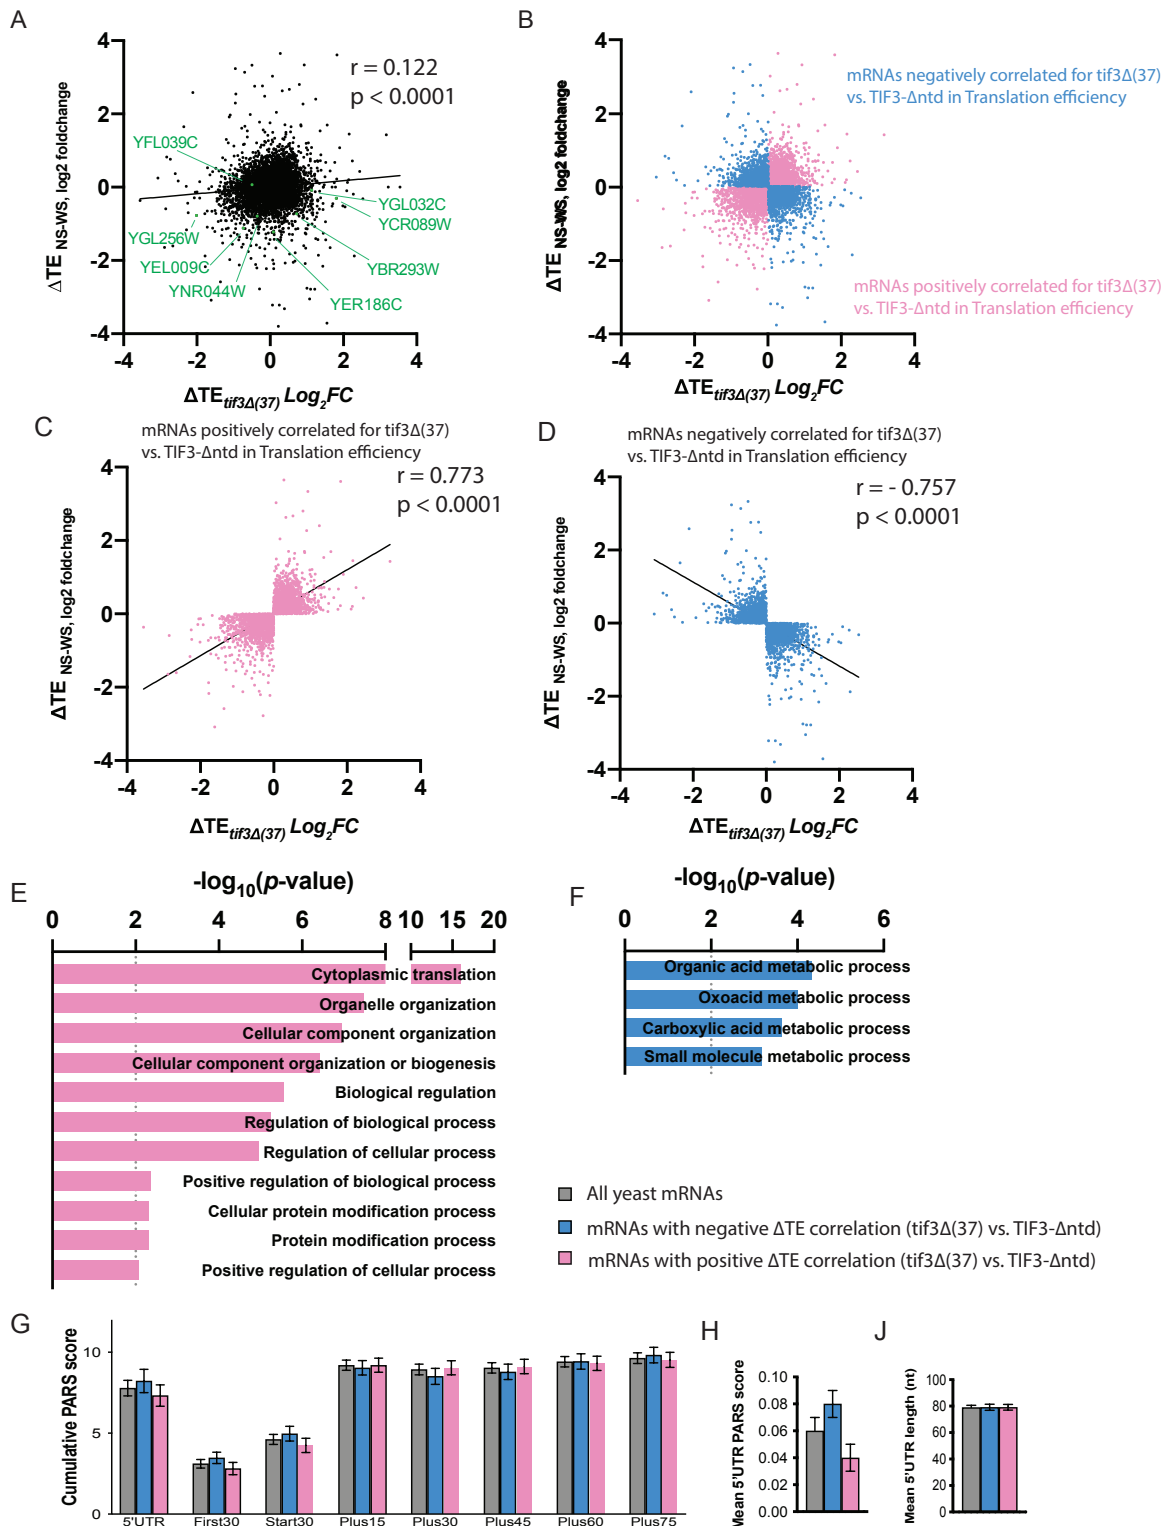

**Supplementary Figure 8: Correlation of TE change in *tif3Δ(37)* versus TE change in *Δntd*.** (A) Scatter plot showing the correlation of TE changes in *tif3Δ(37)* and *Δntd*. Pearson correlation coefficient is shown. (B) RNAs were further divide into two groups: (C) RNAs showing correlated changes in TE in *tif3Δ(37)* vs. *Δntd*; and (D) RNAs anticorrelated for change in TE in *tif3Δ(37)* vs. *Δntd*. PARS (G-J) and Gene ontology analysis for correlated(E) and anticorrelated (F) RNAs.

How the deposited data were processed for this re-analysis (not part of the article)

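RNAseq and Riboseq libraries came from 8 yeast cultures, with 2 cultures of each strain (WT and ∆ntd) in SD without urea and 2 in SD with 3% urea, and both libraries of a culture came from the same extract. The deposited table holds 1 column of counts for each of the 16 libraries, and all of them were used. It lists 6692 genes, of which 378 have no count in any library and 6008 are found in the reference annotation by their systematic name. The table also holds the authors' own log2 fold changes and false discovery rates from DESeq2. These were used only for comparison with the values that the paper reports, where they are called the authors' deposited table.

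The authors trimmed linkers, removed reads on non-coding RNAs, aligned the remaining reads to the SGD transcriptome and counted uniquely mapped reads per transcript on the RiboGalaxy platform. The counts are whole numbers without normalization. Footprints of 25 to 35 nt were selected on a gel. The paper's text does not name the mismatches allowed in alignment, any filter on read length after sequencing or the part of the transcript that was counted. Unique mapping discards reads shared by near-identical genes, so counts of paralogs and of genes within Ty elements are uncertain. To find such genes, the coding sequence of each named gene was read as windows of 28 nt, and the percentage of windows that also occur in another gene was computed. The paper aligned reads to a named SGD release of the S288C genome, and the annotation used here is the RefSeq copy of the R64 genome, so coordinates are given from the latter and counts are joined by name alone.

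Between 1888481 and 5169546 reads were counted per RNAseq library, with a median of 2844506, and between 3067506 and 17380262 footprints per Riboseq library, with a median of 9867858. The group medians in Riboseq were 15814604 in WT without urea, 3935684 in WT with urea, 10952676.5 in ∆ntd without urea and 8810522.5 in ∆ntd with urea. A group whose libraries all had 3 counts or fewer for a gene was treated as at the floor. A fold change against such a group is given as a lower bound, computed at the floor of 3 counts.

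Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The choices given from here on were made before the data were examined, except where it is said that they were made later. Genes were kept by filterByExpr within each assay, which left 5486 genes in RNAseq and 5286 in Riboseq. The 5251 genes kept in both were tested for TE. Library sizes were scaled by TMM within each assay. RNAseq and Riboseq were each fitted with a mean for each of the 4 groups. TE was fitted over all 16 libraries with a mean for each group in each assay, and a TE change is the Riboseq change minus the RNAseq change. Each gene was tested with the quasi-likelihood F test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The comparisons were urea against no urea in WT, urea against no urea in ∆ntd, ∆ntd against WT without urea, ∆ntd against WT with urea, and the difference between the urea responses of the strains. Fitted fold changes used a prior count of 0.125. Standard errors were derived from the log2 fold change and the F statistic.

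The lists of RNAs that changed at least 1.5-fold (0.585 on the log2 scale) carry no test, since the paper's text names a fold and no test for them, and cover the 5251 genes tested for TE. Their overlap was tested with Fisher's exact test, two-sided. Correlations of the urea response between strains are Pearson's r and Spearman's rho of fitted changes across those genes. Correlations between replicates are Pearson's r of the counts and of log2(CPM + 1). The biological coefficient of variation was estimated by edgeR for each group on its own, from its 2 libraries.

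Genes are named by a rule. It takes 39 genes that the paper names in connection with ribosome profiling, the targeted gene and the plasmid markers. It adds, among genes with an adjusted p-value under 0.05 whose replicates in one group lie beyond both of the other, the 3 largest rises and 3 largest falls of each TE comparison and the 2 largest in each direction of the RNAseq and Riboseq comparisons. Ranks follow the fitted fold change, also for genes whose fold is given as a bound. Beyond the rule, 32 pairs of gene and comparison were added to the tables of named genes after their values were seen, because the text prints them.

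A total of 10 gene sets were drawn up from the paper's terms and from the genes it names, most of which the paper found on these same libraries, so a call of such a set is not independent evidence. They are the cytosolic ribosomal proteins, mitochondrial ribosomal proteins, glycosylation and mannosylation, the cell wall, plasma membrane transporters, pheromone-induced and mating genes, a-specific genes, alpha-specific genes, urea and allantoin catabolism, and GCN4-dependent amino acid biosynthesis. For TE they were tested with limma's camera at a preset correlation of 0.01 on the log2 ratio of Riboseq to RNAseq CPM of each culture, with adjustment over sets and the 4 comparisons. The alpha-specific set had 2 of its 5 genes tested for TE and was left out there, so 9 sets remained. Gene Ontology terms came from the reference annotation, which carries terms with experimental or direct evidence for 5098 of the 5251 genes. They were gathered by name, without parent terms, into 14 groups after it was seen which terms the annotation holds. The groups were tested in 8 lists with Fisher's exact test, one-sided, adjusted over all 112 tests. Coding length, coding GC content, and the GC content and folding energy (RNAfold 2.7.2, default settings) of the 50 nt upstream of each start codon were computed from the reference for 5239 genes, 99.8% of those tested for TE. Lists were compared with 10000 random gene lists and with 2000 lists matched on coding length or coding GC content.

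The alternatives tried were DESeq2's Wald test, DESeq2's size factors within edgeR, no filter on low counts, a filter of at least 10 counts in every library, a fit of only the groups compared, a block for the replicate number, a term for each culture in TE, binomial thinning of each assay's libraries to the shallowest one (seed 1), a prior count of 2, the genes for which the authors' deposited table gives every fold change, fry and camera with an estimated correlation, and leaving out each culture in turn. The prior count changes fold changes and no test, so it was used for lists by fold and for correlations and not for calls. A threshold of 0.01 on the adjusted p-value beside the 1.5-fold lists, counts from the authors' deposited table, correlations over as many genes as the paper gives for them, an RNAseq fit scaled by library totals alone, and a TE fit with a variance for each of the 8 groups of libraries (limma's voomWithQualityWeights with weights by group) were added after seeing the data. Where the text gives a range over alternative settings for a TE change of a gene, that fit is among them.

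The replicate numbers were checked as possible pairs. Across genes, the replicate difference in RNAseq correlated with the replicate difference in Riboseq of the same cultures at r of -0.026 to 0.028 over the 4 groups. Between groups, the replicate differences correlated at -0.026 to 0.041 in RNAseq and at -0.358 to 0.063 in Riboseq. Cultures were therefore not paired across conditions, and the replicate block is an alternative only. The 16 libraries were sequenced in 2 lanes, and neither the paper's text nor the sample labels say which library ran in which, so a difference between lanes could not be tested. An outlier test needs 4 samples per group and other splits of the samples need 3 per group, so neither was run with 2 cultures per group.

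The fits were tested on simulated data with 200 genes changed 3-fold and the group sizes of the real libraries. The simulated spread was alike in all groups. In the real Riboseq libraries the coefficient of variation was 0.241 in ∆ntd with urea and 0.0409 to 0.0563 in the other groups. Recovery was thus not measured at the spread of ∆ntd with urea. For the TE response in ∆ntd, edgeR called 190 of the 200 changed genes (95%) and 5 of the others, and DESeq2 called 188 and 5. For the difference between the responses in TE, edgeR called 176 (88%) and 7 others. With no change simulated, edgeR made no TE call in WT. In a test of camera, the raised set among 10 sets of 50 genes had a p-value of 5.08e-41 and 0 of the other sets fell under 0.05. Data with no change at all, drawn 20 times with the spread of each group, were used to see how many genes pass by noise.

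Polysome profiles, western blots, growth and phenotype screens, reporter assays and the published PARS scores have no processed data among the deposited counts and were left out. The supplementary table of all TE values was available only in part and was not used.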

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

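All 3 tests of technical explanations in this part were chosen after the results they address had been seen.

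The response of RNA levels to urea differed between the strains. In a test of the difference between the responses, 573 of 5486 genes had an adjusted p-value under 0.05 (240 with a higher log2 change in ∆ntd than in WT, 333 with a lower one), and 1258 had an unadjusted p-value under 0.05. Lower depth of the ∆ntd RNAseq libraries was tested by thinning every RNAseq library to the shallowest one. This gave 399 calls, of which 372 were among the 573, so depth accounts for at most part of the difference. A few genes taking most of the counts would move all other genes the same way. Scaled by library totals alone, which centres no genes and was added after the data were seen, 567 genes were called (310 higher and 257 lower), with 45.3% in the rarer direction, which argues against such a shift as the whole cause. Of the 567, 497 were among the 573. With DESeq2's size factors 574 genes were called. DESeq2's Wald test gave 264 calls, and the other filters on low counts and a block for the replicate number gave 552 to 650. The rule for naming genes singles out none for this comparison, but HO and PHO84, which it names for another one, differed in their response. With urea, HO RNA changed by -3.49 on the log2 scale in ∆ntd and by -0.24 in WT, and PHO84 RNA by -2.74 in ∆ntd and 0.93 in WT. The difference between the responses was -3.24 on the log2 scale for HO (standard error 0.225, adjusted p = 8.65e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -3.67 for PHO84 (standard error 0.42, adjusted p = 1.51e-07). Without replicate 1 of ∆ntd in urea, the PHO84 change in ∆ntd was -3.45 and the difference -4.37. An effect of the NTD on the response of RNA levels to urea stays open as a hypothesis and so does any other difference between the strains, since strain and genotype cannot be separated with 1 strain of each.

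The response of footprints to urea also differed between the strains. The test of the difference gave 442 of 5286 genes with an adjusted p-value under 0.05 (260 with a higher log2 change in ∆ntd, 182 with a lower one), and 1544 with an unadjusted p-value under 0.05. The balance of directions depended on the setting. DESeq2's Wald test gave 407 genes higher and 290 lower, thinned libraries 173 and 117, DESeq2's size factors within edgeR 201 and 202, and a block for the replicate number 69 each way. The number depended on the setting, with 697 genes from DESeq2's Wald test, 290 after thinning and 138 with a block for the replicate number. All 138 of these, 264 of the 290 and 417 of the 697 were among the 442. This comparison includes ∆ntd with urea, whose Riboseq replicates lie further apart than those of the other groups, and a fit of 2 groups alone gives no result for the difference. How much of the number comes from that spread was not tested.

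For TE, the test of the difference gave 32 of 5251 genes with an adjusted p-value under 0.05 (14 higher and 18 lower in ∆ntd), and 958 with an unadjusted p-value under 0.05. With DESeq2's size factors it gave 22 genes, 6 higher and 16 lower. With DESeq2's Wald test it gave 104 genes (55 higher and 49 lower), with thinned libraries 8 genes (0 higher and 8 lower, where 838 genes had an unadjusted p-value under 0.05), with a block for the replicate number 1 gene and with a term for each culture 0 genes, where 945 genes had an unadjusted p-value under 0.05. With a variance for each group, a setting added after the data were seen, it gave 221 genes (184 higher and 37 lower), 28 of them among the 32. Both the number and the balance of directions thus depended on the setting. The largest differences toward ∆ntd were those of SFT1 (2.44, standard error 0.50, adjusted p = 0.0443 from edgeR's quasi-likelihood test), COX3 (1.75, standard error 0.34, adjusted p = 0.037) and MRX3 (1.60, standard error 0.34, adjusted p = 0.0499). The largest toward WT, after FIG2, were those of AGP1 (-2.15, standard error 0.36, adjusted p = 0.0285) and SSA3 (-1.95, standard error 0.41, adjusted p = 0.0499). None of these 5, nor FIG2, passed under every alternative. Their adjusted p-values ran from 0.00464 to 0.138 for SFT1, from 0.0255 to 0.486 for COX3, from 0.0157 to 0.121 for MRX3, from 6.37e-06 to 0.079 for AGP1 and from 0.0504 to 0.224 for SSA3, over 8 alternatives for AGP1 and 7 for each of the others. The AGP1 difference was -1.48 without replicate 1 of WT in SD. AGP1 shares 1.1% of its 28-nt windows with GNP1, and COX3 had 11 and 8 footprints in the WT cultures with urea. No technical or biological explanation was tested for these genes. COX3 is encoded by mitochondrial DNA, unlike the others named here.

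RNA levels differed between the strains in either medium, a comparison for which the paper presents DESeq2 results in a supplementary table. Genes that the paper's text does not discuss were among those that differed. Without urea, 2018 of 5486 genes had an adjusted p-value under 0.05 (961 higher and 1057 lower in ∆ntd), and with urea 2409 did (1177 higher and 1232 lower). A few genes taking most of the counts might move all other genes the same way. The 10 most abundant RNAs took 14.5 to 15.5% of the RNAseq counts in WT and 9.34 to 9.92% in ∆ntd. With DESeq2's size factors, 2024 genes differed without urea (903 higher and 1121 lower), of which 1960 were among the 2018, but both scalings correct for a few abundant RNAs. Scaled by library totals alone, a setting added after the data were seen, 2981 genes differed without urea (2550 higher and 431 lower), 1393 of them among the 2018. Of the 2981, 14.5% were lower. Abundant RNAs that fall would themselves be among these, so this share cannot tell whether such a shift is the whole cause. The number and the balance of directions depend on the scaling. After thinning, 1765 genes differed without urea and 2071 with urea. The largest rises were those of YCL048W-A, at 2.76 without urea (standard error 0.31, adjusted p = 1.14e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 4.04 with urea (standard error 0.42, adjusted p = 1.43e-09, and 5.59 without replicate 2 of WT in urea), and of FMP16, at 4.04 with urea (standard error 0.23, adjusted p = 1.32e-15). YBR116C, which is not in the reference annotation, was at least 3.67-fold higher in ∆ntd without urea. The largest falls with urea were those of PHO84, at -5.19 (standard error 0.27, adjusted p = 1.05e-16, and -5.90 without replicate 1 of ∆ntd in urea), and HO, at -4.25 (standard error 0.17, adjusted p = 2e-19). PHO84 overlaps a noncoding gene on the other strand. CDA1 was at least 2.52-fold lower and SNZ2 at least 4.51-fold lower without urea, and 85.1% of the SNZ2 windows also occur in SNZ3, so its count is uncertain. The deletion of the NTD, another difference between the strains or their plasmids, and a difference in growth at harvest all stay open, and none of them was tested.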

How the results depend on the processing

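No technical explanation was tested in this part, so no test here was chosen after its result was seen. The alternatives were set in advance, except for a threshold of 0.01 on the adjusted p-value beside the 1.5-fold lists, a TE fit with a variance for each group of libraries, RNAseq scaled by library totals alone, and correlations over as many genes as the paper gives for them, which were chosen after seeing the data.

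Calls at an adjusted p-value under 0.05 kept within 1.5 times of their number in RNAseq under DESeq2's size factors, both filters on low counts, a fit of only the groups compared, a block for the replicate number, thinning and library totals alone. The last changed the balance of directions most, to 509 up and 1191 down for urea in WT (885 and 680 with TMM), 515 and 983 for urea in ∆ntd (737 and 702), 2550 and 431 for the strains without urea (961 and 1057), 2759 and 519 with urea (1177 and 1232), and 310 and 257 for the difference (240 and 333). With DESeq2's Wald test in RNAseq, 927 genes were called for urea in WT (1565 with edgeR), 850 for urea in ∆ntd (1439), 1304 for the strains without urea (2018) and 264 for the difference between the responses (573). The same test gave 697 Riboseq calls for the difference between the responses (442 with edgeR). In TE it gave 19 calls for urea in WT (14 up, 5 down) against 7 with edgeR (6 up, 1 down), 5 of them shared, and 104 for the difference against 32. The cause was not tested.

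Riboseq and TE depended most on which libraries shared a dispersion. Fitted with only the groups compared, Riboseq gave 1546 calls for urea in WT (487 in the shared fit), 116 for urea in ∆ntd (1499), 2062 for the strains without urea (487) and 658 for the strains with urea (1741). For TE it gave 292 calls for urea in WT (7), 1 for urea in ∆ntd (607), where 1071 genes had an unadjusted p-value under 0.05, 1209 for the strains without urea (341) and 575 for the strains with urea (1333). The 292 and the 1209 include all 7 and all 341 calls of the shared fit, and all of the 575 are among the 1333. This fit holds 2 groups and has no result for the difference between the responses. With all libraries and a variance for each group, chosen after seeing the data, TE gave 232 calls for urea in WT, 353 for urea in ∆ntd, 1181 for the strains without urea, 800 for the strains with urea and 221 for the difference between the responses. With a block for the replicate number, Riboseq gave 310 calls for the strains without urea and 138 for the difference, and TE gave 1 call for the difference, where 889 genes had an unadjusted p-value under 0.05. With a term for each culture, the TE difference gave 0 calls, where 945 genes had an unadjusted p-value under 0.05. Each block leaves fewer degrees of freedom, but the cause was not tested. The balance of directions depended on the setting in several comparisons. With DESeq2's size factors, the TE difference had 6 genes up and 16 down in place of 14 up and 18 down, the Riboseq difference 201 and 202 in place of 260 and 182, and TE of the strains without urea 176 and 146 in place of 168 and 173.

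Depth limits some results. After thinning to the shallowest library, which for Riboseq is a WT library with urea, there were 292 Riboseq calls for the strains without urea, 290 for the difference in Riboseq, 224 TE calls for the strains without urea and 8 for the difference in TE. The number of TE rises of at least 1.5-fold with urea in WT went from 134 to 253. A filter of at least 10 counts in every library gave 73 such rises and 4 TE calls for urea in WT, over 4874 genes in place of 5251. With no filter on low counts, the 1.5-fold rises with urea numbered 376 for RNA levels in WT, 377 for RNA levels in ∆ntd, 361 for footprints in WT and 329 for TE in WT. The TE list of the strains without urea then held 525 rises and 716 falls. More genes with few counts enter these lists by construction.

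A threshold of 0.01 on edgeR's adjusted p-value left 135 RNA rises in ∆ntd, 97 footprint rises in WT, 286 footprint rises in ∆ntd, 4 TE rises in WT and 79 TE rises in ∆ntd. For TE between the strains it left 46 rises and 52 falls without urea, and 409 rises and 235 falls with urea. The threshold on DESeq2's adjusted p-value left 109 RNA rises in ∆ntd, 145 footprint rises in WT, 8 TE rises in WT and 164 TE rises in ∆ntd. Between the strains it left 94 rises and 70 falls without urea, and 450 rises and 286 falls with urea. With either threshold, 0 TE rises were shared by the strains, against 50 without a threshold and 18 at an unadjusted p-value under 0.05. The number shared is bounded by the 4 or 8 TE rises left in WT.

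With each culture left out in turn, over 8 fits, the 1.5-fold rises numbered 180 to 231 (RNA, WT), 213 to 294 (RNA, ∆ntd), 220 to 267 (footprints, WT) and 500 to 1137 (footprints, ∆ntd), the last lowest without replicate 2 of ∆ntd in urea. TE rises with urea numbered 143 to 248 in WT, highest without replicate 2 of WT in urea, and 211 and 216 without replicate 2 of WT in SD and replicate 1 of WT in urea. In ∆ntd they numbered 490, without replicate 2 of ∆ntd in urea, to 1116. Between the strains there were 295 to 390 rises and 405 to 539 falls without urea, and 741 to 1267 rises and 703 to 1164 falls with urea, where 1164 came without replicate 1 of ∆ntd in urea. The shared rises ran from 58 to 72 for RNA, 84 to 107 for footprints and 45 to 76 for TE, highest without replicate 2 of WT in urea. The correlation of the urea response between the strains ran from 0.539 to 0.561 for RNA, below the 0.572 of all cultures in each fit, from 0.281 to 0.428 for footprints and from 0.123 to 0.237 for TE. A fit without 1 culture has fewer samples in that group, and beyond that the cause was not tested.

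The correlation for RNA was 0.313 with no filter on low counts, 0.580 with a prior count of 2 and 0.535 after thinning. With no filter it was 0.242 for footprints and 0.134 for TE. Over the 4070 genes with the highest lowest count in the 16 libraries, chosen after seeing the data because the paper gives that number of genes, it was 0.601 for RNA, 0.319 for footprints and 0.151 for TE. On the scale of log2(CPM + 1), the RNAseq replicates correlated at 0.9952 and 0.9958 in WT without and with urea and at 0.9932 and 0.9930 in ∆ntd, and the Riboseq replicates of ∆ntd with urea at 0.9876. This scale gives abundant RNAs less weight by construction. With a correlation estimated by camera, the adjusted p-value was 0.109 for TE of the ribosomal protein genes without urea, 0.120 with urea, and 0.109 for the glycosylation and mannosylation genes with urea. All 3 kept their direction.

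Leaving out 1 culture turned the sign of 9 TE changes of named genes, 5 of them by more than their standard error. For urea in ∆ntd, AGA1 ran from -0.25, without replicate 2 of ∆ntd in SD, to 1.08. For urea in WT, VBA2 ran from -0.033, without replicate 2 of WT in urea, to 1.15. For urea in ∆ntd, GCN4 ran from -0.24 to 0.20 and ADH4 from -0.73 to 0.71, both highest without replicate 1 of ∆ntd in urea. For the strains without urea, FIG2 ran from -0.767 to 0.15, the latter without replicate 2 of ∆ntd in SD. The other 4 moved by less than their standard error. For urea in WT, AGA2 ran from -0.037 to 0.454 and ACT1 from -0.032 to 0.115, for urea in ∆ntd PDR12 ran from -0.112 to 0.058, and for the strains without urea AGA2 ran from -0.344 to 0.152. Of the 9, those of FIG2 and AGA2 for the strains without urea and of PDR12 belong to 32 pairs of gene and comparison that were added after their values were seen, so 3 of the 9 were not found by the rule for naming genes. None of these 9 changes passed an adjusted p-value of 0.05 with all cultures. Of the other values of named genes with a culture left out, 866, with the values of these 4 changes among them, moved by no more than their standard error and 113 moved by more without turning. Under the settings that keep every culture, 835 values of named genes kept their direction and their side of the threshold, 90 kept their direction and fell short of it, 11 kept their direction and passed it, and 0 reversed.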

Differences from the paper's values

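No technical explanation was tested in this part, so no test here was chosen after its result was seen, but the settings marked below as chosen after seeing the values were tried to see which of them reach the paper's numbers. Of the 44 values compared, 13 differ.

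The correlation of the urea response between WT and ∆ntd was 0.572 for RNAseq against the paper's 0.622, and none of the alternatives set before the data were examined closed the gap. For TE it was 0.198 against the paper's 0.156, a gap about as large as the SD of this correlation over the fits that each left out a culture (0.042). Values within that SD of the paper's were reached with DESeq2's size factors (0.197), a filter of at least 10 counts in every library (0.17), no filter on low counts (0.134), a fit of only the groups compared (0.196), a prior count of 2 (0.194), thinned libraries (0.167) and the genes for which the authors' deposited table gives every fold change (0.171). Of these, 0.197, 0.196 and 0.194 hardly differ from 0.198 and leave the gap almost as it was. The value also came within the SD without replicate 2 of WT in SD (0.123), either replicate of WT in urea (0.186 and 0.159), replicate 2 of ∆ntd in SD (0.17) or replicate 1 of ∆ntd in urea (0.139). It stayed outside with DESeq2's Wald test (0.202), a block for the replicate number (0.205), or without replicate 1 of WT in SD (0.237), replicate 1 of ∆ntd in SD (0.199) or replicate 2 of ∆ntd in urea (0.235). In the authors' deposited table, over the 5130 genes for which it gives every fold change, the correlations are 0.564 for RNAseq, 0.359 for Riboseq and 0.164 for TE, a comparison chosen after seeing the values. The paper's legend gives 4070 genes with measurable expression for these correlations, and over the 4070 genes with the highest lowest count in the 16 libraries (at least 29 counts), a choice made after seeing the values, they were 0.601 for RNAseq, 0.319 for Riboseq and 0.151 for TE. The RNAseq value comes nearer to the paper's but stays outside the SD of that correlation (0.007), and the TE value lies within its SD of the paper's. Over the same genes the authors' deposited table gives 0.601, 0.317 and 0.149.

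RNA levels rose at least 1.5-fold with urea for 186 genes in WT against the paper's 39, and for 213 genes in ∆ntd against the paper's 108. No alternative set before the data were examined closed either gap. Footprints rose on 221 RNAs in WT against the paper's 141, and the gap closed with a filter of at least 10 counts in every library (160) and over the genes for which the authors' deposited table gives every fold change (195), but with none of the other alternatives. TE rose for 134 RNAs in WT against the paper's 210. This gap closed with DESeq2's Wald test (154), DESeq2's size factors (149), a fit of only the groups compared (140), thinned libraries (253) and in each of the 8 fits that left out a culture (143 to 248). It did not close with a filter of at least 10 counts in every library (73), no filter (329), a prior count of 2 (125), a block for the replicate number (135) or the genes for which the authors' deposited table gives every fold change (110). TE rose for 753 RNAs in ∆ntd against the paper's 163, and in urea was at least 1.5-fold lower in ∆ntd than in WT for 710 RNAs against the paper's 281. None of the alternatives set before the data were examined closed these last gaps.

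The TE rises in WT alone numbered 84 against the paper's 202. That gap closed with no filter on low counts (216), with thinned libraries (185), and without replicate 2 of WT in SD (153), replicate 1 of WT in urea (154) or replicate 2 of WT in urea (172), and with none of the other alternatives. In ∆ntd alone 703 RNAs rose in TE against the paper's 155, and 37.3% of the WT rises were shared with ∆ntd against the paper's 3.8%. Neither gap was closed by an alternative set before the data were examined. Of the RNAs whose levels rose in ∆ntd, 31.0% also rose in WT against the paper's 16%, which closed without replicate 1 of ∆ntd in SD (22.4%) or replicate 2 of ∆ntd in SD (22.6%) and with no other alternative. Fisher's exact test of the overlap in TE gave p = 1.95e-11 against the paper's 0.13. None of the 9 alternatives for which the test was run closed this gap. It was not run with a culture left out.

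A supplementary table gives the TE of AGA1 with urea in ∆ntd as -0.71, and here it rose 1.40-fold. The minus sign is read here as minus the inverse of the fold, so that -0.71 is a rise, as the same table also writes a rise of VBA2 in polysome fractions with a minus sign. On that reading, chosen after seeing the values, the AGA1 value does not differ, since the inverse of 1.40 is 0.713, and in the authors' deposited table the change is 0.49 on the log2 scale. Read as a fall, the value would differ from the 1.40-fold rise in direction.

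Several settings chosen after seeing the values come near the paper's numbers. In the authors' deposited table, requiring a 1.5-fold rise and an FDR of at most 0.01 leaves 109 RNA rises in ∆ntd, 140 footprint rises in WT, 544 footprint rises in ∆ntd (the paper has 543), 166 TE rises in ∆ntd and 285 RNAs with lower TE in ∆ntd in urea, and 0 TE rises shared by the strains. Over the genes with every fold change in the authors' deposited table, that setting leaves 107, 138, 543, 165 and 275 in the same order. The same setting of the authors' deposited table leaves 138 RNA rises and 12 TE rises in WT, which are not near the paper's numbers. In the authors' deposited table, 39 RNAs rise at least 2-fold in WT at that FDR, a setting also chosen after seeing the values. For the same number of RNA rises, the authors' deposited table gives 47 at 2-fold and an FDR of at most 0.05, and 35, 40 and 48 at 2-fold over the genes with every fold change, with an FDR of at most 0.01, of at most 0.05 and without an FDR. Rises in TE in WT without an FDR number 440 in the authors' deposited table, which is not within 1.5 times of the paper's 210. Within 1.5 times of it are 249 at 2-fold, 152 over the genes for which the authors' deposited table gives every fold change, 243 over genes with its RNAseq FDR given for WT, 199 over genes with that FDR given for ∆ntd or for every comparison, 154 over genes with its Riboseq FDR given and 178 over genes with its TE FDR given for ∆ntd. Over genes with a TE FDR given for WT in the authors' deposited table there are 60, which is not. All of these were chosen after seeing the values. At 1.5-fold and an FDR of at most 0.05, also chosen after seeing the values, the authors' deposited table has 133 RNA rises in ∆ntd and 164 footprint rises in WT, and over the genes with every fold change 131 and 162, with 409 RNAs lower in TE in ∆ntd in urea. At 2-fold and an FDR of at most 0.05 the authors' deposited table has 137 TE rises in ∆ntd (136 over the genes with every fold change) and 192 RNAs lower in TE in ∆ntd in urea, and at 2-fold without an FDR, over the genes with every fold change, 226 and 210, all within 1.5 times of the paper's 163 and 281 and chosen after seeing the values. From the counts, DESeq2's adjusted p-value under 0.01 beside the fold, chosen after seeing the values, gave 109 RNA rises in ∆ntd, 145 footprint rises in WT, 164 TE rises in ∆ntd and 286 RNAs with lower TE in ∆ntd in urea. It gave 137 RNA rises and 8 TE rises in WT, which do not reach the paper's numbers. The same threshold on edgeR's adjusted p-value, also chosen after seeing the values, gave 135 RNA rises in ∆ntd, 97 footprint rises in WT and 235 RNAs with lower TE in ∆ntd in urea, all within 1.5 times of the paper's numbers, and 153 RNA rises in WT, 4 TE rises in WT and 79 in ∆ntd, which are not.

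Some directions, rankings and genes also differ. The paper attributes the wider spread of ∆ntd with urea to the fewest footprints, which it reasons from polysome profiles. The lowest Riboseq totals are the 4803862 and 3067506 of WT with urea. Totals after sequencing do not measure how much footprint RNA the cells gave, so they do not decide the paper's explanation. The paper finds more TE rises with urea in WT than in ∆ntd, and the numbers here were 134 and 753. Calls at an adjusted p-value under 0.05 ranked the strains the same way (7 and 607), and so did a fit with a variance for each group, chosen after seeing the values (232 and 353), while a fit of only the groups compared, with 292 and 1, ranked them as the paper does. In WT the paper finds fewer RNAs rising in level than in TE, and here 186 rose in level and 134 in TE. Thinned libraries (215 and 253) and the fits without replicate 1 or 2 of WT in urea (208 and 216, 218 and 248) gave the order that the paper states. The paper describes the TE rises of the strains as separate pools, and 50 were shared here.

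For the terms of RNAs with lower TE in ∆ntd without urea, the paper names membrane-bound organelles. None of the 14 groups was enriched here (lowest unadjusted p = 0.061 from Fisher's exact test, one-sided). No group covers such organelles as a whole, so that term itself was not tested. Membranes, which the paper names for the TE rises in WT, gave an adjusted p of 0.32. The endomembrane system, which it names for the falls in urea, gave an adjusted p of 0.0832. Its permutation p was 0.031 against lists matched on coding length and 0.083 against lists matched on coding GC content. Cytoplasm terms, which the paper attaches to nearly every TE rise in ∆ntd, covered 33.8% of them, and cytosol terms, which it names for higher TE in ∆ntd also without urea, were not enriched there (9.7% against 9.8% of the background). The reference carries fewer terms than the source the paper used, and terms were not carried up to their parents here. Shares of broad terms such as membrane and cytoplasm are therefore not comparable with the paper's. The paper states 1 bound on the FDR for FIG2, AGA1 and AGA2 in urea. FIG2 lies under it with an adjusted p of 3.61e-05, and AGA1 (0.00143) and AGA2 (0.00587) lie above it. DESeq2's Wald test puts all 3 under it (4.72e-12, 2.16e-07 and 0.000161), and over the alternatives the adjusted p-value ran from 4.72e-12 to 0.0139 for FIG2, from 2.16e-07 to 0.00896 for AGA1 and from 0.000161 to 0.0448 for AGA2. In the authors' deposited table the FDRs are 1.6e-11, 6.8e-07 and 0.00023.

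Of the 10 RNAs labelled in the volcano plot of WT, 3 were called here (AGP1, COX3 and PDR12). DESeq2's Wald test also called DAL5, MMS1, PUT4, YBT1 and YHR180W-A, a fit of only the WT groups called all 10, no filter on low counts added DAL5, a block for the replicate number added MMS1, and a term for each culture called AGP1 and DAL5 alone. A fit with a variance for each group, chosen after seeing the values, called all but YHR180W-A. Of the 11 labelled for ∆ntd, AGP1 and PDR12 were called under none of 9 alternative settings, and the other 9 were called under each of them except the fit of only the ∆ntd groups, which called ZRT1 alone, and the fit with a variance for each group, which did not call SSA3. Of the 9 RNAs compared with polysome fractions, YER186C and YOR015W had too few counts to be tested, and with no filter YER186C was called lower in ∆ntd in urea.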

Other observations

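Of the 19 tests of explanations in this part, 8 were chosen before the result they measure was seen (those with the values 0.505, 0.976, -0.313, 0.439, 0.344, 0.277, 0.500 and 0.127), and the other 11 only after it was seen.

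The Riboseq replicates of ∆ntd with urea lie further apart than those of any other group. Thinning every Riboseq library to the shallowest one left the coefficient of variation of this group at 0.242, which argues against sequencing depth as the cause. It does not test a small amount of footprint RNA before sequencing. Without the 100 highest genes the SD of the log2 difference between the replicates was 0.505, and with the trend in coding GC content and coding length removed it was 0.477 (0.153 to 0.27 in the other Riboseq pairs), so neither a few abundant RNAs nor those trends account for the spread. The RNAseq difference between the same cultures correlated with it at r = 0.028, which argues against a difference that RNA levels share. Replicate 1 correlated at 0.976 with replicate 2 of ∆ntd in SD and at 0.977 with its own replicate. For replicate 2 these were 0.952 and 0.977. Each library was closest to its own replicate, but for replicate 1 this was nearly a tie and decides little by itself. A swap with a ∆ntd library in SD would set the SD replicates apart. They correlated at 0.997 with each other and at 0.984 with the closest library of another group, which argues against such a swap. The response to urea had an SD of 0.484 in replicate 1 and 0.736 in replicate 2. If the whole response were larger in replicate 2, the difference between the replicates would follow the WT response, which shares no library with it, as the response of replicate 1 does. It correlated with the WT response at r = -0.005 in Riboseq and -0.021 in TE, where the response of replicate 1 had 0.446 and 0.235, and the higher ratio of these was -0.011. This argues against a larger response of the kind that WT shares, and a larger response in genes that respond in ∆ntd alone stays open. A difference in harvest, library preparation or sequencing lane was not tested and stays open too.

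The difference between the Riboseq replicates of ∆ntd with urea ran opposite to that of WT without urea, with r = -0.358 across 5251 genes. Both followed coding GC content (Spearman's rho of 0.304 and -0.273). With the trend in GC content and length removed, r was -0.313, so that trend is at most a small part of the pattern. No biological explanation was tested, since the design pairs no culture of the 2 groups.

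The order of the strains in TE calls turned with the fit. With 1 dispersion shared by all groups there were 7 calls with urea in WT and 607 in ∆ntd, and in fits of only the groups compared there were 292 and 1. A candidate explanation is that a shared dispersion is too large for the WT groups and too small for ∆ntd with urea. A fit of all 16 libraries with a variance for each group gave 232 calls in WT and 353 in ∆ntd, most of the latter among the 607, so the ratio of ∆ntd to WT was 1.52. The gap shrank and the order stayed, so unequal spread may account for part of the pattern, but as its whole cause it cannot be told apart from a larger response in ∆ntd. In counts simulated with no change, 12.47% of genes had an unadjusted p-value under 0.05 in the shared fit for urea in ∆ntd and 12.37% for the strains in urea, against 1.28% for urea in WT and 1.13% for the strains without urea. The fits of only the groups compared gave 4.7% to 6.5%, and the fit with a variance for each group 4.91% to 5.77%. No change at all in ∆ntd, with 1 spread per group, is argued against by the largest number of calls in 20 such draws, which was 8 in the shared fit. No change with any spread of single genes is argued against by the TE changes of separate replicate pairs in ∆ntd, which correlated at 0.439 or more. Some TE response in ∆ntd may therefore be real, but which genes carry it depends on the fit.

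Noise between replicates alone might give the low correlation of the TE response between the strains. The correlation was 0.191 on the scale of log2(CPM + 1), and the replicate pairs allow 0.555, so the ratio of these was 0.344. It was 0.695 for RNAseq and 0.442 for Riboseq, which argues against noise as the whole cause and leaves a difference between the strains open as a hypothesis.

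Longer genes rose more in TE with urea in WT. Spearman's rho between coding length and the TE change was 0.399 over 5239 genes, and the median log2 TE change was -0.17, -0.10, -0.05, 0.05 and 0.14 in 5 groups of genes from the shortest to the longest. The lower depth of the WT Riboseq libraries with urea is argued against by the rho of 0.351 with thinned libraries, a length bias of the RNAseq libraries by the rho of -0.023 for the RNAseq change, and a single culture by the lowest rho of the 4 pairs of cultures, which was 0.277. In ∆ntd rho was -0.099, and between the strains in urea -0.288. Coding GC content correlated with the TE change at 0.303 for urea in ∆ntd and 0.405 for the strains in urea. Biased recovery of footprints along the RNA, or ribosomes that run off during harvest, may give such trends. Neither was tested, since the table holds no positions, so an effect of urea on the translation of long RNAs stays a hypothesis.

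The length trend could also bring cell wall genes into the list of TE rises in WT. Against random lists matched on coding length, the permutation p was 0.0075, one-sided, which argues against length as the whole cause.

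The rise in TE of the ribosomal protein genes in ∆ntd without urea may come from the scaling between libraries or from reads shared by paralogs. A scaling moves all genes of a library alike, and their median change lay 0.516 above that of all genes on the log2 scale (132 of 137 genes higher). The 19 genes without an A or B paralog had a median of 0.500, so neither accounts for it. A difference in growth between the strains was not tested and stays open beside an effect of the NTD.

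The hypothesis that RNAs whose 5′ end folds more need the NTD was tested with the folding energy of the 50 nt upstream of the start codon, as the deposited counts hold no structure data. The energy correlated with the TE change in ∆ntd without urea at a Spearman's rho of 0.135, which has the sign the hypothesis needs but is small. Without the ribosomal protein genes rho was 0.127, so these alone are not the cause. For all genes without urea, rho was -0.106 for the RNAseq change alone and 0.029 for the Riboseq change alone. With urea these were -0.099 and 0.043. Footprints alone thus hardly followed the energy, and the TE trend lay mostly in RNA levels. RNAs whose TE was at least 1.5-fold lower had a median energy of -4.5 kcal/mol against -3.6 for all genes (permutation p = 0.0001, one-sided, the smallest that 10000 random lists can give), and those with higher TE had -2.9. In urea the medians were -4.2 for lower and -2.9 for higher TE, and rho was 0.116 without the ribosomal protein genes. For the response to urea rho was 0.092 in ∆ntd and 0.067 in WT. The 50 nt are not the annotated leader, and other properties that go with folding may be the cause.

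Gene sets were tested for TE with limma's camera at a preset correlation, with adjustment over 9 sets and 4 comparisons. The sets follow terms and genes that the paper mostly found on these same libraries, so they are not independent evidence for it. With urea in WT the median log2 change was -0.16 for ribosomal proteins (116 of 137 genes lower, adjusted p = 0.000571), -0.21 for mitochondrial ribosomal proteins (54 of 66 lower, 0.000571), 0.11 for glycosylation and mannosylation (49 of 64 higher, 0.000112), 0.16 for the cell wall (41 of 54 higher, 6.92e-06) and 0.20 for pheromone-induced and mating genes (20 of 28 higher, 0.000571). The other sets were not called in WT, with 0.09 for 87 transporters (0.142), 0.22 for 7 a-specific genes (0.324), -0.18 for 21 urea and allantoin genes (0.165) and 0.00 for 54 GCN4-dependent genes (0.768). With urea in ∆ntd the medians were -0.15 for glycosylation and mannosylation (47 of 64 lower, 0.000955), 0.26 for the cell wall (39 of 54 higher, 0.00577), -0.13 for transporters (57 of 87 lower, 0.00599) and -0.31 for urea and allantoin genes (15 of 21 lower, 0.0186). Not called there were ribosomal proteins (0.185, adjusted p = 0.0623), mitochondrial ribosomal proteins (-0.13, 0.272), pheromone genes (0.07, 0.603), a-specific genes (-0.195, 0.437) and GCN4-dependent genes (0.08, 0.349).

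Between the strains without urea, the sets called besides the ribosomal proteins were the mitochondrial ribosomal proteins (median -0.27, 53 of 66 genes lower in ∆ntd, adjusted p = 0.000571 from camera), transporters (0.17, 56 of 87 higher, 0.0184) and GCN4-dependent genes (0.26, 45 of 54 higher, 5.24e-05). Glycosylation and mannosylation (0.877), the cell wall (0.6), pheromone genes (0.703), a-specific genes (0.703) and urea and allantoin genes (0.218) were not. In urea, the GCN4-dependent genes were higher in ∆ntd (0.32, 43 of 54 genes, 0.000571). GCN4 itself was lower in TE, but TE of the set does not show how the RNA levels of its genes changed. Mitochondrial ribosomal proteins (0.217), the cell wall (0.703), transporters (0.121), pheromone genes (-0.36, 0.055), a-specific genes (-0.42, 0.32) and urea and allantoin genes (0.731) were not called there. Camera with an estimated correlation called 0 of the 36, and fry called 1 set for urea in WT, 3 for urea in ∆ntd and 4 for the strains in either medium. The alpha-specific genes were tested in RNAseq alone, where 3 of them had median changes of -0.615 with urea in WT (adjusted p = 0.0732), -0.36 in ∆ntd (0.165), and -0.025 (0.588) and 0.12 (0.645) between the strains without and with urea.

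Some changes of single RNAs belong at no claim. Without urea, footprints in ∆ntd relative to WT were higher on AGP1 (log2 fold change 4.00, standard error 0.17, adjusted p = 3.65e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and SIP18 (3.29, standard error 0.20, adjusted p = 0.000131), and lower on AQY2 (-3.20, standard error 0.42, adjusted p = 0.00455, and -3.94 without replicate 2 of ∆ntd in SD) and YIR016W (-3.12, standard error 0.51, adjusted p = 0.0115). AQY2 overlaps YLL053C on the same strand, so its count is uncertain. The adjusted p-value of YIR016W ran from 9.63e-06 to 0.0964 over 6 alternatives, the highest with thinned libraries, and its change from -3.86 without replicate 1 of ∆ntd in SD to -2.51 without replicate 2. In urea, footprints were higher in ∆ntd on TKL2 (5.11, standard error 0.37, adjusted p = 0.000111, and 5.98 without replicate 1 of WT in urea) and YGL088W (4.17, standard error 1.08, adjusted p = 0.0212, from 4.65e-06 to 0.0525 over 6 alternatives, and 2.57 without replicate 2 of ∆ntd in urea to 5.56 without replicate 1 of WT in urea). They were at least 5.79-fold lower on FIG1 and at least 6.83-fold lower on PHO12, which shares 92.2% of its windows with PHO11 and is uncertain, as YGL088W is because it overlaps SNR10.

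Of the 39 genes the paper names, 37 were tested for TE. An adjusted p-value under 0.05 over all genes was reached by 5 of them for urea in WT, 14 for urea in ∆ntd, 8 for the strains without urea, 28 for the strains in urea and 9 for the difference between the responses. Adjusted over the list alone, the numbers were 18, 16, 11, 30 and 25, but the study chose most of these genes on the same libraries. DUR3 TE was lower in ∆ntd than in WT in urea (-0.69, standard error 0.165, adjusted p = 0.00772) and fell with urea in ∆ntd (-0.63, adjusted p = 0.0352, from 0.0238 to 0.141 over 9 alternatives). In WT it changed by 0.47 (adjusted p = 0.355, from 0.0206 to 0.484), and the difference between the responses was -1.10 (adjusted p = 0.0579, from 0.0066 to 0.112). DED1 TE was higher in ∆ntd in urea (0.93, standard error 0.20, adjusted p = 0.0036) and rose with urea in ∆ntd (0.78, adjusted p = 0.0235, from 0.00553 to 0.154), and no comparison of DBP1 was called (0.583 to 0.973). TIF4632 TE was lower in ∆ntd without urea (-0.455, adjusted p = 0.0409, from 0.000962 to 0.136) and with urea (-0.415, adjusted p = 0.0262, from 0.0232 to 0.14), while TIF4631 in urea gave 0.091. TIF1 and TIF2 share 90.9% of their windows, so their counts are uncertain. The marker genes were higher in TE in ∆ntd in urea, with LEU2 at 1.12 (adjusted p = 0.000393), MET17 at 1.07 (adjusted p = 0.000436), HIS3 at 0.58 (adjusted p = 0.00396, from 0.00058 to 0.0591) and URA3 at 0.46 (adjusted p = 0.0216, from 0.022 to 0.11). MET17 overlaps YLR302C on the other strand.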
